# Cell type-specific transcriptomics of hypothalamic energy-sensing neuron responses to weight-loss

**DOI:** 10.7554/eLife.09800

**Published:** 2015-09-02

**Authors:** Fredrick E Henry, Ken Sugino, Adam Tozer, Tiago Branco, Scott M Sternson

**Keywords:** hypothalamus, body weight, feeding, arcuate nucleus, RNA-Seq, transcriptomics, mouse

## Abstract

Molecular and cellular processes in neurons are critical for sensing and responding to energy deficit states, such as during weight-loss. Agouti related protein (AGRP)-expressing neurons are a key hypothalamic population that is activated during energy deficit and increases appetite and weight-gain. Cell type-specific transcriptomics can be used to identify pathways that counteract weight-loss, and here we report high-quality gene expression profiles of AGRP neurons from well-fed and food-deprived young adult mice. For comparison, we also analyzed Proopiomelanocortin (POMC)-expressing neurons, an intermingled population that suppresses appetite and body weight. We find that AGRP neurons are considerably more sensitive to energy deficit than POMC neurons. Furthermore, we identify cell type-specific pathways involving endoplasmic reticulum-stress, circadian signaling, ion channels, neuropeptides, and receptors. Combined with methods to validate and manipulate these pathways, this resource greatly expands molecular insight into neuronal regulation of body weight, and may be useful for devising therapeutic strategies for obesity and eating disorders.

**DOI:** http://dx.doi.org/10.7554/eLife.09800.001

## eLife digest

Humans and other animals must get adequate nutrition in order to survive. As a result, the body has several systems that work side by side to maintain a healthy body weight and ensure that enough food gets eaten to provide the energy that the body needs. Problems with these systems can contribute towards obesity and other eating disorders.

Certain types of cells in the brain play important roles in controlling weight and appetite, although the genes and cellular mechanisms that underlie these abilities are not well understood. When an animal is deprived of food, so-called AGRP neurons produce molecules that increase appetite and make it easier to gain weight. These neurons also go through structural changes and increase their electrical activity during weight loss. Another group of cells, called the POMC neurons, becomes less active when an animal is deprived of energy.

Using a technique called cell type-specific transcriptomics, Henry, Sugino et al. have now revealed that the expression of hundreds of genes in AGRP and POMC neurons changes depending on whether mice are well fed or food deprived. Food deprivation also affects more genes in AGRP neurons than has been seen in other types of brain cell, and the AGRP neurons are also more sensitive to a change in food intake than POMC neurons.

In the future, this gene expression data and knowledge of the pathways affected by the genes could help researchers to develop new treatments for obesity and other disorders that affect appetite. Henry, Sugino et al. then mapped how these changes in gene expression trigger molecular “pathways” in the neurons that alter how the cells work. These affect many parts of the cells, including ion channels, transcription factors, receptors, and secreted proteins. In addition, food deprivation activated pathways in AGRP neurons that protect the cells from damage and death caused by elevated neuron activity and also triggered signaling pathways that increase body weight.

In the future, this gene expression data and knowledge of the pathways affected by the genes could help researchers to develop new treatments for obesity and other disorders that affect appetite.

**DOI:** http://dx.doi.org/10.7554/eLife.09800.002

## Introduction

Neurons that express *Agouti related protein* (*Agrp*) and *Proopiomelanocortin* (*Pomc*) comprise two intermingled molecularly defined populations in the hypothalamic arcuate nucleus (ARC) that mediate whole-body energy homeostasis in conjunction with other cell types. AGRP and POMC neurons positively and negatively regulate body weight, respectively (Aponte et al., 2011; Krashes et al., 2011). AGRP neurons transduce circulating signals of energy deficit into increased output of the neuropeptides AGRP and Neuropeptide Y (NPY) as well as the neurotransmitter γ-aminobutyric acid (GABA), each of which contribute to increased appetite and body weight. Correspondingly, weight loss is accompanied by increased *Agrp* and *Npy* gene co-expression in AGRP neurons (Hahn et al., 1998), as well as increased electrical activity (Takahashi and Cone, 2005) and synaptic plasticity (Yang et al., 2011; Liu et al., 2012). In contrast, during energy deficit, POMC neurons decrease electrical activity due to inhibitory synaptic input from AGRP neurons (Takahashi and Cone, 2005; Atasoy et al., 2012), and *Pomc* neuropeptide gene expression is reduced (Schwartz et al., 1997). AGRP and POMC neurons are thus both associated with sensing and counteracting energy deficit states. Because these neurons play major reciprocal roles in energy homeostasis, investigations of the molecular response pathways for AGRP and POMC neurons to weight-loss are critical for identifying key control points associated with regulation of body weight.

AGRP and POMC neurons sense energy deficit, in part, through responding to the metabolic hormones ghrelin, leptin, and insulin. Signaling pathways downstream of the receptors for these hormones have been elucidated (Banks et al., 2000; Kitamura et al., 2006), but most of the other molecular processes involved in the cellular response to systemic metabolic challenge in AGRP and POMC neurons remain unexplored. In light of this, a transcriptome-wide view of gene expression changes can provide a foundation for investigating the neuronal cell biology of these energy homeostasis sensing neurons during a state of energy deficit.

The transcriptional response to food-deprivation has been reported previously using tissue samples from the entire hypothalamus (Guarnieri et al., 2012) or ARC (Li et al., 2005; Jovanovic et al., 2010), but these studies lacked cell type-specificity necessary to understand the molecular response properties of individual neural circuit nodes. Recent approaches employing immunoprecipitation of messenger RNA (mRNA) in molecularly defined and even projection-specific populations (Heiman et al., 2008; Dalal et al., 2013; Ekstrand et al., 2014; Allison et al., 2015) require large numbers of cells, and therefore have been challenging to perform for neurons with small population sizes, such as AGRP and POMC neurons. A transcriptional profile of AGRP neurons has been obtained previously from dissociated tissue in which fluorescently labeled AGRP neurons were sorted and pooled from ∼40 neonatal mice and compared to a similar number of neonatal AGRP neuron-specific *Foxo1* knockout mice (Ren et al., 2012). In neonatal mice, cells are readily dissociated, but AGRP neurons are not necessary for early neonatal life and their axons are not developed (Bouret et al., 2004; Luquet et al., 2005), thus, the relevance of neonatal gene expression patterns to those in adult mice is uncertain. Moreover, comparing only one sample from two conditions prevents statistical analysis of differentially expressed genes (DEG). Recent technical improvements in cell sorting and transcriptional profiling methods have enabled the generation of high quality gene expression profiles from small numbers of fluorescently labeled neurons (typically 40–250 neurons) from single adult mouse brains (Sugino et al., 2006; Okaty et al., 2011). Importantly, this permits use of individual animals as replicates for comparing gene expression profiles under different conditions, which is the approach that we used here.

We performed RNA sequencing (RNA-Seq) using AGRP and POMC neurons from ad libitum fed young adult mice as well as from mice after 24-hr food deprivation. We confirmed a small number of previously reported changes in gene expression, and also identified hundreds of additional DEG. These changes in gene expression allowed identification of coordinated signaling pathways that are involved in the response to food deprivation, and we focus here on neuropeptides, G-protein coupled receptors (GPCRs), as well as pathways associated with neuron electrical activity, circadian regulation, and endoplasmic reticulum (ER)-stress signaling. This resource, which includes gene expression profiles for AGRP and POMC neurons as well as methods for validating and evaluating the functional significance of these changes, provides a foundation for in depth analysis of the molecular control points for neuron populations involved in energy homeostasis.

## Results

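Each sequenced library came from the fluorescent neurons of 1 mouse, and there were 21 mice in 4 groups, AGRP or POMC neurons from fed or FD animals. The RNA was amplified with the NuGEN Ovation system, without molecular identifiers, after ERCC spike-in transcripts had been added. The authors trimmed the reads, removed abundant sequences, mapped the rest to mm10 with STAR and counted reads on genes with HTSeq without regard to strand. Their table holds these unnormalized counts for 35266 Gencode genes, and a second table gives the TPM they derived from the counts. FD AGRP libraries held 13421226 to 37663979 gene counts (median 19048542) and fed AGRP libraries 14864180 to 19920638 gene counts (median 17906238). For POMC neurons the FD libraries held 9822298 to 23924870 gene counts (median 19189780) and the fed libraries 18228116 to 26296967 gene counts (median 19597410). A floor of 3 counts lay between 0.0797 and 0.305 CPM, and it covers counting error alone, because amplified reads are not independent molecules. Sample labels give 3 spike-in volumes, with 1 µl in 8 libraries, 10 µl in 6 and a volume set by the number of sorted cells in 7. Among the POMC libraries the 10 µl set held only FD mice and the cell-number set only fed mice. These libraries cannot tell condition and set apart, whereas the 1 µl set held 3 FD and 3 fed POMC libraries. Where weights are recorded, FD mice changed by −19.4 ± 1.75% (SD, n = 3) in the AGRP and −17.7 ± 1.64% (n = 5) in the POMC group. In fed mice the change was 0.622 ± 0.224% (SD, n = 3) and 0.954 ± 0.915% (n = 5), respectively. Counts were scaled by TMM, and the 16513 genes above 1 CPM in at least 3 libraries entered 1 edgeR quasi-likelihood fit with all 4 groups. The value q is the Benjamini-Hochberg adjusted p from the two-sided quasi-likelihood test over these genes. A gene counted as differentially expressed (a DEG) with q under 0.05, an absolute log2 fold change over 1 and a mean over 20 CPM in at least 1 group, a level that 8205 genes reached. The comparisons were repeated under 9 alternatives (limma-voom, DESeq2, RLE normalization, no count filter, the 2 compared groups alone, a replicate block, an age cohort block, sorted cells as a covariate and scaling by ERCC counts) and with each library left out in turn. Normalized CPM are CPM taken on the TMM-scaled library size, gene positions are those of mm10 counted from 1, and a positive fold change means higher in FD than fed or higher in AGRP than POMC neurons.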

We obtained transcriptional profiles from AGRP and POMC neurons from male young adult mice (6.5–8 weeks old) under ad libitum fed (fed, AGRP, POMC: n = 5 mice each) or 24-hr food deprived (FD, AGRP: n = 6 mice, POMC: n = 5 mice) conditions during the middle of the light phase (percent weight change AGRP.fed: 0.4 ± 1.5%, POMC.fed: 1.0 ± 0.9%, AGRP.FD: −19.4 ± 1.8%, POMC.FD: −17.7 ± 1.6%; mean ± sd). AGRP and POMC neurons were dissociated and manually sorted from the hypothalamic ARC of *Npy*^*hrGFP*^ and *Pomc*^*topazFP*^ transgenic mice, respectively, where the neurons could be identified by fluorescent protein expression (Figure 1A). Nearly all (94.9%) ARC^NPY^ neurons are reported to express *Agrp*, which is selectively expressed in this brain area (Broberger et al., 1998), therefore we refer to these cells as AGRP neurons. Each pool of sorted fluorescent neurons (mean ± sd: 102 ± 40.5 neurons, range: 44–214 neurons) from a single brain was used for a separate sample from which RNA was extracted and then reverse transcribed, amplified, sequenced, and analyzed (Figure 1A, Figure 1—figure supplement 1A–C, and Supplementary file 1).

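The number of sorted cells was 103 ± 49.9 (SD, n = 6) for FD AGRP, 131 ± 50.4 (n = 5) for fed AGRP, 87.8 ± 27.5 (n = 5) for FD POMC and 88.4 ± 15.7 (n = 5) for fed POMC libraries. Between 15251 and 18945 genes had at least 1 count in a library. Reads that fell on no annotated gene made up 25.6% to 55.3% of those counted.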

**Figure 1.**
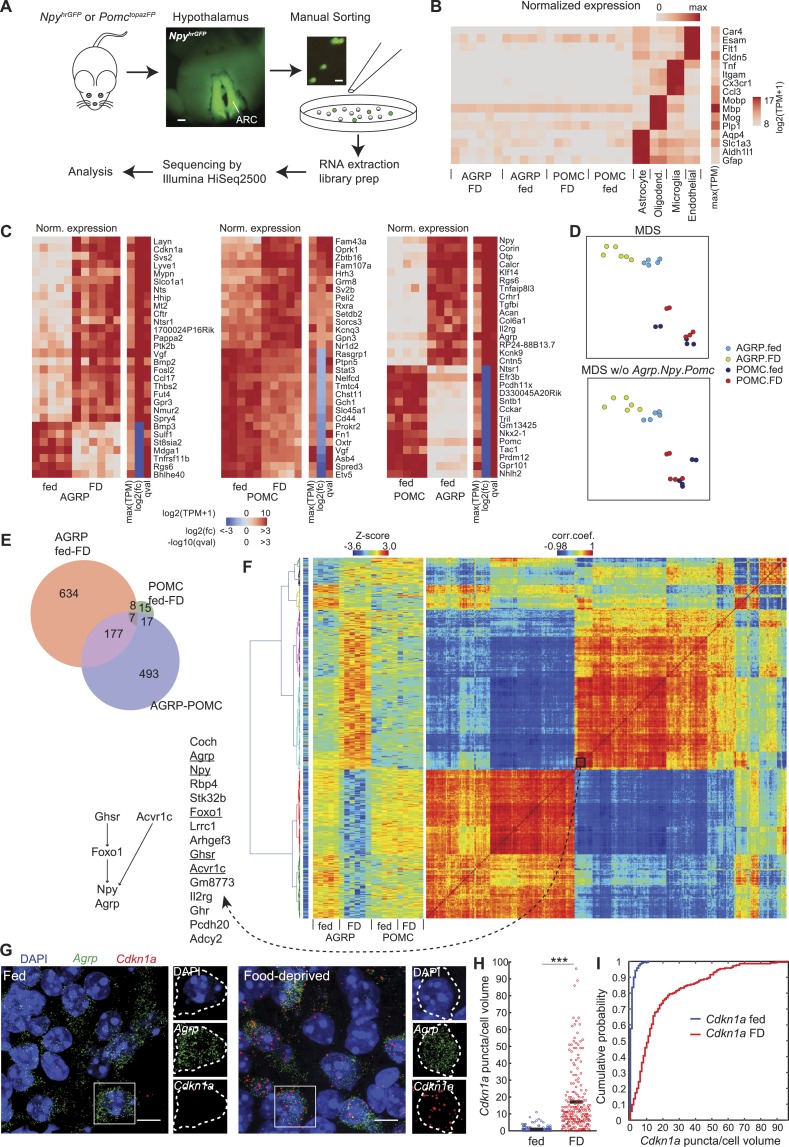
Cell type-specific transcriptomic profiling of starvation-sensitive neurons. (**A**) Schema for dissection and sorting of fluorescent neurons from the hypothalamic arcuate nucleus (ARC) followed by cell type-specific RNA-Seq. Scale: ∼200 µm (left), ∼20 µm (right). (**B**) Expression levels of marker genes for astrocytes, myelin oligodendrocytes, microglia, and endothelial cells indicate high purity of AGRP and POMC samples. FD: 24-hr food-deprived. Left, for each sample, log expression levels for a single gene in each row normalized by maximum expression level of the transcript in any of the samples. Right, sidebar shows maximum expression level for each row (each transcript) across all samples. TPM: transcripts per million. (**C**) Top 30 differentially expressed genes (DEG) for: AGRP neurons, FD/fed; POMC neurons, FD/fed; AGRP/POMC neurons (fed). FD: 24-hr FD. As in (**B**), each row corresponds to a transcript where the expression level in each sample is normalized by maximum expressions on level in the row. The sidebars show maximum expression level [max(TPM)] across samples in each row (each transcript). In addition, log2(fold-change) [log2(fc)], and q-value (qval) for the differential expression across fasted/fed states (left and middle) or AGRP/POMC expression levels are shown. (**D**) Top, multidimensional scaling (MDS) projection of distance (1-corr.coef.) between samples. Bottom, MDS without *Agrp*, *Npy* and *Pomc* genes in the calculation. (**E**) Venn diagram for DEG between FD and fed conditions (AGRP FD-fed: red, POMC FD-fed: green) and between AGRP and POMC neurons (both fed, purple). Reported DEG required q-value <0.05, abs[log2(fc)] > 1 and mean CPM > 20 in at least 1 cell type/condition (see ‘Materials and methods’). (**F**) Hierarchical clustering of DEG. Matrix in the middle indicates standardized expression level for the samples (columns) and DEG (rows). The matrix on the right shows the correlation coefficients between genes, calculated across all samples. The colormap on the left indicates maximum TPM expression level in log2 scale, which ranges from 2.96 (blue) to 15.6 (red). Left, genes in a cluster that comprise known pathways that regulate *Agrp* and *Npy* expression. (**G**) Representative images of double single molecule fluorescence in situ hybridization (smFISH) for *Agrp* and *Cdkn1a*. Scale, 10 μm. (**H**, **I**) Population counts (bars: mean value) (**H**) and cumulative probability distributions (**I**) of *Cdkn1a* puncta per cell volume in AGRP neurons (p = 1.5e^−53^, Kolmogorov–Smirnov [ks]-test). ***p < 0.001. Fed, n = 189 cells; FD, n = 215 cells; 3 mice per condition. **DOI:** http://dx.doi.org/10.7554/eLife.09800.003

**Figure 1—figure supplement 1.**
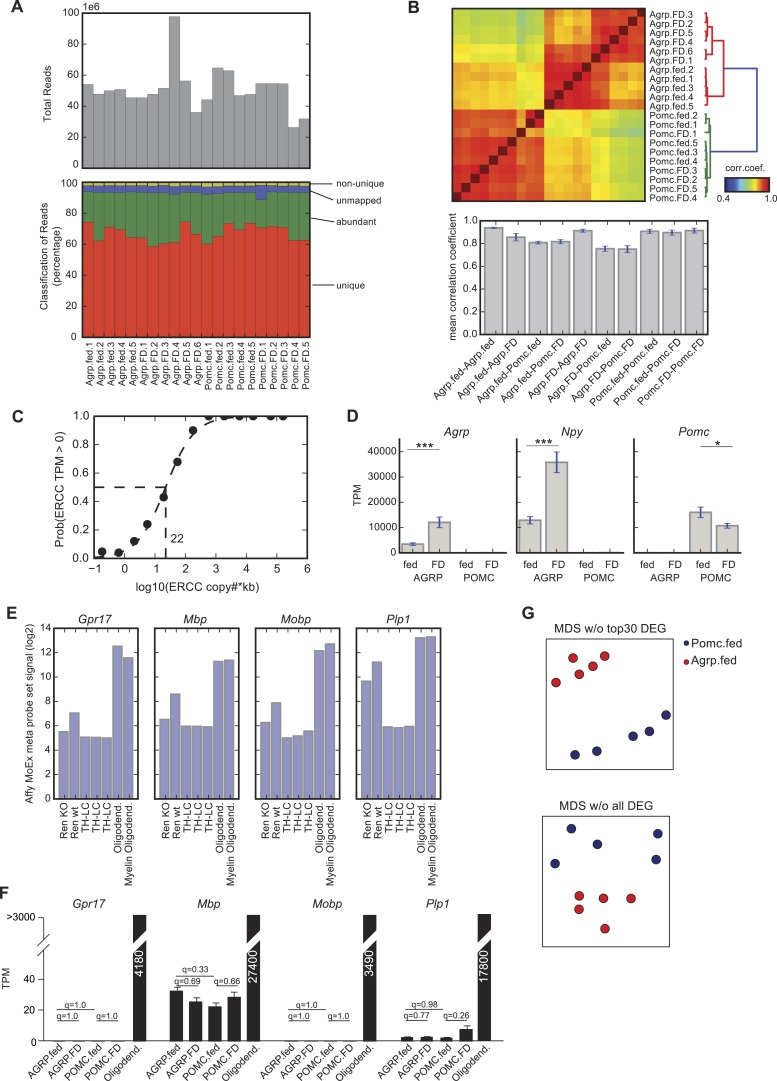
Comparison of AGRP and POMC neuron transcriptomic samples. (**A**) Sequencing statistics. Upper panel shows the total reads for each sample. Lower panel shows classification of reads into uniquely mapped to the genome (unique), mapped to ribosomal RNA, mitochondrial genome, phiX or low complexity sequences (abundant), unmapped to neither of the above (unmapped), or mapped to the genome but to multiple locations (non-unique). (**B**) Upper panel shows the correlation coefficients calculated using robustly expressed genes (some group has average TPM > 20) and lower panel shows the average and standard deviation of correlation coefficients within group and between groups. (**C**) Sensitivity of the assay was calculated from ERCC spike-in data. 50–50% detection probability is obtained at 22 copies × kb transcripts. (**D**) Gene expression of *Agrp*, *Npy* and *Pomc* in AGRP and POMC neurons under fed and FD conditions. Data is mean ± s.e.m. ***q < 0.005, *q < 0.05. (**E**) Evidence for oligodendrocyte contamination in one of the fluorescence activated cell sorted AGRP neurons samples (Ren-wt) from Ren et al. (2012), which is compared to AGRP neuron-specific Foxo1 knockout (Ren-KO), as well as three samples of manually sorted *Th*-expressing neurons from the locus coeruleus (as an example of low contamination samples), and purified samples of oligodendrocytes or myelin oligodendrocytes (Cahoy et al., 2008). *Gpr17*, *Mbp*, *Mobp*, and *Plp1* are all highly expressed in oligodendrocytes and are also found differentially expressed in the wildtype AGRP neuron sample from microarray data from Ren et al. (2012). Data from all seven samples were generated on the same Affymetrix mouse exon array platforms and processed together. Y-axis is standardized probe set signal from the arrays on a log2 scale. (**F**) The AGRP and POMC neuron samples generated in our study and processed by RNA-Seq are compared for oligodendrocyte markers and to RNA-Seq data from purified oligodendrocyte samples (Zhang et al., 2014a). There were no statistically significant differences in the oligodendrocyte in the groups that are compared in this study. (**G**) MDS projection of distance (1-corr.coef.) between AGRP and POMC neurons where correlation coefficients were calculated without the top 30 DEG (top) or with all DEG (based on criteria in ‘Materials and methods’) removed (bottom). **DOI:** http://dx.doi.org/10.7554/eLife.09800.004

**Figure 1—figure supplement 2.**
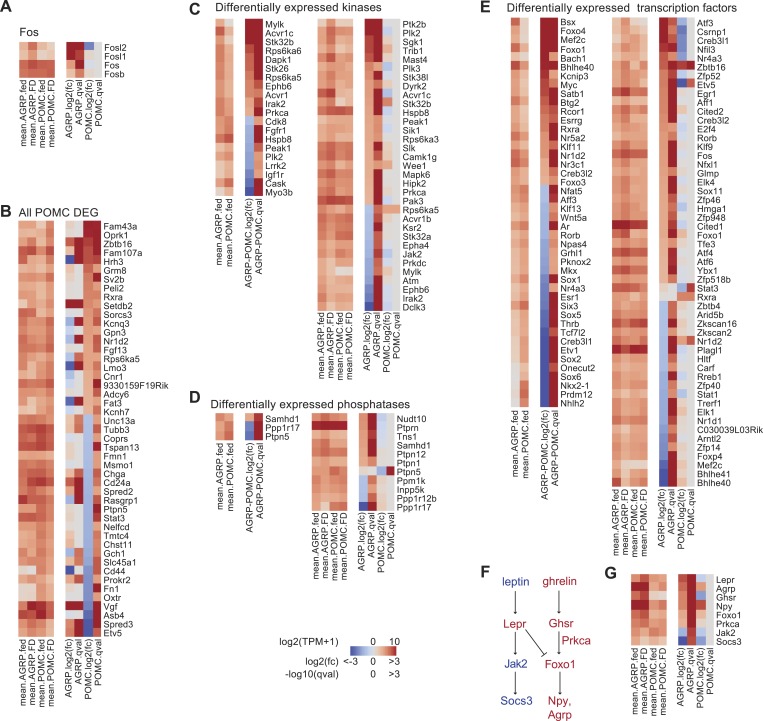
DEG in AGRP and POMC neurons with food deprivation. (**A**) Gene expression of Fos and related genes. Left, mean expression level [log2(TPM)] of each transcript for each experimental group. Right, log2(fold-change) and q-values for differential expression between FD and fed states separately for AGRP and POMC neurons. (**B**) All DEG during food deprivation from POMC neurons. (**C**) Differentially expressed kinase genes between AGRP and POMC neurons (left) or AGRP or POMC neurons FD/fed (right). Differentially expressed kinase genes after food deprivation were over-represented in samples from AGRP but not in POMC neurons during food deprivation (AGRP: p = 0.0026, POMC: p = 0.66; hypergeometric test). (**D**) Differentially expressed phosphatase genes between AGRP and POMC neurons from fed mice (left) or separately from AGRP or POMC neurons comparing FD/fed groups (right). (**E**) Differentially expressed transcription factor genes between AGRP and POMC neurons from fed mice (left) or separately from AGRP or POMC neurons comparing FD/fed groups (right). Differentially expressed transcription factor genes were over-represented in samples from AGRP and POMC neurons during food deprivation (AGRP: p = 3.1e^−5^, POMC: p = 0.02; hypergeometric test). (**F**) Canonical signaling pathways in AGRP and POMC neurons for leptin and ghrelin signaling (red: upregulated, blue: downregulated in RNA-Seq dataset). (**G**) Expression changes for transcripts associated with leptin and ghrelin signaling pathways. **DOI:** http://dx.doi.org/10.7554/eLife.09800.005

Manual sorting of fluorescently labeled cells has been previously compared with other cell type-specific RNA isolation methods and shown to yield similar or improved RNA-Seq data quality (Okaty et al., 2011). In particular, manual-sorting can provide high purity samples (Okaty et al., 2011), which we initially assessed by comparing neuropeptide markers between AGRP and POMC neuron populations. 

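*Npy* (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507) averaged 2098 ± 635 normalized CPM in fed AGRP (SD, n = 5) and 5.77 ± 6.46 in fed POMC neurons (n = 5), a log2 fold change of 8.52 (standard error 0.82, q = 6.48e-09). *Agrp* (ENSMUSG00000005705, chromosome 8, 105566698 to 105637393) averaged 812 ± 306 normalized CPM in fed AGRP (SD, n = 5) and 3.96 ± 3.13 in fed POMC neurons (n = 5), a log2 fold change of 7.69 (standard error 0.52, q = 3.71e-12). *Agrp* in POMC fed replicate 5 stood apart at 9.45 normalized CPM, with the nearest library at 3.04. *Pomc* (ENSMUSG00000020660, chromosome 12, 3954951 to 3960618) averaged 12.6 ± 7.29 normalized CPM in fed AGRP (SD, n = 5) and 5348 ± 1985 in fed POMC neurons (n = 5), a log2 fold change of −8.74 (standard error 0.55, q = 7.23e-13). The alternative that moved the log2 fold change of *Npy* most was the fit with limma-voom, at 10.47 (q = 0.000394).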

The transcript *Npy* was enriched by 432-fold in AGRP neurons over POMC neurons, and *Agrp* was 252-fold enriched; conversely, *Pomc* was enriched by 351-fold in POMC neurons (Figure 1—figure supplement 1D). We also checked for non-neuronal contamination by looking at highly expressed marker genes for astrocytes, myelin oligodendrocytes, microglia, and endothelial cells. A prior effort to obtain transcriptomic profiles from manually sorted AGRP neurons (Ren et al., 2012) showed evidence of differential oligodendrocyte cell contamination in the two samples used for analysis (Figure 1—figure supplement 1E). The differential expression for these primarily non-neuronal markers in our AGRP and POMC neuron samples relative to purified samples of these non-neuronal cell types was at least 300-fold (range: 318- to 8904-fold), indicating a high level of sample purity (Figure 1B, Figure 1—figure supplement 1F).

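In the libraries from AGRP and POMC neurons, the highest group mean among 16 marker genes of astrocytes, oligodendrocytes, microglia and endothelial cells was 33.9 TPM, for *Mbp* (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637). No marker exceeded 40.1 TPM in any library. Means stayed under 1 TPM in all 4 groups for 9 of the markers and under 5 TPM for 13. Summed over the markers, the mean TPM were 38.0 in FD AGRP, 48.0 in fed AGRP, 48.5 in FD POMC and 36.7 in fed POMC neurons. Of the 8 markers that passed the count filter, 1 had a q under 0.05 between FD and fed AGRP neurons, *Aldh1l1* (q = 0.0284), singled out after its values were seen, with a mean of 1.69 TPM in FD and 0.0258 TPM in fed mice, where no library had more than 1 count. With ERCC scaling its q was not under 0.05. Reference profiles of the purified non-neuronal cells were not used here.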

AGRP and POMC neurons are functionally distinct cell types, and gene expression profiles can be used to measure their molecular differences (Figure 1C). Multidimensional scaling (MDS), which is a method for visualization of similarity in gene expression patterns, showed clear separation between AGRP and POMC neuron populations regardless of deprivation state, and AGRP neurons, but not POMC neurons, were also distinct after food deprivation (Figure 1D). 

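Separation was measured as the mean distance (1 minus the Pearson correlation of log2 CPM over 8205 genes) between groups less that within groups, with an exact one-sided permutation p over all splits of the libraries. Fed AGRP and fed POMC libraries lay 0.210 apart and 0.0842 within their groups, a difference of 0.126 (exact permutation p = 0.00794, 252 splits). Among the alternatives the difference reached 0.268 on untransformed CPM and 0.0385 on all genes with mean CPM over 1. FD and fed AGRP libraries differed by 0.0698 (exact permutation p = 0.00216, 462 splits). In POMC neurons the difference between FD and fed libraries was 0.0156 (exact permutation p = 0.00794). That POMC difference was 0.0100 on untransformed CPM (exact permutation p = 0.0635). Leaving out 1 POMC library at a time gave POMC differences of 0.0111 to 0.0214, with a highest exact permutation p of 0.0714. Within the 1 µl spike-in set, chosen after the result was seen, the POMC difference was 0.0120 (exact permutation p = 0.1, the lowest that 20 splits allow).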

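Between fed AGRP and fed POMC neurons 663 genes were DEG, 282 of them higher in AGRP and 381 higher in POMC neurons. ERCC scaling moved this count most, to 156 DEG, 77 higher in AGRP and 79 higher in POMC neurons. Of the 8205 genes, 1047 (12.8%) had no overlap between the libraries of the 2 groups, where 0.794% would have none by chance. The 5 largest log2 fold changes toward AGRP neurons among DEG without overlap began with 9.81 (standard error 0.64, q = 1.59e-12) for *Corin* (ENSMUSG00000005220, chromosome 5, 72300025 to 72504473). *Corin* in AGRP fed replicate 5 stood apart at 142 normalized CPM, with the nearest library at 83.3. *Rgs6* (ENSMUSG00000021219, chromosome 12, 82616925 to 83162056) had a log2 fold change of 9.75 (standard error 1.38, q = 7.29e-06), and at the floor of 3 counts its fold change was at least 125. *Acan* (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099) had a log2 fold change of 9.03 (standard error 0.78, q = 6.76e-10), and at the floor of 3 counts its fold change was at least 49. *Otp* (ENSMUSG00000021685, chromosome 13, 94875602 to 94885130) had a log2 fold change of 8.89 (standard error 0.69, q = 7.26e-11). *Tgfbi* (ENSMUSG00000035493, chromosome 13, 56609603 to 56639339) had a log2 fold change of 8.60 (standard error 0.82, q = 5.06e-09). Toward POMC neurons the largest was −9.88 (standard error 1.45, q = 1.31e-05) for *Tac1* (ENSMUSG00000061762, chromosome 6, 7554879 to 7562977), at least 128-fold at the floor of 3 counts. *Nhlh2* (ENSMUSG00000048540, chromosome 3, 102010145 to 102015492) had a log2 fold change of −8.86 (standard error 0.67, q = 4.46e-11). *Gm13425* (ENSMUSG00000085224, chromosome 2, 31633453 to 31640589) had a log2 fold change of −8.78 (standard error 0.75, q = 5.55e-10), and at the floor of 3 counts its fold change was at least 81.5. *Nkx2-1* (ENSMUSG00000001496, chromosome 12, 56531958 to 56536908) had a log2 fold change of −8.50 (standard error 0.62, q = 1.73e-11).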

The AGRP and POMC neuron cell types from fed mice showed substantial differences, with 694 DEG (Figure 1E and see ‘Materials and methods’ for criteria). Consistent with this difference between AGRP and POMC neurons, clear separation of the cell types by MDS was maintained after exclusion of *Agrp*, *Npy*, and *Pomc* (Figure 1D), the top 30-most DEG, or even all DEG (Figure 1—figure supplement 1G). Therefore, transcriptional profiles indicate that these canonical markers are not required to distinguish cellular identity of AGRP and POMC neurons.

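Without *Agrp*, *Npy* and *Pomc* the distance between fed AGRP and fed POMC libraries exceeded that within the groups by 0.121 (exact one-sided permutation p = 0.00794). Over the 7542 genes that were not DEG it did so by 0.0266 (exact one-sided permutation p = 0.00794).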

Both AGRP and POMC neurons have been reported to show alterations of gene expression with food deprivation, but the global transcriptomic response of these two cell populations to an energy deficit state is not known. 

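In FD AGRP neurons *Agrp* averaged 3434 ± 1749.8 normalized CPM (SD, n = 6), a log2 fold change against the fed mice (n = 5) of 2.08 (standard error 0.39, q = 0.000531). In FD AGRP neurons *Npy* averaged 7015 ± 2505 normalized CPM (SD, n = 6), a log2 fold change against the fed mice (n = 5) of 1.74 (standard error 0.59, q = 0.0558). Every FD AGRP library (lowest 3667) lay above every fed AGRP library (highest 3194) for *Npy*. For *Npy*, q was 1.47e-07 with limma-voom, 0.0156 without the count filter, 3.45e-05 with the 2 groups alone and 0.0474 with the age cohort as a block (range over the 9 alternatives 1.47e-07 to 0.678). The q of *Npy* fell under 0.05 in 1 of the 11 fits that each left out 1 library. The fit with all 4 groups takes the spread of a gene from POMC libraries as well, which held only 1 to 348 *Npy* counts. In FD POMC neurons *Pomc* averaged 3224 ± 616 normalized CPM (SD, n = 5), a log2 fold change against the fed mice (n = 5) of −0.73 (standard error 0.39, q = 0.473). The highest fed values, 6496 and 8196, came from the cell-number spike-in set, which held only fed POMC mice. Within the 1 µl set *Pomc* ran from 3503 to 4823 in fed and from 2184 to 3567 in FD mice. For *Pomc*, q was 0.0377 with limma-voom (range over the 9 alternatives 0.0377 to 0.603). No fit that left out 1 library brought the q of *Pomc* under 0.05. Among the alternatives, the fit with ERCC scaling moved the log2 fold change of *Agrp* most, to 1.78 (q = 0.512). The difference between the cell types in the change was 0.58 (standard error 0.56, q = 0.625) for *Agrp* and 0.56 (standard error 0.85, q = 0.781) for *Npy*. Without POMC fed replicate 5 these differences turned to −0.025 and −0.26, and limma-voom turned that of *Npy* to −0.71. Among POMC libraries *Npy* had 1 and 4 counts in the fed-only cell-number set. It had 267 and 348 in the FD-only 10 µl set. Within the 1 µl set it had 130 to 306 counts in fed and 81 to 149 in FD mice. For *Agrp* the counts were 41 and 55 in the fed-only set against 169 and 234 in the FD-only set. The POMC part of these differences therefore cannot be told apart from the set. Over 149 comparisons of single genes, ERCC scaling took q from under 0.05 to 0.05 or above in 85. ERCC scaling also shifted the median log2 fold change of all genes in POMC neurons to −1.10, which moved directions in POMC neurons toward lower. The scale factors behind every ERCC result followed the spike-in set. Their mean log2 ratio to the TMM scale was −0.95 for 1 µl, 0.47 for 10 µl and −2.37 for the cell-number set. Because the last 2 sets each held 1 condition alone among POMC libraries, the POMC shift cannot be told apart from the set.

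**Figure D1:**
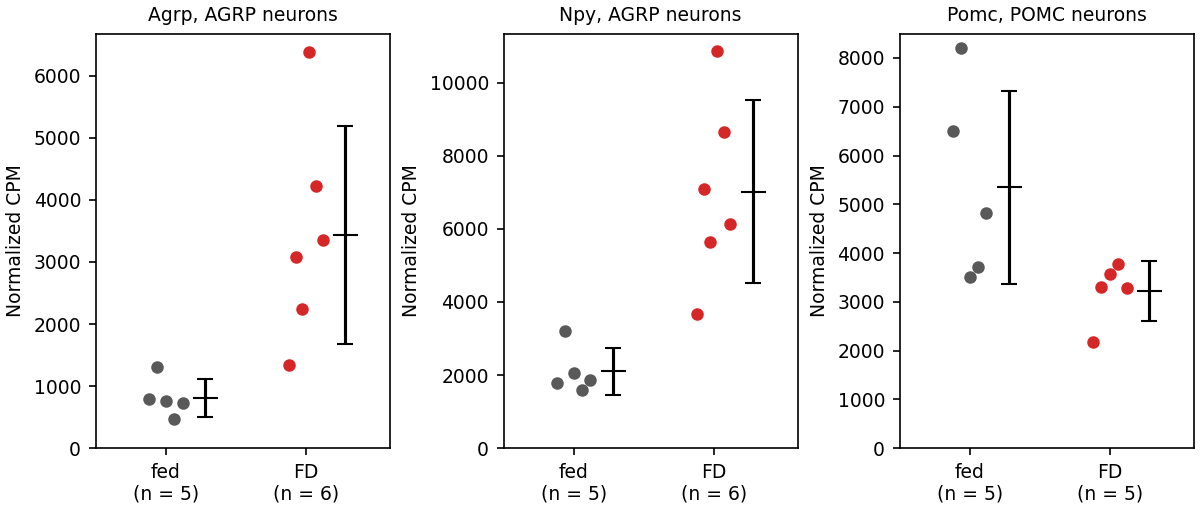
Normalized CPM of *Agrp* and *Npy* in AGRP neurons and of *Pomc* in POMC neurons. Dots are single mice and bars are means ± SD (fed n = 5, FD n = 6 for AGRP and 5 for POMC neurons).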

As expected, *Agrp* (+4.4-fold, q = 3.3e^−6^ [q-value is false discovery rate-corrected p-value]) and *Npy* (+3.3-fold, q = 1.5e^−7^) were upregulated and *Pomc* expression modestly decreased (−1.6-fold, q = 0.038) (Figure 1—figure supplement 1D). In addition, members of the *Fos* immediate-early-gene family were upregulated selectively in AGRP neurons from FD mice (Figure 1—figure supplement 2A), consistent with elevated AGRP neuron activity in energy deficit (Takahashi and Cone, 2005), and the selectivity of this response also confirmed that dissociation and sorting did not result in cellular activation, similar to a previous study (Okaty et al., 2011). 

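*Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) rose from 78.1 ± 32.9 normalized CPM (SD, n = 5) in fed to 200.4 ± 96.8 (n = 6) in FD mice, a log2 fold change of 1.36 (standard error 0.28, q = 0.0016). *Fos* in AGRP FD replicate 4 stood apart at 389 normalized CPM, with the nearest library at 212. *Fosb* (ENSMUSG00000003545, chromosome 7, 19302721 to 19310045) had a log2 fold change of 0.77 (standard error 0.22, q = 0.0216). For *Fosb*, q was 0.0545 with sorted cells as a covariate (range over the 9 alternatives 0.00969 to 1). *Fosl1* (ENSMUSG00000024912, chromosome 19, 5447703 to 5455945) had a log2 fold change of 2.71 (standard error 0.80, q = 0.0255). *Fosl2* (ENSMUSG00000029135, chromosome 5, 32136472 to 32157831) had a log2 fold change of 3.83 (standard error 0.59, q = 4.78e-05). With 1 library left out, 2 to 4 of these 4 genes had q under 0.05. Under ERCC scaling all 4 stayed higher and 0 had q under 0.05. None of the 4 had q under 0.05 in POMC neurons, and 1 had an unadjusted edgeR p under 0.05. For *Fos*, the AGRP change less the POMC change was 1.60 log2 units (standard error 0.40, q = 0.0135). The interaction had q under 0.05 for 2 of the 4 genes.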

Using our transcriptomic data, we found that gene expression changes in AGRP neurons were much more extensive than for POMC neurons in response to food-deprivation. 

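Food deprivation altered 736 genes in AGRP neurons by the DEG criteria, 410 higher (55.7%) and 326 lower, and 44 in POMC neurons, 21 higher (47.7%) and 23 lower. limma-voom gave 828 and 47 DEG, of which 673 and 32 were among the edgeR DEG. ERCC scaling lowered the AGRP count most, to 41 (26 higher, 15 lower), and the POMC count to 5 (0 higher, 5 lower). DESeq2 gave the highest POMC count, 138. FD and fed libraries did not overlap for 985 of the 8205 genes in AGRP and 285 in POMC neurons (12.0% and 3.47%), with chance shares of 0.433% and 0.794%. A block for spike-in set, chosen after the counts were examined, gave 754 and 42 DEG. The largest increases among AGRP DEG without overlap were 9.43 (standard error 0.88, q = 1.89e-08) for *Layn* (ENSMUSG00000060594, chromosome 9, 51056780 to 51077094), 7.06 (standard error 1.15, q = 0.000102) for *Svs2* (ENSMUSG00000040132, chromosome 2, 164235929 to 164238466) and 7.02 (standard error 1.07, q = 4.4e-05) for *Lyve1* (ENSMUSG00000030787, chromosome 7, 110850607 to 110862953), with *Mt2* and *Cdkn1a* after them. *Layn* in AGRP fed replicate 2 stood apart at 0.220 normalized CPM, with the nearest library at 0.0609. *Svs2* in AGRP fed replicate 5 stood apart at 0.750 normalized CPM, with the nearest library at 0.0609. The largest AGRP decreases among DEG without overlap, beside *Bhlhe40*, were −4.21 (standard error 0.99, q = 0.00513) for *Gbp6* (ENSMUSG00000079362, chromosome 5, 105215699 to 105239533), −4.09 (standard error 0.94, q = 0.00399) for *Rgs6*, −4.01 (standard error 0.67, q = 0.000143) for *Tnfrsf11b* (ENSMUSG00000063727, chromosome 15, 54250619 to 54278484) and −3.98 (standard error 0.63, q = 6.89e-05) for *Sulf1* (ENSMUSG00000016918, chromosome 1, 12692277 to 12861192). *Gbp6* in AGRP FD replicate 5 stood apart at 3.60 normalized CPM, with the nearest library at 1.15. *Rgs6* in AGRP FD replicate 6 stood apart at 4.39 normalized CPM, with the nearest library at 1.21. *Tnfrsf11b* in AGRP FD replicate 6 stood apart at 2.23 normalized CPM, with the nearest library at 0.486. In POMC neurons the largest increases among DEG without overlap were 3.87 (standard error 0.51, q = 5.58e-05) for *Fam43a* (ENSMUSG00000046546, chromosome 16, 30599723 to 30602797), 2.80 (standard error 0.50, q = 0.00344) for *Oprk1* (ENSMUSG00000025905, chromosome 1, 5588493 to 5606131), 2.63 (standard error 0.38, q = 0.000222) for *Zbtb16* (ENSMUSG00000066687, chromosome 9, 48654311 to 48835945) and 2.39 (standard error 0.20, q = 4.09e-09) for *Fam107a* (ENSMUSG00000021750, chromosome 14, 8296274 to 8318023), beside *Hrh3*. *Oprk1* in POMC fed replicate 5 stood apart at 33.6 normalized CPM, with the nearest library at 15.3. The largest POMC decreases among DEG without overlap, beside *Asb4*, were −2.71 (standard error 0.28, q = 5.32e-07) for *Spred3* (ENSMUSG00000037239, chromosome 7, 29158829 to 29168647), −2.21 (standard error 0.46, q = 0.0187) for *Etv5* (ENSMUSG00000013089, chromosome 16, 22381309 to 22439719), −2.10 (standard error 0.30, q = 0.00023) for *Vgf* (ENSMUSG00000037428, chromosome 5, 137026392 to 137033351) and −1.90 (standard error 0.33, q = 0.00212) for *Prokr2* (ENSMUSG00000050558, chromosome 2, 132337733 to 132385447). For *Etv5*, q was 0.063 with the 2 groups alone (range over the 9 alternatives 0.000281 to 0.063). The q of *Etv5* stayed under 0.05 in 9 of the 10 fits that each left out 1 library.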

AGRP neurons showed 826 DEG after food deprivation (51.8% upregulated), but only 47 genes (46.8% upregulated) for POMC neurons, of which 15 genes were in common between the two cell types (Figure 1C,E and Figure 1—figure supplement 2B). This surprising 17-fold difference in the number of DEG between the two cell types indicates that AGRP neurons are regulated by deprivation states much more strongly than POMC neurons.

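The 2 sets of DEG shared 15 genes, where 3.95 would be shared by chance (one-sided Fisher p = 3.28e-06). Of the shared genes 6 changed in the same direction (*Angpt1*, *Gch1*, *Lrrc1*, *Rasgrp1*, *Stk32b*, *Zbtb16*) and 9 in opposite directions (*Arap2*, *Cd24a*, *Etv5*, *Hrh3*, *Prokr2*, *Spred2*, *Spred3*, *Vgf*, *Zfhx2*). Counting every gene with q under 0.05 in both cell types, 22 of 30 moved in opposite directions. The ratio of DEG numbers, AGRP to POMC, was 16.7 (5.79 with DESeq2, 8.20 with ERCC scaling, 10.8 without the count filter and 19.5 with the 2 groups alone). Beyond their standard errors the log2 fold changes had an SD of 0.676 in AGRP and 0.364 in POMC neurons over the 8205 genes. Changes of more than 1 log2 unit occurred in 920 genes in AGRP and 352 in POMC neurons. Tested gene by gene, the change differed between the cell types with q under 0.05 for 1108 genes, which included 438 of the AGRP and 33 of the POMC DEG. Under ERCC scaling that interaction had q under 0.05 for 119 genes and no DEG was shared. Across all 8205 genes the changes in the 2 cell types had a Pearson r of −0.0922.

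**Figure D2:**
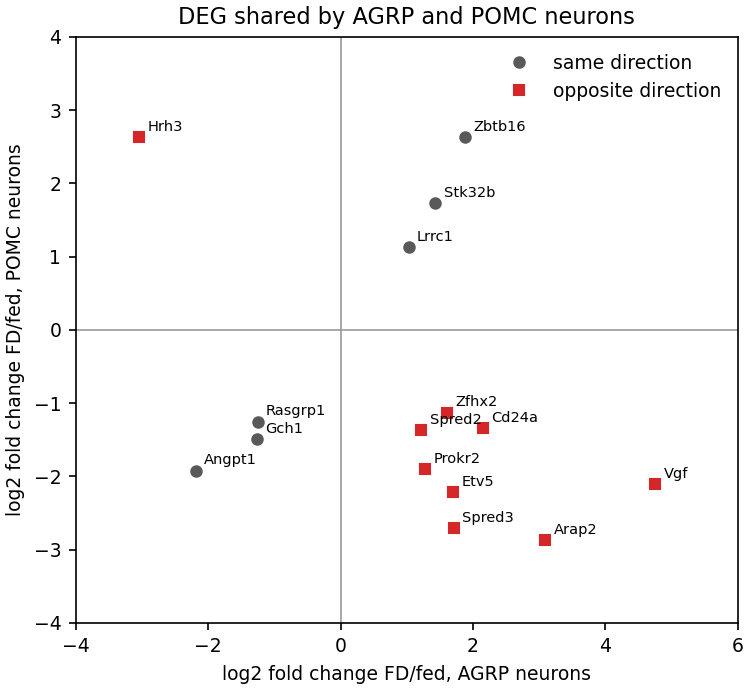
Log2 fold changes (FD against fed) in AGRP and in POMC neurons of the 15 genes that were DEG in both. Grey circles changed in the same direction and red squares in opposite directions.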

Hierarchical clustering of correlated gene expression patterns can reveal groups of genes that show similar responses to food-deprivation across different conditions and cell types. We identified many clusters of highly correlated genes based on their expression levels in AGRP and POMC neurons from fed and FD mice (Figure 1F). 

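All 15 genes of the cluster that holds *Agrp*, *Npy*, *Foxo1*, *Ghsr* and *Acvr1c* were higher in FD than fed AGRP neurons, 10 of them with q under 0.05 (12 when adjusted over the 15 alone, a count that shows no stability because the list is the paper's own). Under ERCC scaling all 15 remained higher and 0 had q under 0.05. *Acvr1c* (ENSMUSG00000026834, chromosome 2, 58267453 to 58357895) rose from 465 ± 141 normalized CPM (SD, n = 5) in fed to 1215 ± 233 (n = 6) in FD mice, a log2 fold change of 1.39 (standard error 0.38, q = 0.0177). *Acvr1c* in AGRP FD replicate 1 stood apart at 769 normalized CPM, with the nearest library at 1169. The q of *Acvr1c* stayed under 0.05 in 9 of the 11 fits that each left out 1 library. In POMC neurons 2 of the 15 rose with q under 0.05. The interaction with cell type had q under 0.05 for 6 of the 15. Fed AGRP exceeded fed POMC neurons in all 15 genes.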

One small cluster of 15 genes included *Foxo1*, *Agrp*, and *Npy*, which are reported to be in the same pathway (Kitamura et al., 2006); moreover ghrelin receptor (*Ghsr*) and *Acvr1c*, both of which influence *Npy* expression (Sandoval-Guzman et al., 2012), were also highly correlated (Figure 1F). These data indicate that this resource can be a starting point for investigating patterns of gene regulation in AGRP and POMC neurons.

Our RNA-Seq data were also consistent with some results that have been obtained previously by transcriptional profiling of the hypothalamus without regard to cell type. For example, transcriptional profiling of whole-hypothalamus tissue samples indicated upregulation of the glucocorticoid-regulated gene *Cdkn1a* (*p21*) with food deprivation (Guarnieri et al., 2012; Tinkum et al., 2013). Here, we find that *Cdkn1a* is the second-most highly upregulated gene during food deprivation in AGRP neurons (+166-fold, q = 7.7e^−7^), but it is not significantly changed in POMC neurons (−1.5-fold, q = 0.79), illustrating the importance of cell type-specific neuronal profiling. 

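*Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722) rose from 5.12 ± 8.02 normalized CPM (SD, n = 5) in fed to 420.0 ± 149 (n = 6) in FD mice, a log2 fold change of 6.36 (standard error 0.69, q = 1.79e-07). *Cdkn1a* in AGRP fed replicate 5 stood apart at 19.4 normalized CPM, with the nearest library at 2.13. *Cdkn1a* in POMC fed replicate 4 stood apart at 4.14 normalized CPM, with the nearest library at 21.4. In POMC neurons *Cdkn1a* averaged 14.6 ± 7.59 normalized CPM in FD (SD, n = 5) and 19.1 ± 8.43 in fed mice (n = 5), a log2 fold change of −0.40 (standard error 0.56, q = 0.849). For *Cdkn1a*, the AGRP change less the POMC change was 6.76 log2 units (standard error 0.85, q = 4.44e-06).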

We confirmed increased *Cdkn1a* expression in AGRP neurons from FD mice by double-label RNA single molecule fluorescence in situ hybridization (smFISH) (p = 1.5e^−53^, Kolmogorov–Smirnov (ks) test, Figure 1G–I). Similarly, microarray profiling of the ARC has shown *Asb4* was slightly downregulated (−1.25-fold) with food-deprivation (Li et al., 2005), but, with cell type-specific RNA-Seq we find that *Asb4* is strongly down-regulated selectively in POMC neurons from FD mice (POMC: −5.8-fold, q = 2.2e^−9^; AGRP: +1.1-fold, q = 0.71, Figure 1C). 

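In POMC neurons *Asb4* (ENSMUSG00000042607, chromosome 6, 5383386 to 5433022) fell from 1122 ± 344 normalized CPM (SD, n = 5) in fed to 193 ± 39.9 (n = 5) in FD mice, a log2 fold change of −2.54 (standard error 0.20, q = 4.09e-09). In AGRP neurons *Asb4* averaged 345 ± 83.9 normalized CPM in FD (SD, n = 6) and 373 ± 32.3 in fed mice (n = 5), a log2 fold change of −0.11 (standard error 0.18, q = 0.789). Without AGRP FD replicate 5 the AGRP change in *Asb4* turned to 0.0056. For *Asb4*, the AGRP change less the POMC change was 2.42 log2 units (standard error 0.27, q = 8.6e-07).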

Finally, *Gpr17*, which has been reported to be expressed in AGRP neurons based on transcriptional profiling of cells isolated using fluorescence activated cell sorting (FACS) from neonatal mice (Ren et al., 2012) was not detected in our samples from either AGRP or POMC neurons from adult mice, possibly indicating developmental differences in gene expression or differences arising from oligodendrocyte cell contamination of neonatal samples. These comparisons illustrate the advantages of using high purity sorted cells from individual adult mice to allow for statistical analysis of gene expression from intermingled cell types under different conditions.

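*Gpr17* did not pass the count filter, reaching at most 0.200 TPM and 9 counts in any of the 21 libraries.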

### Pathway analysis

In addition to changes in expression of individual genes and gene families such as kinases, phosphatases, and transcription factors that are evident from RNA-Seq data (Figure 1—figure supplement 2C–E), the coordinate regulation of multiple genes allows predictions to be made about pathways involved in the transition from energy replete to energy deficient physiological states. 

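Of the 33 kinase genes, 19 rose and 11 fell in FD AGRP neurons with q under 0.05 (21 and 11 when adjusted over the list alone), and 18 had an interaction with cell type. Of the 11 phosphatase genes, 5 rose and 3 fell in FD AGRP neurons with q under 0.05 (6 and 4 when adjusted over the list alone), and 8 had an interaction with cell type. Of the 53 transcription factor genes, 30 rose and 13 fell in FD AGRP neurons with q under 0.05 (31 and 21 when adjusted over the list alone), and 31 had an interaction with cell type. Because these lists hold the genes that the paper calls changed, the counts adjusted over a list alone show no stability. In POMC neurons 2 rose and 0 fell among the kinases, 0 rose and 1 fell among the phosphatases and 3 rose and 2 fell among the transcription factors. ERCC scaling left the AGRP directions of 32 higher and 21 lower transcription factors in place but only 1 with q under 0.05.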

Gene annotation enrichment analysis highlighted several pathways that were significantly affected by food-deprivation (Table 1). One such previously established pathway in AGRP neurons is leptin receptor signaling. Leptin levels fall in energy deficit and this is associated with a concomitant rise in *Lepr* (+5.3-fold, q = 1.3e^−10^) in AGRP neurons, as was previously reported for whole-hypothalamus tissue samples (Baskin et al., 1999), but *Lepr* was not significantly changed in POMC neurons (−1.6-fold, q = 0.39). 

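*Lepr* (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352) rose from 90.9 ± 29.5 normalized CPM (SD, n = 5) in fed to 478 ± 105 (n = 6) in FD mice, a log2 fold change of 2.39 (standard error 0.21, q = 6.04e-09). In POMC neurons *Lepr* averaged 42.0 ± 9.38 normalized CPM in FD (SD, n = 5) and 67.9 ± 10.8 in fed mice (n = 5), a log2 fold change of −0.69 (standard error 0.21, q = 0.126). For *Lepr*, the AGRP change less the POMC change was 3.09 log2 units (standard error 0.29, q = 3.18e-08).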

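*Jak2* (ENSMUSG00000024789, chromosome 19, 29251828 to 29313080) fell with a log2 fold change of −1.19 (standard error 0.27, q = 0.00337), with 26.3 ± 11.4 normalized CPM in FD (SD, n = 6) and 59.8 ± 12.1 in fed mice (n = 5). *Socs3* (ENSMUSG00000053113, chromosome 11, 117966079 to 117969186) averaged 2.68 ± 2.49 normalized CPM in FD (SD, n = 6) and 12.6 ± 3.27 in fed mice (n = 5), a log2 fold change of −2.23 (standard error 0.76, q = 0.0576). For *Socs3*, q was 0.00335 with limma-voom and 0.017 with DESeq2 (range over the 9 alternatives 0.00335 to 0.886). The q of *Socs3* fell under 0.05 in 1 of the 11 fits that each left out 1 library.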

Consistent with low circulating leptin, which leads to reduced Lepr signaling, *Jak2*, the Lepr-associated kinase, and *Socs3*, a downstream target of Lepr signaling, were reduced in AGRP neurons (Figure 1—figure supplement 2F,G). Conversely, *Foxo1*, a transcription factor that is negatively regulated by leptin receptor signaling, was selectively increased in AGRP neurons with food deprivation.

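*Foxo1* (ENSMUSG00000044167, chromosome 3, 52268336 to 52353221) rose from 319 ± 102 normalized CPM (SD, n = 5) in fed to 715 ± 96.0 (n = 6) in FD mice, a log2 fold change of 1.16 (standard error 0.27, q = 0.00511). In POMC neurons the log2 fold change of *Foxo1* was 0.69 (standard error 0.28, q = 0.293). The difference of the change in *Foxo1* between AGRP and POMC neurons was 0.47 (standard error 0.39, q = 0.555).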

**Table 1.** Gene annotation enrichment analysis of differentially expressed genes **DOI:** http://dx.doi.org/10.7554/eLife.09800.006

Pathway	−log(p-value)
Agouti related protein	
Leptin signaling	4.9
Glutamate signaling/Axonal guidance/Ephrin/Rho GTPase	3.5
Endoplasmic reticulum stress/Oxidative stress	3.2
G-protein coupled receptor signaling	3.0
Circadian rhythm signaling	2.7
Sperm motility	1.8
Proopiomelanocortin	
Gα_i_ signaling	6.3
Tetrahydrobiopterin biosynthesis (*Gch1)*	2.1
Zymostrerol biosynthesis (*Msmo1)*	1.8

Opposite to leptin, levels of the hormone ghrelin are elevated with food-deprivation. 

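*Ghsr* (ENSMUSG00000051136, chromosome 3, 27371351 to 27378010) rose with a log2 fold change of 1.72 (standard error 0.37, q = 0.002), with 539 ± 108 normalized CPM in FD (SD, n = 6) and 164 ± 60.8 in fed mice (n = 5). *Ghsr* in AGRP FD replicate 2 stood apart at 740.4 normalized CPM, with the nearest library at 553. *Ghsr* in AGRP fed replicate 5 stood apart at 271 normalized CPM, with the nearest library at 146. In POMC neurons *Ghsr* averaged 0.870 ± 0.756 normalized CPM in FD (SD, n = 5) and 2.65 ± 1.92 in fed mice (n = 5), a log2 fold change of −1.78 (standard error 0.49, q = 0.089). For *Ghsr*, the AGRP change less the POMC change was 3.50 log2 units (standard error 0.61, q = 0.00036).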

We found that *Ghsr* was upregulated in AGRP neurons after food-deprivation (+3.4-fold, q = 4.9e^−9^), but was nearly absent in POMC neurons (Figure 1—figure supplement 2F,G). 

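*Prkca* (ENSMUSG00000050965, chromosome 11, 107933387 to 108343928) averaged 337 ± 48.9 normalized CPM in FD (SD, n = 6) and 163 ± 21.4 in fed mice (n = 5), a log2 fold change of 1.04 (standard error 0.19, q = 0.000289).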

Signaling components downstream of *Ghsr* were also upregulated, such as *Prkca*, a protein kinase C isoform. Therefore, our cell type-specific transcriptomic data recapitulates known leptin receptor and ghrelin receptor signaling pathways in AGRP and POMC neurons.

More importantly, though, this comprehensive transcriptomic resource can be used to identify pathways that have not been previously implicated in the physiological response to energy deficit in these cell types. We focused on investigating pathways that had not been examined in AGRP neurons, such as systems for ER-stress, circadian regulation, and synaptic function, as well as genes encoding ion channels, GPCRs, and secreted proteins.

### ER stress pathways

Gene annotation enrichment analysis (Table 1) highlighted, selectively in AGRP neurons, a transcriptional response for genes associated with ER-stress: the unfolded protein response (UPR) and ER-associated degradation (ERAD) of misfolded proteins. This pathway has not been examined previously in AGRP neurons; instead, based on whole hypothalamus analysis, UPR has been primarily associated with overnutrition states and leptin resistance (Ozcan et al., 2009), as opposed to the energy-deficit condition examined here. ER-stress responses occur during high levels of protein translation where unfolded proteins elicit a program of downstream transcriptional responses to increase protein folding and processing in the ER, and this pathway showed the most prominent effect on gene expression that we identified in AGRP neurons. This pattern of differential gene expression was not observed in POMC neurons, indicating that it is not an artifact of the neuronal isolation procedure. Consequently we examined multiple aspects of ER-stress signaling by analysis of our RNA-Seq data, coupled with preliminary evaluation of ER-stress signaling using immunohistochemistry, a cell type-specific UPR pathway reporter, and smFISH.

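Of the 60 genes with ER-localized products that the paper lists as changed in AGRP neurons, 52 were higher and 1 was lower with q under 0.05 (57 and 2 when adjusted over the list alone, which shows no stability because the list is the paper's own). Their median log2 fold change was 0.92, from −2.46 for *Cryab* to 2.11 for *Stt3b*. ERCC scaling kept 57 of them higher, but 0 had q under 0.05 and 3 an unadjusted edgeR p under 0.05. In POMC neurons 0 had q under 0.05 and 15 an unadjusted edgeR p under 0.05, with a median log2 fold change of −0.23. The interaction with cell type had q under 0.05 for 41 of them. Over-representation against the full list of ER-localized proteins was not analysed here.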

ER-localized proteins were significantly overrepresented in the group of food-deprivation-regulated genes in AGRP neurons (p = 8.3e^−16^, hypergeometric-test), and 95% of these DEG were upregulated (Figure 2A). A key UPR marker, *Hspa5*, which encodes the canonical ER-localized unfolded protein-sensing chaperone BiP, was selectively upregulated in AGRP neurons during food deprivation (AGRP: +3.3-fold, q = 2.5e^−10^; POMC: −1.2-fold, q = 0.52). 

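*Hspa5* (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) rose from 641 ± 91.4 normalized CPM (SD, n = 5) in fed to 2094 ± 459 (n = 6) in FD mice, a log2 fold change of 1.71 (standard error 0.16, q = 1.89e-08). In POMC neurons *Hspa5* averaged 687 ± 136 normalized CPM in FD (SD, n = 5) and 853 ± 152.9 in fed mice (n = 5), a log2 fold change of −0.31 (standard error 0.16, q = 0.443). For *Hspa5*, the AGRP change less the POMC change was 2.02 log2 units (standard error 0.23, q = 8.6e-07).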

Correspondingly, BiP-immunoreactivity was significantly increased by food-deprivation in AGRP neurons (p = 2.5e^−42^, ks-test, Figure 2B,D), indicating UPR activation in AGRP neurons. In contrast, we also found that BiP-immunoreactivity was significantly reduced in POMC neurons during food-deprivation (p = 2.5e^−19^, ks-test, Figure 2C,D), suggestive of reduced protein translational-load in this population.

**Figure 2.**
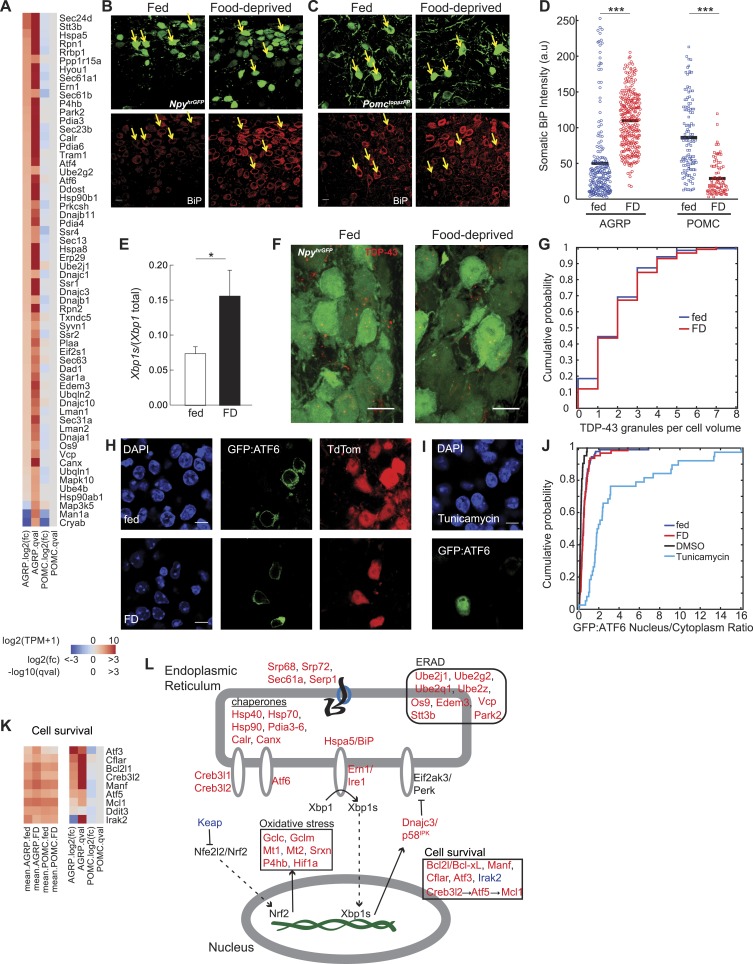
Food deprivation induces unfolded protein response in AGRP neurons. (**A**) Log2(fold-change) [log2(fc)] and q-values for genes associated with endoplasmic reticulum (ER) localization (KEGG pathway: mmu04141) that are affected by food deprivation in AGRP (left columns) or POMC (right columns) neurons. (**B**, **C**) Representative images showing BiP-immunofluorescence from *Npy*^*hrGFP*^ or *Pomc*^*topazFP*^ mice. Arrows: examples of fluorescently labeled (**B**) AGRP and (**C**) POMC neurons used for BiP quantification. Scale: 10 μm. (**D**) Population counts of BiP somatic intensity in AGRP or POMC neurons. AGRP.fed, n = 209; AGRP.FD, n = 283; POMC.fed, n = 121; POMC.FD, n = 92; 3 mice per condition. Bars: mean values. Rank-sum test. ***p < 0.001. (**E**) Fraction of spliced to total *Xbp1* transcript isoforms in AGRP neurons. Unpaired one-tailed t-test. *p < 0.05. (**F**, **G**) Representative images (**F**) and cumulative probability distribution (**G**) of TDP43-immunoreactive-granules (red) in GFP-expressing AGRP neurons (p = 0.76, ks-test). Fed, n = 276; FD, n = 174; 2 mice per condition. Scale, 10 μm. (**H**–**J**) Representative images (**H**, **I**) of GFP:ATF6 expression *Agrp*^*Cre*^;*ai9(tdtomato)* mice. Cumulative probability distribution (**J**) of the ratio of nuclear to cytoplasmic GFP fluorescence in AGRP neurons: fed vs FD (p = 0.44, ks-test) Fed, n = 92; FD, n = 63; 4 mice per condition; or AGRP neurons: DMSO vs tunicamycin (p = 2.9e^−16^, ks-test) DMSO, n = 42; Tunicamycin, n = 38; 1 mouse per condition. (**K**) Differentially expressed cell survival genes. Left, mean expression level [log2(TPM)] of each transcript of each experimental group. Right, log2(fold-change) and q-values for differential expression between FD and fed states separately for AGRP and POMC neurons. (**L**) Schematic for DEG in ER stress-associated pathways in AGRP neurons after food-deprivation. Red: upregulated expression, Blue: downregulated expression. **DOI:** http://dx.doi.org/10.7554/eLife.09800.007

UPR involves a program of gene expression that is regulated by *Ern1/Ire1*, which was selectively increased in AGRP neurons by food deprivation (+2.7-fold, q = 0.001). 

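*Ern1* (ENSMUSG00000020715, chromosome 11, 106394650 to 106487836) rose with a log2 fold change of 1.42 (standard error 0.32, q = 0.00381), with 126.2 ± 47.5 normalized CPM in FD (SD, n = 6) and 47.0 ± 17.7 in fed mice (n = 5). For *Ern1*, the AGRP change less the POMC change was 1.89 log2 units (standard error 0.46, q = 0.011). *Xbp1* (ENSMUSG00000020484, chromosome 11, 5520659 to 5525893) had a log2 fold change of 0.32 (standard error 0.19, q = 0.358).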

In response to the accumulation of unfolded proteins in the ER lumen, Ern1/Ire1 undergoes a conformational change, which activates endoribonuclease activity for the short-lived transcript *Xbp1* and splices it into a more stable mRNA, *Xbp1s*. These RNA-Seq data reveal increased abundance for the *Xbp1s* spliced mRNA in AGRP neurons after food-deprivation (*Xbp1s*/*Xbp1*, fed: 7.4 ± 1.0%, FD: 15.6 ± 3.8%, p = 0.043, one-tailed t-test; Figure 2E), consistent with activation of Ern1/Ire1 endonuclease activity in AGRP neurons after 24-hr food deprivation.

Xbp1s is a transcription factor that regulates UPR-related gene expression. Two well-established Xbp1s-dependent gene targets (Lee et al., 2003) were selectively upregulated in AGRP neurons after food deprivation: *Dnajc3/p58*^*IPK*^ (+1.9-fold, q = 0.0007) and *Dnajb9* (+2.2-fold, q = 0.0003). 

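*Dnajc3* (ENSMUSG00000022136, chromosome 14, 118937932 to 118981702) rose from 135 ± 29.4 normalized CPM (SD, n = 5) in fed to 255 ± 69.0 (n = 6) in FD mice, a log2 fold change of 0.92 (standard error 0.19, q = 0.00159). *Dnajb9* (ENSMUSG00000014905, chromosome 12, 44205897 to 44210068) rose from 67.4 ± 10.2 normalized CPM (SD, n = 5) in fed to 149.6 ± 51.3 (n = 6) in FD mice, a log2 fold change of 1.15 (standard error 0.21, q = 0.00042). For *Dnajc3*, the AGRP change less the POMC change was 1.04 log2 units (standard error 0.27, q = 0.0174). The difference of the change in *Dnajb9* between AGRP and POMC neurons was 0.87 (standard error 0.30, q = 0.0764).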

Many other genes regulated by Xbp1s were also increased in AGRP neurons during food-deprivation, including protein folding chaperones of the Hsp40 (Dnaj), Hsp70 (Hspa), and Hsp90 families, *Calr* and *Canx*, as well as protein disulfide isomerases (*Pdia3-6*), which aid in protein folding by catalyzing the formation of disulfide bonds (Figure 2A). 

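*Calr* (ENSMUSG00000003814, chromosome 8, 84841850 to 84846934) rose with a log2 fold change of 1.14 (standard error 0.20, q = 0.000211), with 421 ± 86.7 normalized CPM in FD (SD, n = 6) and 191 ± 48.5 in fed mice (n = 5). *Canx* (ENSMUSG00000020368, chromosome 11, 50293961 to 50325673) rose from 690.3 ± 50.1 normalized CPM (SD, n = 5) in fed to 1006 ± 204 (n = 6) in FD mice, a log2 fold change of 0.54 (standard error 0.13, q = 0.00517). *Pdia3* (ENSMUSG00000027248, chromosome 2, 121413775 to 121438687) rose with a log2 fold change of 1.22 (standard error 0.16, q = 3.61e-06), with 1042 ± 165 normalized CPM in FD (SD, n = 6) and 447 ± 77.0 in fed mice (n = 5). *Pdia4* (ENSMUSG00000025823, chromosome 6, 47796142 to 47813512) had a log2 fold change of 0.92 (standard error 0.22, q = 0.00571). *Pdia5* (ENSMUSG00000022844, chromosome 16, 35397313 to 35490873) had a log2 fold change of 2.93 (standard error 0.98, q = 0.053). For *Pdia5*, q was 0.0161 with limma-voom, 0.00887 with DESeq2, 0.0444 without the count filter, 0.0371 with the 2 groups alone and 0.0107 with sorted cells as a covariate (range over the 9 alternatives 0.00887 to 1). *Pdia6* (ENSMUSG00000020571, chromosome 12, 17266545 to 17284770) had a log2 fold change of 1.11 (standard error 0.20, q = 0.000387).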

*Atm* (−3.1-fold, q = 7e^−5^), a DNA damage sensing-enzyme that, when reduced leads to increased *Xbp1* splicing (He et al., 2009), was downregulated with food deprivation. 

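*Atm* (ENSMUSG00000034218, chromosome 9, 53439149 to 53536740) fell from 68.0 ± 5.88 normalized CPM (SD, n = 5) in fed to 25.4 ± 13.8 (n = 6) in FD mice, a log2 fold change of −1.42 (standard error 0.28, q = 0.000948).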

Taken together, Xbp1-splicing and the patterns of downstream gene expression indicate a previously unreported role for Ern1/Ire1 → Xbp1s signaling in the adaptive response of AGRP neurons to energy deficit.

We also investigated the involvement of two other UPR signaling pathways regulated by ER-bound transmembrane proteins, Eif2ak3 (also called PERK) and Atf6. 

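*Eif2ak3* (ENSMUSG00000031668, chromosome 6, 70844515 to 70905245) averaged 9.41 ± 6.29 normalized CPM in FD (SD, n = 6) and 17.4 ± 8.14 in fed mice (n = 5), a log2 fold change of −0.89 (standard error 0.51, q = 0.33).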

The Eif2ak3/PERK (AGRP: −2.1-fold, q = 0.23) arm of the UPR pathway is the first to be engaged during ER stress and suppresses translation of most mRNA. We expected that prolonged translational arrest in AGRP neurons was unlikely because it is inconsistent with elevated neuropeptide production in AGRP neurons during energy deficit. Activation of Eif2ak3/PERK leads to mRNAs sequestration into messenger ribonucleoprotein particles that aggregate into stress granules containing the RNA binding protein, TDP43 (Colombrita et al., 2009). To assess stress granule formation, we used anti-TDP43 immunostaining. Elevated stress granule formation was not detected in AGRP neurons from FD mice (p = 0.76, ks-test, Figure 2F,G), which provides preliminary evidence that Eif2ak3/PERK-mediated translational arrest may not be engaged at this 24-hr food deprivation time-point. Moreover, transcripts for ER protein translocation (*Srp68*, *Srp72*, *Sec61a1, Sec61b1, Sec63, Serp1/Ramp4*) and Golgi trafficking (*Sec14l1*, *Sec22b*, *Sec24d*) were upregulated in AGRP neurons, possibly indicating increased protein translation and folding capacity during energy deficit and consistent with the requirement for increased peptidergic neurotransmission for AGRP neuron function.

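In FD AGRP neurons all 9 of these transcripts were higher with q under 0.05, and ERCC scaling kept all of them higher with 0 under that q. *Srp68* (ENSMUSG00000020780, chromosome 11, 116245166 to 116274217) had a log2 fold change of 1.20 (standard error 0.21, q = 0.000211), and *Srp72* (ENSMUSG00000036323, chromosome 5, 76974683 to 76999937) one of 0.43 (standard error 0.13, q = 0.035). For *Srp72*, q was 0.0784 without the count filter and 0.0696 with sorted cells as a covariate (range over the 9 alternatives 0.0132 to 1). *Sec61a1* (ENSMUSG00000030082, chromosome 6, 88503601 to 88518905) had a log2 fold change of 1.38 (standard error 0.31, q = 0.00337), and *Sec61b* (ENSMUSG00000053317, chromosome 4, 47474658 to 47483242) one of 1.37 (standard error 0.40, q = 0.0255). *Sec63* (ENSMUSG00000019802, chromosome 10, 42761496 to 42832514) had a log2 fold change of 0.77 (standard error 0.21, q = 0.0181), and *Serp1* (ENSMUSG00000027808, chromosome 3, 58521969 to 58525873) one of 1.53 (standard error 0.41, q = 0.0136). *Sec14l1* (ENSMUSG00000020823, chromosome 11, 117115172 to 117159268) had a log2 fold change of 1.60 (standard error 0.31, q = 0.000852), and *Sec22b* (ENSMUSG00000027879, chromosome 3, 97901190 to 97923276) one of 0.64 (standard error 0.20, q = 0.0386). For *Sec22b*, q was 0.0509 without the count filter (range over the 9 alternatives 0.0166 to 1). *Sec24d* (ENSMUSG00000039234, chromosome 3, 123267496 to 123365635) had a log2 fold change of 2.06 (standard error 0.34, q = 0.000114). None of the 9 had q under 0.05 in POMC neurons, and 2 had an unadjusted edgeR p under 0.05. The interaction had q under 0.05 for 5 of the 9.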

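*Atf6* (ENSMUSG00000026663, chromosome 1, 170704674 to 170867771) rose with a log2 fold change of 1.05 (standard error 0.22, q = 0.00178), with 115 ± 23.9 normalized CPM in FD (SD, n = 6) and 55.5 ± 10.7 in fed mice (n = 5).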

An additional signaling arm of the UPR is mediated through the ER-bound protein Atf6 (AGRP: +2.0-fold, q = 0.0016). In response to ER stress, Atf6 is subject to proteolytic cleavage and releases an N-terminal transcription factor domain that translocates to the nucleus and initiates gene expression to increase protein folding. To examine the extent of Atf6 nuclear translocation in the response of AGRP neurons to food-deprivation, we developed a Cre recombinase-dependent N-terminal green fluorescent protein (GFP):Atf6 fusion (Samali et al., 2010) reporter of Atf6 cleavage for use in the brain (Figure 2H). After expression in AGRP neurons, we measured the nucleus:cytoplasm ratio of GFP, which was very low and was not significantly increased in FD vs ad libitum fed mice; whereas the ER-stress-inducer, tunicamycin, strongly increased nuclear localization of GFP in AGRP neurons (fed vs FD: p = 0.44, dimethyl sulfoxide (DMSO) vs tunicamycin: p = 2.9e^−16^, ks-test, Figure 2H–J). Low nuclear localization indicates minimal activation of the Atf6-signaling arm of UPR in AGRP neurons after 24-hr food deprivation. 

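*Herpud1* (ENSMUSG00000031770, chromosome 8, 94386438 to 94395377) averaged 26.8 ± 5.92 normalized CPM in FD (SD, n = 6) and 41.2 ± 9.51 in fed mice (n = 5), a log2 fold change of −0.62 (standard error 0.31, q = 0.245).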

Consistent with this, a transcript selectively regulated by Atf6, *Herpud1* (Lee et al., 2003), was not significantly (q = 0.22) elevated in AGRP neurons from FD mice. However, because many Atf6-regulated genes are also regulated by Xbp1s, a robust ER-stress response can be maintained without Atf6 signaling (Yamamoto et al., 2007).

Oxidative stress pathways associated with elevated protein production are also increased in AGRP neurons during food deprivation. 

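*Keap1* (ENSMUSG00000003308, chromosome 9, 21229730 to 21239332) averaged 16.5 ± 10.2 normalized CPM in FD (SD, n = 6) and 32.2 ± 12.9 in fed mice (n = 5), a log2 fold change of −0.97 (standard error 0.38, q = 0.108). *Keap1* in AGRP FD replicate 2 stood apart at 36.1 normalized CPM, with the nearest library at 16.6. The q of *Keap1* fell under 0.05 in 1 of the 11 fits that each left out 1 library. *Nfe2l2* (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641) had a log2 fold change of 0.62 (standard error 0.63, q = 0.626).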

The transcription factor *Nfe2l2* (also called *Nrf2*) regulates oxidative stress and is normally rapidly degraded in the cytoplasm, in part through association with *Keap1* (Kobayashi et al., 2004), which shows reduced expression with food-deprivation (−2.2-fold, q = 0.05). Nfe2l2/Nrf2 upregulates expression of the key glutathione biosynthetic enzymes *Gclc* (+2.3-fold, q = 0.0002) and *Gclm* (+1.8-fold, q = 0.002), which are elevated in AGRP neurons with food-deprivation. 

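*Gclc* (ENSMUSG00000032350, chromosome 9, 77754535 to 77794485) rose from 116 ± 23.3 normalized CPM (SD, n = 5) in fed to 282 ± 99.7 (n = 6) in FD mice, a log2 fold change of 1.28 (standard error 0.24, q = 0.00058). *Gclm* (ENSMUSG00000028124, chromosome 3, 122245557 to 122269984) rose with a log2 fold change of 0.83 (standard error 0.19, q = 0.00297), with 237 ± 61.0 normalized CPM in FD (SD, n = 6) and 133 ± 21.4 in fed mice (n = 5).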

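*Mt1* (ENSMUSG00000031765, chromosome 8, 94179089 to 94180325) rose from 0.587 ± 0.368 normalized CPM (SD, n = 5) in fed to 14.4 ± 8.86 (n = 6) in FD mice, a log2 fold change of 4.62 (standard error 0.81, q = 0.000233). *Mt2* (ENSMUSG00000031762, chromosome 8, 94172618 to 94173567) rose from 0.901 ± 0.597 normalized CPM (SD, n = 5) in fed to 79.8 ± 51.1 (n = 6) in FD mice, a log2 fold change of 6.45 (standard error 0.75, q = 8.16e-07). *Srxn1* (ENSMUSG00000032802, chromosome 2, 152105524 to 152111376) rose from 39.3 ± 5.83 normalized CPM (SD, n = 5) in fed to 757 ± 398 (n = 6) in FD mice, a log2 fold change of 4.27 (standard error 0.37, q = 3.58e-09).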

Nfe2l2/Nrf2 increases other transcripts associated with oxidative stress, such as *Mt1* (+34-fold, q = 0.004), *Mt2* (79-fold, q = 0.004), and *Srxn1* (+17-fold, q = 1.2e^−6^), which are among the most strongly upregulated transcripts in AGRP neurons during food-deprivation. Other oxidative stress transcripts were also upregulated, such as peroxiredoxin 2, *Prdx2* (+1.9-fold, p = 0.0004), the transcription factor *Hif1a* (+1.8-fold, p = 0.005) and the oxidative regulatory enzyme prolyl hydroxylase (*P4hb*, +2.7-fold, p = 8e^−7^). 

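*Prdx2* (ENSMUSG00000005161, chromosome 8, 84969587 to 84974834) rose with a log2 fold change of 0.92 (standard error 0.17, q = 0.000518), with 263 ± 65.6 normalized CPM in FD (SD, n = 6) and 139.1 ± 31.2 in fed mice (n = 5). *Hif1a* (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) rose from 143 ± 20.5 normalized CPM (SD, n = 5) in fed to 251 ± 93.3 (n = 6) in FD mice, a log2 fold change of 0.81 (standard error 0.20, q = 0.0072). *P4hb* (ENSMUSG00000025130, chromosome 11, 120560298 to 120573253) rose with a log2 fold change of 1.41 (standard error 0.17, q = 1.58e-06), with 289.8 ± 79.3 normalized CPM in FD (SD, n = 6) and 109 ± 10.5 in fed mice (n = 5).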

Together, this group of cell type-selectively upregulated genes is consistent with an adaptive response to increased oxidative stress in AGRP neurons during energy deficit.

UPR also typically leads to ERAD of unfolded proteins. E2 ubiquitin conjugating enzyme subunits (*Ube2j1*, *Ube2g2*, *Ube2q1, Ube2z, Ube4b*) and the E3 ligase *Park2* were upregulated in AGRP neurons during food-deprivation (Figure 2A). 

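*Ube2j1* (ENSMUSG00000028277, chromosome 4, 33031416 to 33052363) had a log2 fold change of 0.94 (standard error 0.17, q = 0.000307), and *Ube2g2* (ENSMUSG00000009293, chromosome 10, 77622275 to 77645993) one of 0.99 (standard error 0.34, q = 0.0577). For *Ube2g2*, q was 0.0384 with limma-voom and 0.0251 with DESeq2 (range over the 9 alternatives 0.0251 to 1). *Ube2q1* (ENSMUSG00000042572, chromosome 3, 89773609 to 89783997) had a log2 fold change of 0.58 (standard error 0.19, q = 0.0472), and *Ube2z* (ENSMUSG00000014349, chromosome 11, 96047432 to 96065388) one of 0.80 (standard error 0.22, q = 0.0182). For *Ube2q1*, q was 0.0548 with RLE normalization, 0.0687 without the count filter, 0.063 with the 2 groups alone and 0.0705 with sorted cells as a covariate (range over the 9 alternatives 0.0249 to 1). For *Ube2z*, q was 0.0644 with sorted cells as a covariate (range over the 9 alternatives 0.0058 to 1). *Ube4b* (ENSMUSG00000028960, chromosome 4, 149328416 to 149426749) had a log2 fold change of 0.37 (standard error 0.14, q = 0.106), and *Park2* (ENSMUSG00000023826, chromosome 17, 10840384 to 12063361) one of 1.10 (standard error 0.32, q = 0.0237). For *Ube4b*, q was 0.0404 with limma-voom (range over the 9 alternatives 0.0404 to 1).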

*Os9*, a lectin that senses misfolded proteins, and *Edem3* and *Stt3b* (Figure 2A), which are enzymes that mark unfolded proteins for ERAD (Sato et al., 2012), were also increased. In addition, *Vcp*, a component for retrotranslocation of polyubiquitinylated unfolded proteins for degradation, was elevated in AGRP neurons during energy deficit. 

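*Os9* (ENSMUSG00000040462, chromosome 10, 127094259 to 127121160) had a log2 fold change of 0.61 (standard error 0.19, q = 0.0389). For *Os9*, q was 0.055 without the count filter and 0.0764 with sorted cells as a covariate (range over the 9 alternatives 0.0179 to 1). *Edem3* (ENSMUSG00000043019, chromosome 1, 151755371 to 151822051) had a log2 fold change of 0.70 (standard error 0.17, q = 0.00612), and *Stt3b* (ENSMUSG00000032437, chromosome 9, 115242607 to 115310421) one of 2.11 (standard error 0.21, q = 4.83e-08).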

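*Vcp* (ENSMUSG00000028452, chromosome 4, 42979963 to 43000507) had a log2 fold change of 0.56 (standard error 0.16, q = 0.0194). Together with the ubiquitin enzymes, *Os9*, *Edem3* and *Stt3b*, 8 of 10 ERAD transcripts named by the paper were higher with q under 0.05, and 3 to 9 when 1 library was left out. All 10 stayed higher under ERCC scaling, where 0 had q under 0.05. In POMC neurons none of them had q under 0.05 and 2 had an unadjusted edgeR p under 0.05, and the interaction had q under 0.05 for 5.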

Collectively, this pattern of gene expression indicates engagement of ERAD during food-deprivation.

UPR is protective to cells for short periods of elevated ER-stress, but prolonged activation can result in apoptosis. The pro-apoptotic *Ddit3* (*Chop*) is typically upregulated during UPR, however *Ddit3/Chop* was unchanged in AGRP neurons after 24-hr food deprivation (Figure 2K). Instead, a variety of anti-apoptotic transcripts *Bcl2l* (*Bcl-xl*), *Manf*, *Mcl1*, and the caspase inhibitor *Cflar* were upregulated (Figure 2K). 

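*Ddit3* (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288) averaged 8.54 ± 5.50 normalized CPM in FD (SD, n = 6) and 6.55 ± 1.79 in fed mice (n = 5), a log2 fold change of 0.38 (standard error 0.50, q = 0.729). ERCC scaling turned the log2 fold change of *Ddit3* to −0.60.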

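*Manf* (ENSMUSG00000032575, chromosome 9, 106887415 to 106891979) rose from 46.5 ± 8.22 normalized CPM (SD, n = 5) in fed to 139.2 ± 59.4 (n = 6) in FD mice, a log2 fold change of 1.58 (standard error 0.32, q = 0.00131). *Cflar* (ENSMUSG00000026031, chromosome 1, 58711551 to 58758884) rose from 14.5 ± 10.2 normalized CPM (SD, n = 5) in fed to 55.1 ± 16.1 (n = 6) in FD mice, a log2 fold change of 1.93 (standard error 0.39, q = 0.00125). *Mcl1* (ENSMUSG00000038612, chromosome 3, 95658721 to 95663176) rose with a log2 fold change of 0.56 (standard error 0.18, q = 0.0472), with 138 ± 26.8 normalized CPM in FD (SD, n = 6) and 93.1 ± 18.2 in fed mice (n = 5). For *Mcl1*, q was 0.0576 with RLE normalization, 0.0666 without the count filter, 0.0547 with the 2 groups alone and 0.0583 with sorted cells as a covariate (range over the 9 alternatives 0.0276 to 1). The q of *Mcl1* stayed under 0.05 in 3 of the 11 fits that each left out 1 library. *Bcl2l1* (ENSMUSG00000007659, chromosome 2, 152780668 to 152831728) had a log2 fold change of 1.81 (standard error 0.32, q = 0.000272). In POMC neurons 0 of the 9 cell survival genes in the paper's figure had q under 0.05, and 0 had an unadjusted edgeR p under 0.05.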

*Mcl1* upregulation is consistent with a previously established pathway Creb3l2 → Atf5 → Mcl1 (Izumi et al., 2012), each member of which is upregulated in food deprivation (Figure 2K). 

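*Creb3l2* (ENSMUSG00000038648, chromosome 6, 37327255 to 37442146) rose from 58.8 ± 21.7 normalized CPM (SD, n = 5) in fed to 178.8 ± 38.5 (n = 6) in FD mice, a log2 fold change of 1.61 (standard error 0.26, q = 9.22e-05). *Atf5* (ENSMUSG00000038539, chromosome 7, 44812257 to 44816658) averaged 24.5 ± 10.3 normalized CPM in FD (SD, n = 6) and 10.5 ± 3.07 in fed mice (n = 5), a log2 fold change of 1.23 (standard error 0.43, q = 0.0645). For *Atf5*, q was 0.0383 with limma-voom, 0.0235 with DESeq2 and 0.0348 with the 2 groups alone (range over the 9 alternatives 0.0235 to 1).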

*Irak2* (−4.7-fold, q = 3.7e^−5^) was strongly suppressed, consistent with reports that its reduction is protective against apoptosis (Benosman et al., 2013). In addition, the cellular stress-induced transcript *Atf3* (+15.5-fold, q = 0.005) also promotes neuron survival (Francis et al., 2004) and is increased with food deprivation. This pattern of gene expression provides preliminary evidence of a potential role for anti-apoptotic pathways in AGRP neurons during activation in response to energy deficit.

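*Irak2* (ENSMUSG00000060477, chromosome 6, 113638467 to 113695009) fell with a log2 fold change of −2.09 (standard error 0.36, q = 0.000188), with 15.3 ± 8.34 normalized CPM in FD (SD, n = 6) and 65.1 ± 15.4 in fed mice (n = 5).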

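*Atf3* (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) rose from 3.05 ± 3.92 normalized CPM (SD, n = 5) in fed to 30.9 ± 22.0 (n = 6) in FD mice, a log2 fold change of 3.34 (standard error 1.03, q = 0.0353). *Atf3* in AGRP fed replicate 5 stood apart at 9.97 normalized CPM, with the nearest library at 1.94. The q of *Atf3* stayed under 0.05 in 4 of the 11 fits that each left out 1 library.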

Taken together, cell type-specific transcriptional profiling, immunohistochemistry, and a cell type-specific UPR reporter construct indicate engagement of ER-stress pathways selectively in AGRP neurons during energy deficit. Increased neuron activity and elevated neuropeptide production associated with food-deprivation is expected to increase the translational-load in AGRP but not POMC neurons, and UPR may serve to cope with elevated neuropeptide and synaptic output. This is due, in part, to Xbp1s signaling and also results in induction of gene expression associated with oxidative stress responses, ERAD, and protection of cells from apoptotic pathways that might otherwise be associated with prolonged ER-stress (Figure 2L).

### Regulation of circadian genes by food-deprivation

Expression of genes associated with circadian regulation was strongly altered by food-deprivation. 

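Of 19 core circadian genes 18 passed the count filter, and in FD AGRP neurons 3 were higher and 7 lower with q under 0.05 (3 and 8 when adjusted over the list alone). ERCC scaling moved these counts most, to 0 higher and 3 lower. *Bhlhe40* (ENSMUSG00000030103, chromosome 6, 108660629 to 108666925) had a log2 fold change of −4.95 (standard error 0.54, q = 2.35e-07), and *Bhlhe41* (ENSMUSG00000030256, chromosome 6, 145858243 to 145865558) one of −2.96 (standard error 0.46, q = 5.14e-05). *Dbp* (ENSMUSG00000059824, chromosome 7, 45705088 to 45710155) had a log2 fold change of −2.69 (standard error 0.64, q = 0.00577), and *Hlf* (ENSMUSG00000003949, chromosome 11, 90336536 to 90390895) one of −3.14 (standard error 0.37, q = 8.9e-07). *Tef* (ENSMUSG00000022389, chromosome 15, 81802421 to 81826861) had a log2 fold change of −1.74 (standard error 0.29, q = 0.000105), and *Per3* (ENSMUSG00000028957, chromosome 4, 151003652 to 151044665) one of −3.31 (standard error 0.35, q = 1.13e-07). *Per3* in AGRP FD replicate 6 stood apart at 18.6 normalized CPM, with the nearest library at 8.12. *Nr1d1* (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) had a log2 fold change of −1.12 (standard error 0.38, q = 0.0606), and *Nr1d2* (ENSMUSG00000021775, chromosome 14, 18204054 to 18239127) one of −0.96 (standard error 0.25, q = 0.0112). For *Nr1d1*, q was 0.00288 with limma-voom, 0.0306 with DESeq2, 0.0315 without the count filter and 0.0389 with sorted cells as a covariate (range over the 9 alternatives 0.00288 to 1). The q of *Nr1d1* fell under 0.05 in 2 of the 11 fits that each left out 1 library. *Per2* (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) had a log2 fold change of −1.02 (standard error 0.53, q = 0.257). *Per2* in AGRP FD replicate 6 stood apart at 61.1 normalized CPM, with the nearest library at 17.4. For *Per2*, q was 0.0205 with limma-voom (range over the 9 alternatives 0.0205 to 0.689). The q of *Per2* fell under 0.05 in 1 of the 11 fits that each left out 1 library. *Rorb* (ENSMUSG00000036192, chromosome 19, 18930605 to 19111196) had a log2 fold change of 1.58 (standard error 0.34, q = 0.00209), and *Nfil3* (ENSMUSG00000056749, chromosome 13, 52967209 to 52981073) one of 2.63 (standard error 0.54, q = 0.00133). *Per1* (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960) had a log2 fold change of 0.71 (standard error 0.22, q = 0.0386). The q of *Per1* stayed under 0.05 in 4 of the 11 fits that each left out 1 library.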

We examined the expression levels of 19 core circadian reference genes (Yan et al., 2008; Rey et al., 2011) and found that after food-deprivation 9/19 of these genes were downregulated in AGRP neurons (*Bhlhe40* [*Dec1*], *Bhlhe41* [*Dec2*], *Nr1d1* [*Rev-erbα*]*, Nr1d2* [*Rev-erbβ*]*, Dbp*, *Hlf*, *Tef*, *Per2,* and *Per3*), and only 3/19 were upregulated (*Rorb*, *Nfil3*, *Per1*) (Figure 3A). For POMC neurons, only one transcript was significantly changed (*Nr1d2/Rev-erbβ*) (Figure 3A). 

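In POMC neurons *Nr1d2* rose from 55.2 ± 16.3 normalized CPM (SD, n = 5) in fed to 144 ± 37.2 (n = 5) in FD mice, a log2 fold change of 1.39 (standard error 0.27, q = 0.00788). For *Nr1d2*, the AGRP change less the POMC change was −2.35 log2 units (standard error 0.37, q = 0.00011). Adjusted over the circadian list alone, 4 genes were higher and 1 lower in POMC neurons. The interaction had q under 0.05 for 9 of the 18 genes.

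**Figure D3:**
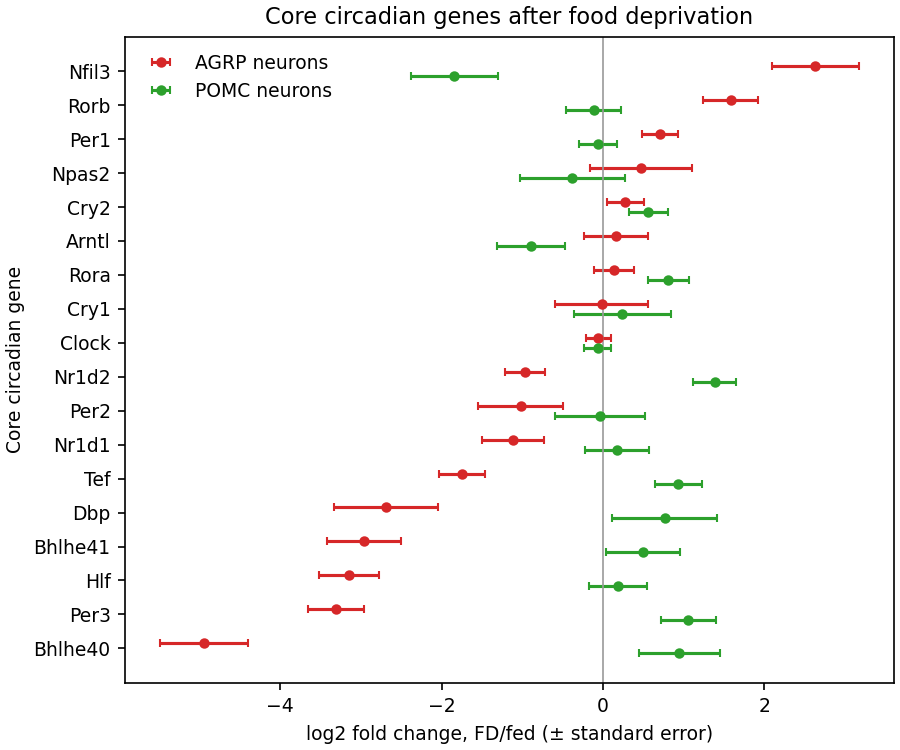
Log2 fold changes ± standard errors (FD against fed) of 18 core circadian genes in AGRP (red) and POMC (green) neurons.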

The nine circadian genes downregulated in AGRP neurons during food-deprivation are established targets of two important circadian transcription factors, Clock and Arntl (also called, Bmal), which heterodimerize to regulate a large number of downstream genes through E-box transcriptional response elements (Rey et al., 2011). We analyzed a collection of E-box regulated genes that have been previously determined by Arntl (Bmal) chromatin binding, bioinformatic analysis, and transcriptional profiling (Rey et al., 2011). E-box-containing genes were over-represented among differentially expressed transcripts in AGRP neurons but not in POMC neurons (p = 0.00075 and 0.31, respectively; hypergeometric-test). 

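Of 20 E-box genes listed by the paper, 18 were lower and 2 higher in FD AGRP neurons, 12 and 1 of them with q under 0.05. With a change of more than 2-fold as well, 11 were lower and 1 higher. Adjusted over the list alone the counts were 16 and 1, which show no stability because the list is the paper's own. Directions stayed the same under ERCC scaling, with 3 lower genes and no higher gene at q under 0.05.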

For the E-box-containing genes that were significantly differentially expressed more than twofold in AGRP neurons after food-deprivation, 90% (18/20) were downregulated (Figure 3B). Conversely, in POMC neurons, *Nr1d2/Rev-erbβ* was the only E-box-containing gene that was significantly differentially expressed more than twofold, and it showed increased expression (Figure 3B). This indicates that differentially expressed E-box-containing genes during energy deficit are selectively reduced in AGRP neurons.

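*Nr1d2* was likewise the 1 gene of the 20 with q under 0.05 in POMC neurons, and 5 of the 20 had an unadjusted edgeR p under 0.05 there. The change differed between the cell types with q under 0.05 for 11 of the 20.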

**Figure 3.**
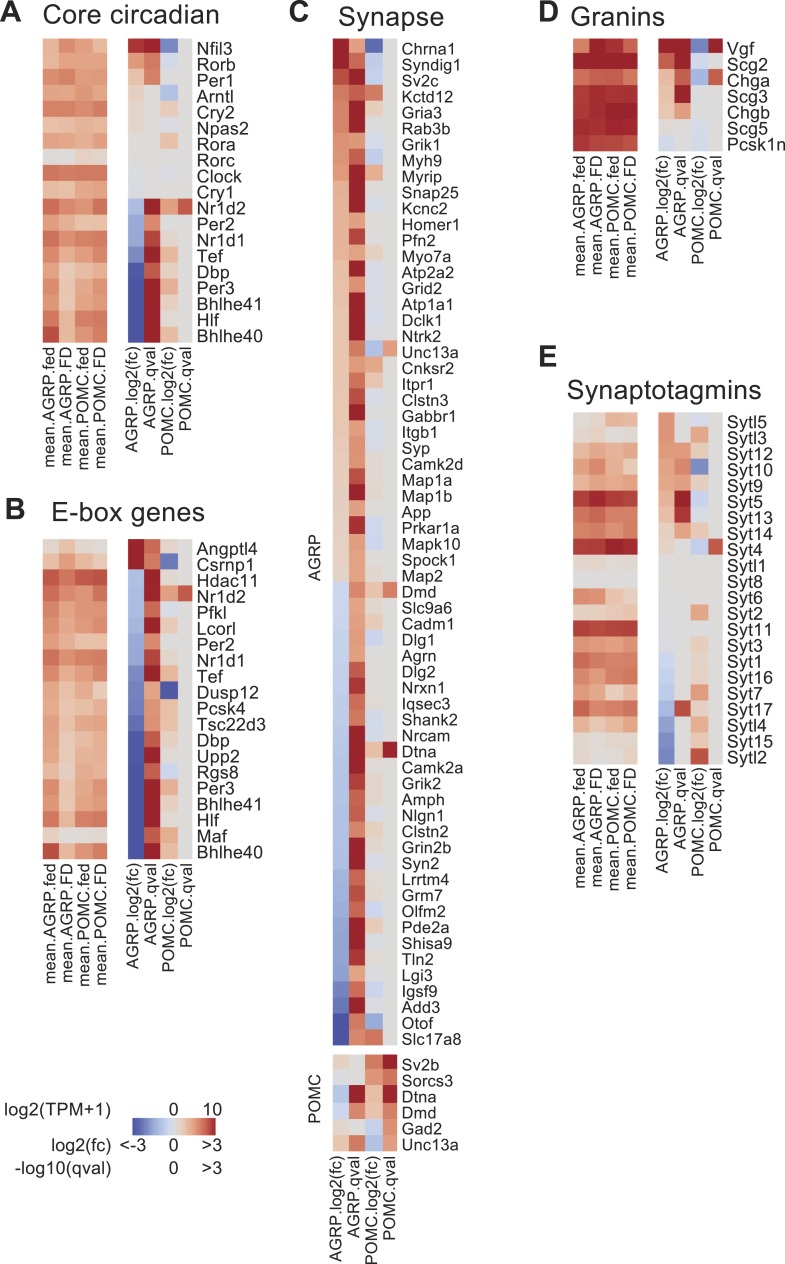
Changes in the expression of circadian and synapse-associated genes after food-deprivation. (**A**) Gene expression changes for core circadian genes. Left, mean expression level [log2(TPM)] of each transcript of each experimental group. Right, log2(fold-change) and q-values for differential expression between FD and fed states separately for AGRP and POMC neurons. (**B**) E-box genes differentially expressed during food-deprivation. (**C**) DEG with synapse-localized functions (Gene Ontology: 0045202). Top, AGRP neurons: FD vs fed; bottom, POMC neurons FD vs fed. (**D**, **E**) Gene expression changes for granin genes (**D**) and synaptotagmins (**E**). **DOI:** http://dx.doi.org/10.7554/eLife.09800.008

**Figure 3—figure supplement 1.**
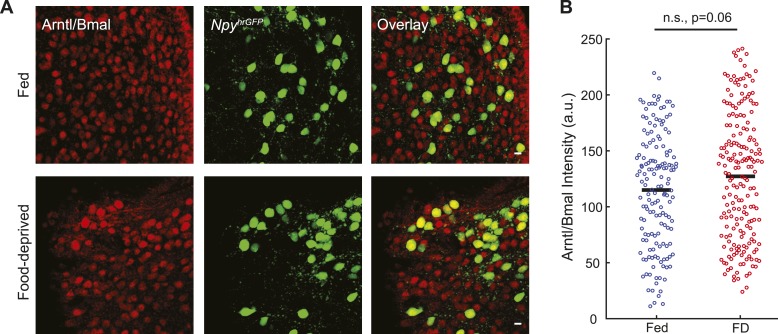
Arntl/Bmal expression in AGRP neurons. (**A**) Representative images for Arntl/Bmal-immunofluorescence in AGRP neurons from fed and FD mice. Scale, 10 µm. (**B**) Arntl/Bmal immunofluoresence intensity (bars, mean values) in AGRP neurons from fed and FD mice. Fed, n = 159; FD, n = 196; 3 mice per condition. **DOI:** http://dx.doi.org/10.7554/eLife.09800.009

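*Clock* (ENSMUSG00000029238, chromosome 5, 76212177 to 76304548) averaged 187 ± 32.2 normalized CPM in FD (SD, n = 6) and 195 ± 25.1 in fed mice (n = 5), a log2 fold change of −0.056 (standard error 0.16, q = 0.892). *Clock* in AGRP FD replicate 2 stood apart at 249 normalized CPM, with the nearest library at 186. *Arntl* (ENSMUSG00000055116, chromosome 7, 113207465 to 113314122) averaged 17.9 ± 6.55 normalized CPM in FD (SD, n = 6) and 16.0 ± 10.4 in fed mice (n = 5), a log2 fold change of 0.16 (standard error 0.40, q = 0.874). Leaving out AGRP FD replicate 1, fed replicate 1 or fed replicate 3 turned the log2 fold change of *Arntl* negative, to −0.017, −0.092 and −0.026.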

Many genes regulated by E-box transcriptional response elements show reduced expression in *Arntl*^*−/−*^ mice (Rey et al., 2011), but *Clock* and *Arntl* expression levels in AGRP neurons were not significantly altered by food-deprivation. Immunohistochemistry for Arntl protein expression in AGRP neurons from fed and FD mice also showed similar levels (fed: 115 ± 4 a.u., n = 158 neurons; FD: 127 ± 4 a.u., n = 195 neurons; p = 0.058, rank sum test, Figure 3—figure supplement 1). An alternative pathway that has been shown to regulate E-box genes is the transcriptional splicing factor *Sfpq* (*Psf*) (Duong et al., 2011), which shows selectively increased expression in AGRP neurons after food-deprivation (AGRP: +2.0-fold, q = 0.00064; POMC: 1.0-fold, q = 1.0). However, detailed examination of pathways that regulate circadian E-box containing genes in AGRP neurons during energy deficit states is required.

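*Sfpq* (ENSMUSG00000028820, chromosome 4, 127021324 to 127031236) rose from 147 ± 15.9 normalized CPM (SD, n = 5) in fed to 305 ± 99.7 (n = 6) in FD mice, a log2 fold change of 1.05 (standard error 0.21, q = 0.000958). In POMC neurons *Sfpq* averaged 117 ± 8.38 normalized CPM in FD (SD, n = 5) and 122 ± 35.7 in fed mice (n = 5), a log2 fold change of −0.060 (standard error 0.21, q = 0.956). Without POMC fed replicate 5 the POMC change in *Sfpq* turned to 0.05. For *Sfpq*, the AGRP change less the POMC change was 1.11 log2 units (standard error 0.30, q = 0.0196).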

### Synaptic function and plasticity

Excitatory synaptic plasticity occurs in AGRP neurons during energy deficit (Yang et al., 2011; Liu et al., 2012). Gene annotation enrichment analysis revealed significant changes in expression of genes associated with glutamate signaling, synaptic plasticity, and presynaptic function (Table 1). Moreover, genes encoding proteins that are localized to the synapse were over-represented in the DEG (q < 0.05) from AGRP neurons (p = 1.2e^−6^, hypergeometric-test; Figure 3C). 

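28 of the 63 synapse genes in the paper's figure rose and 23 fell with q under 0.05, and ERCC scaling left 0 and 1. In POMC neurons 3 rose and 1 fell with q under 0.05, and 30 of the genes had an interaction with cell type.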

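*Gria3* (ENSMUSG00000001986, chromosome X, 41401128 to 41678601) rose from 44.0 ± 6.70 normalized CPM (SD, n = 5) in fed to 149 ± 32.3 (n = 6) in FD mice, a log2 fold change of 1.76 (standard error 0.25, q = 1.81e-05). *Grik1* (ENSMUSG00000022935, chromosome 16, 87896196 to 88056176) averaged 23.6 ± 10.4 normalized CPM in FD (SD, n = 6) and 8.26 ± 4.37 in fed mice (n = 5), a log2 fold change of 1.51 (standard error 0.59, q = 0.108). For *Grik1*, q was 0.0314 with limma-voom and 0.0355 with the 2 groups alone (range over the 9 alternatives 0.0314 to 0.758). *Grik3* (ENSMUSG00000001985, chromosome 4, 125490700 to 125714173) rose from 14.1 ± 11.5 normalized CPM (SD, n = 5) in fed to 39.3 ± 14.5 (n = 6) in FD mice, a log2 fold change of 1.48 (standard error 0.36, q = 0.00648). *Grik3* in AGRP fed replicate 3 stood apart at 34.1 normalized CPM, with the nearest library at 12.3. In POMC neurons the log2 fold changes were 0.41 (standard error 0.25, q = 0.537) for *Gria3*, 0.091 (standard error 0.60, q = 0.981) for *Grik1* and 0.11 (standard error 0.36, q = 0.954) for *Grik3*. The change differed between the cell types by 1.34 (standard error 0.35, q = 0.017) for *Gria3*, 1.42 (standard error 0.84, q = 0.363) for *Grik1* and 1.38 (standard error 0.51, q = 0.102) for *Grik3*.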

For example, α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) and kainate glutamate receptors, which mediate excitatory synaptic transmission, were upregulated in AGRP neurons (*Gria3*: +3.4-fold, q = 2e^−5^, *Grik1*: +3.0-fold, q = 0.03; *Grik3*: +3.2-fold, q = 0.005), but not in POMC neurons (see Ion Channels, below). 

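*Syndig1* (ENSMUSG00000074736, chromosome 2, 149830788 to 150004392) rose from 1.86 ± 1.12 normalized CPM (SD, n = 5) in fed to 14.6 ± 7.13 (n = 6) in FD mice, a log2 fold change of 2.98 (standard error 0.60, q = 0.0012). *Syndig1l* (ENSMUSG00000071234, chromosome 12, 84677278 to 84698807) rose from 4.50 ± 3.10 normalized CPM (SD, n = 5) in fed to 39.5 ± 4.54 (n = 6) in FD mice, a log2 fold change of 3.13 (standard error 0.71, q = 0.00355). *Pak3* (ENSMUSG00000031284, chromosome X, 143518591 to 143797796) rose with a log2 fold change of 1.01 (standard error 0.13, q = 3.86e-06), with 1086 ± 198 normalized CPM in FD (SD, n = 6) and 539 ± 37.7 in fed mice (n = 5). *Ptk2b* (ENSMUSG00000059456, chromosome 14, 66153257 to 66281052) rose with a log2 fold change of 4.21 (standard error 0.84, q = 0.00109), with 52.2 ± 25.2 normalized CPM in FD (SD, n = 6) and 2.83 ± 2.73 in fed mice (n = 5). *Plk2* (ENSMUSG00000021701, chromosome 13, 110395044 to 110400844) rose with a log2 fold change of 3.00 (standard error 0.42, q = 1.37e-05), with 126.5 ± 57.2 normalized CPM in FD (SD, n = 6) and 15.8 ± 11.8 in fed mice (n = 5).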

Food-deprivation also induced upregulation of excitatory synaptogenic genes in AGRP neurons (*Syndig1*: +8.3-fold, q = 0.008; *Syndig1l*: +13.2-fold, q = 0.0001) (Kalashnikova et al., 2010; Lovero et al., 2013) as well as kinases (Figure 1—figure supplement 2C) that regulate activity-dependent changes in spine morphology and excitatory synaptic plasticity, such as *p21-associated kinase 3* (*Pak3*, +2.0-fold, q = 4e^−7^), *Ptk2b* (+31.3-fold, q = 0.0002), and *Plk2* (+8-fold, q = 5.2e^−6^) (Boda et al., 2004; Seeburg et al., 2008; Bartos et al., 2010). Therefore, a number of upregulated genes are associated with elevated excitatory synaptic input, potentially contributing to synaptic plasticity and increased AGRP neuron activity previously reported for FD mice (Takahashi and Cone, 2005; Yang et al., 2011; Liu et al., 2012).

During food deprivation, elevated AGRP neuron activity results in increased neurotransmitter and neuropeptide release (Atasoy et al., 2012). In line with correspondingly high *Agrp* and *Npy* expression (Figure 1C and Figure 1—figure supplement 1D), transcripts for neuropeptide secretory vesicle-associated granin-family molecules were selectively upregulated in AGRP neurons (Figure 3D). Moreover, a range of synaptotagmin-family transcripts, which mediate different aspects of calcium-dependent vesicle release, are selectively regulated in AGRP neurons by food deprivation (Figure 3E). 

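In FD AGRP neurons 5 of the 7 granin-family genes were higher with q under 0.05. *Scg2* (ENSMUSG00000050711, chromosome 1, 79434669 to 79440120) had a log2 fold change of 2.26 (standard error 0.18, q = 6.5e-10). *Chga* (ENSMUSG00000021194, chromosome 12, 102554969 to 102565027) had a log2 fold change of 0.85 (standard error 0.21, q = 0.00629), and *Chgb* (ENSMUSG00000027350, chromosome 2, 132781278 to 132795079) one of 0.66 (standard error 0.19, q = 0.021). For *Chgb*, q was 0.0559 with sorted cells as a covariate (range over the 9 alternatives 0.00251 to 1). *Scg3* (ENSMUSG00000032181, chromosome 9, 75643264 to 75683996) had a log2 fold change of 0.76 (standard error 0.14, q = 0.000318), and *Scg5* (ENSMUSG00000023236, chromosome 2, 113776362 to 113829121) one of 0.084 (standard error 0.16, q = 0.817). *Pcsk1n* (ENSMUSG00000039278, chromosome X, 7919822 to 7924410) had a log2 fold change of −0.28 (standard error 0.33, q = 0.698). All 7 were lower in POMC neurons, 2 of them (*Vgf* and *Chga*) with q under 0.05. The interaction had q under 0.05 for 4 of the 7.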

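Of 22 synaptotagmin-family genes 20 were tested, and 5 (*Syt12*, *Syt9*, *Syt5*, *Syt13*, *Syt14*) rose and 1 (*Syt17*) fell with q under 0.05 in FD AGRP neurons. With 1 library left out, 3 to 6 rose and 1 fell. In POMC neurons 1, *Syt4*, fell with q under 0.05. The interaction had q under 0.05 for 7 of the 20.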

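*Syt5* (ENSMUSG00000004961, chromosome 7, 4539768 to 4546567) rose from 204 ± 35.5 normalized CPM (SD, n = 5) in fed to 411 ± 98.4 (n = 6) in FD mice, a log2 fold change of 1.01 (standard error 0.17, q = 0.000116). *Syt9* (ENSMUSG00000062542, chromosome 7, 107370790 to 107548656) rose with a log2 fold change of 1.36 (standard error 0.36, q = 0.0121), with 25.2 ± 13.4 normalized CPM in FD (SD, n = 6) and 9.79 ± 2.58 in fed mice (n = 5). *Syt10* (ENSMUSG00000063260, chromosome 15, 89782393 to 89841860) averaged 31.02 ± 10.9 normalized CPM in FD (SD, n = 6) and 12.9 ± 6.46 in fed mice (n = 5), a log2 fold change of 1.26 (standard error 0.48, q = 0.0953). For *Syt10*, q was 0.0189 with limma-voom, 0.0459 with DESeq2 and 0.0269 with the 2 groups alone (range over the 9 alternatives 0.0189 to 0.997).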

For example, *Syt5*, *Syt9*, and *Syt10* are upregulated in AGRP neurons from FD mice, and these gene products localize to peptidergic vesicles and regulate activity-dependent peptide release (Cao et al., 2011). 

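*Sv2c* (ENSMUSG00000051111, chromosome 13, 95959443 to 96132577) rose from 119.6 ± 46.9 normalized CPM (SD, n = 5) in fed to 639 ± 220.4 (n = 6) in FD mice, a log2 fold change of 2.42 (standard error 0.22, q = 1.65e-08). *Snap25* (ENSMUSG00000027273, chromosome 2, 136713453 to 136782428) rose with a log2 fold change of 1.06 (standard error 0.15, q = 9.56e-06), with 2867 ± 659 normalized CPM in FD (SD, n = 6) and 1372 ± 129 in fed mice (n = 5).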

GABA signaling is also important in AGRP neurons, and synaptic vesicle glycoprotein 2C (*Sv2c*, +5.4-fold, q = 5e^−10^), which regulates the readily releasable pool (Xu and Bajjalieh, 2001) is increased, as is *Snap25* (+2.1-fold, p = 1.5e^−6^), a key SNARE complex component responsible for vesicle fusion. Collectively, these changes in gene expression show some of the molecular underpinnings for processes that mediate increased AGRP neuron output in energy deficit due to alterations of excitatory synaptic inputs, synaptic plasticity, as well as elevated GABA and neuropeptide release.

### Ion channels

AGRP and POMC neuron electrical properties are determined by expression of distinct groups of ion channels. Despite the importance of neuron electrical activity for influencing appetite and body weight, only a few ion channel subunits have been determined in these cell types and little is known about their regulation by energy deficit state. 

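*Trpc1* averaged 22.4 ± 6.63 TPM in fed AGRP (SD, n = 5) and 30.3 ± 3.88 in fed POMC neurons (n = 5). *Trpc4* averaged 129 ± 48.3 TPM in fed AGRP (SD, n = 5) and 19.0 ± 7.61 in fed POMC neurons (n = 5). *Trpc5* averaged 14.2 ± 5.12 TPM in fed AGRP (SD, n = 5) and 45.7 ± 19.6 in fed POMC neurons (n = 5). *Trpc6* averaged 34.0 ± 6.99 TPM in fed AGRP (SD, n = 5) and 4.60 ± 1.46 in fed POMC neurons (n = 5). *Trpc7* averaged 9.15 ± 6.81 TPM in fed AGRP (SD, n = 5) and 43.2 ± 10.5 in fed POMC neurons (n = 5). With food deprivation *Trpc1* changed in AGRP neurons with a log2 fold change of 0.91 (standard error 0.23, q = 0.0093).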

Previous work has shown transient receptor potential C (TRPC) ion channel subunit expression in POMC neurons (Qiu et al., 2010), which is confirmed by our RNA-Seq data, and we find that an overlapping set of TRPC channels (*Trpc1*, *Trpc3-Trpc7*) is also expressed in AGRP neurons (Figure 4A). Moreover, *Kcnq3* is downregulated in AGRP neurons with food-deprivation (Figure 4A), as previously reported (Roepke et al., 2011). Thus, these RNA-Seq data are consistent with established changes in ion channel expression.

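*Kcnq3* (ENSMUSG00000056258, chromosome 15, 65986387 to 66286224) fell from 291 ± 108 normalized CPM (SD, n = 5) in fed to 141 ± 141 (n = 6) in FD mice, a log2 fold change of −1.05 (standard error 0.35, q = 0.049). *Kcnq3* in AGRP FD replicate 2 stood apart at 425 normalized CPM, with the nearest library at 116. For *Kcnq3*, q was 0.083 with DESeq2 and 0.105 with the 2 groups alone (range over the 9 alternatives 0.00135 to 0.84). The q of *Kcnq3* stayed under 0.05 in 2 of the 11 fits that each left out 1 library.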

**Figure 4.**
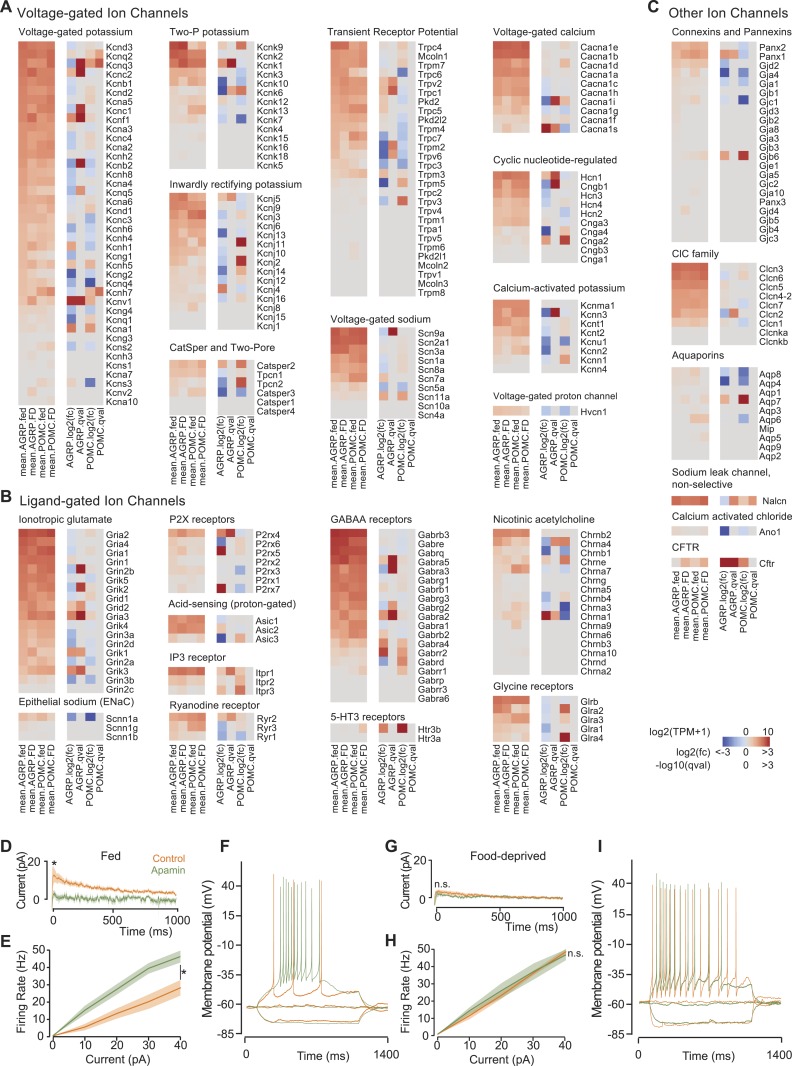
Ion channel gene expression in AGRP and POMC neurons. (**A**–**C**) Gene expression for voltage-gated ion channels (**A**), ligand-gated ion channels (**B**), and other ion channels (**C**). For each colormap, left, mean expression level [log2(TPM)] of each transcript of each experimental group. Right, log2(fold-change) and q-values for differential expression between FD and fed states separately for AGRP and POMC neurons. (**D**) Tail currents elicited in AGRP neurons from fed mice by a voltage step from −30 mV to −60 mV in the absence (n = 5) and presence of apamin (n = 5). Unpaired t-test. *p < 0.05. Lines show mean, shading shows s.e.m. (**E**) Firing rate from current injection to AGRP neurons from fed mice in the absence (n = 8) and presence (n = 13) of apamin. Unpaired t-test. (**F**) Example of action potential firing in AGRP neurons from fed mice in response to −10, 0, +10 pA in the absence and presence of apamin. (**G**) Tail currents in AGRP neurons from FD mice (−apamin, n = 10; +apamin, n = 5). Unpaired t-test. n.s., p > 0.05. (**H**) Firing rate from AGRP neurons from FD mice (−apamin, n = 4; +apamin, n = 4). Unpaired t-test. (**I**) Example of action potential firing in AGRP neurons from FD mice (current injections: −10, 0, +10 pA). **DOI:** http://dx.doi.org/10.7554/eLife.09800.010

**Figure 4—figure supplement 1.**
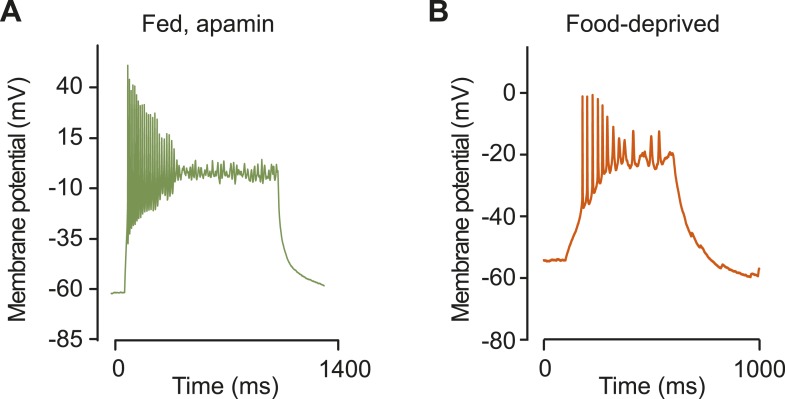
Burst firing in AGRP neurons with apamin or food deprivation. (**A**) Burst firing and plateau potential from current injection (+45 pA) in AGRP neurons from a well-fed mouse after apamin block of SK channels. (**B**) Burst firing and plateau potential from current injection (+10 pA) in an AGRP neuron from a FD mouse. **DOI:** http://dx.doi.org/10.7554/eLife.09800.011

This transcriptional profiling resource also identifies other potentially important ion channel genes that cell type-selectively change expression with energetic state and have not been previously investigated in AGRP and POMC neurons (Figure 4A–C). 

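*Kcnn3* (ENSMUSG00000000794, chromosome 3, 89520164 to 89667761) fell from 35.6 ± 10.4 normalized CPM (SD, n = 5) in fed to 12.5 ± 13.8 (n = 6) in FD mice, a log2 fold change of −1.51 (standard error 0.45, q = 0.0286). *Kcnn3* in AGRP FD replicate 3 stood apart at 39.2 normalized CPM, with the nearest library at 14.6. For *Kcnn3*, q was 0.0847 with the 2 groups alone (range over the 9 alternatives 0.000632 to 1). The q of *Kcnn3* stayed under 0.05 in 6 of the 11 fits that each left out 1 library.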

One of the most striking changes in ion channel gene expression in AGRP neurons during food-deprivation was a sharp reduction of *Kcnn3* (also called *Sk3*, −5.4-fold, q = 0.0006), which is a small conductance calcium-activated potassium channel (SK) that attenuates action potential firing rate during elevated activity. Other SK channels were not appreciably expressed in AGRP neurons (Figure 4A). 

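*Kcnn1* averaged 0.796 ± 0.887 TPM in fed (SD, n = 5) and 0.577 ± 0.944 in FD AGRP neurons (n = 6). *Kcnn2* averaged 3.14 ± 1.89 TPM in fed (SD, n = 5) and 0.760 ± 0.609 in FD AGRP neurons (n = 6). *Kcnn4* averaged 0 ± 0 TPM in fed (SD, n = 5) and 0 ± 0 in FD AGRP neurons (n = 6). *Kcnn3* averaged 43.2 ± 12.2 TPM in fed (SD, n = 5) and 13.3 ± 14.5 in FD AGRP neurons (n = 6).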

Electrophysiological characterization of AGRP neurons showed the presence of SK-mediated tail currents, confirmed by blockade with the highly selective SK channel antagonist, apamin (Figure 4D). Notably, the apamin-sensitive SK conductance was absent in FD mice (Figure 4G), consistent with reduced *Kcnn3* expression. Apamin blockade of SK channels in AGRP neurons resulted in higher firing rates (Figure 4E,F), which often elicited bursts and plateau potentials (Figure 4—figure supplement 1A). Similarly, AGRP neurons from FD mice showed a comparable increase in excitability, but in this state the neurons were not sensitive to apamin, consistent with greatly reduced SK-channel expression (Figure 4H,I and Figure 4—figure supplement 1B). Thus, by starting from cell type-specific RNA-Seq analysis, we found that *Kcnn3* regulates firing rate as well as burst firing in AGRP neurons, and its reduction with food-deprivation plays an important role in increasing the excitability of AGRP neurons.

In addition to the examples highlighted here, this resource shows many other ion channels and regulatory subunits that are altered by energy deficit in AGRP neurons, including ionotropic glutamate receptors, GABA receptors, the ionotropic ATP receptor *P2rx4*, sodium channels, calcium channels, additional potassium channels and others (Figure 4A–C). This resource provides a list of ion channels expressed in AGRP and POMC neurons, and it is a foundation for a concrete understanding of the electrical properties of AGRP and POMC neurons in basal and energy deprived states.

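Of 265 ion channel genes in the paper's figure 193 were tested, and 20 rose and 16 fell with q under 0.05 in FD AGRP neurons (23 and 19 when adjusted over the list alone). ERCC scaling left 1 and 0. With 1 library left out, 16 to 20 rose and 10 to 15 fell. In POMC neurons 0 had q under 0.05 and 34 an unadjusted edgeR p under 0.05. Adjusted over the list alone, 6 were higher and 1 lower in POMC neurons. *P2rx4* (ENSMUSG00000029470, chromosome 5, 122707584 to 122729738) rose from 13.4 ± 5.69 normalized CPM (SD, n = 5) in fed to 44.8 ± 21.3 (n = 6) in FD mice, a log2 fold change of 1.74 (standard error 0.38, q = 0.00251). The interaction with cell type had q under 0.05 for 23 of the ion channel genes.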

### GPCRs

GPCRs are critical molecular control points for neuronal function. AGRP and POMC neurons express multiple GPCRs, many of which respond to circulating hormones, neuropeptides, or neurotransmitters. RNA-Seq provides a cell type-specific taxonomy of GPCRs expressed under different conditions. For each cell type, many GPCRs were detected at expression levels greater than 20 transcripts per million (TPM) under either fed or FD conditions (AGRP: 59, POMC: 61, AGRP or POMC: 80) (Figure 5A), which is more than previous estimates of GPCRs for hypothalamic regulation of energy homeostasis (Schioth, 2006). 

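The 80 GPCR genes examined are those of the paper's figure, which the paper chose at over 20 TPM in a group of these data. At a group mean over 20 TPM in fed or FD mice, 59 of them counted as expressed in AGRP and 61 in POMC neurons. All 80 did so in either kind of neuron. These counts repeat the paper's threshold on its own values and are no independent test of its numbers. Requiring over 20 TPM in every library of a group moved these counts most, to 41 in AGRP and 47 in POMC neurons. Leaving out 1 library at a time gave 57 to 61 GPCR genes with a mean over 20 TPM in AGRP and 60 to 63 in POMC neurons.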

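The GPCR genes in fed mice that differed by more than 10-fold, 8 toward AGRP and 13 toward POMC neurons, all had q under 0.05.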

Also, several GPCRs show high differential expression between AGRP and POMC neurons: 8 GPCRs were >10-fold differentially expressed in AGRP neurons and 13 GPCRs were >10-fold overrepresented in POMC neurons (Figure 5A). Therefore, differential GPCR expression can separately regulate the function of AGRP and POMC neurons.

**Figure 5.**
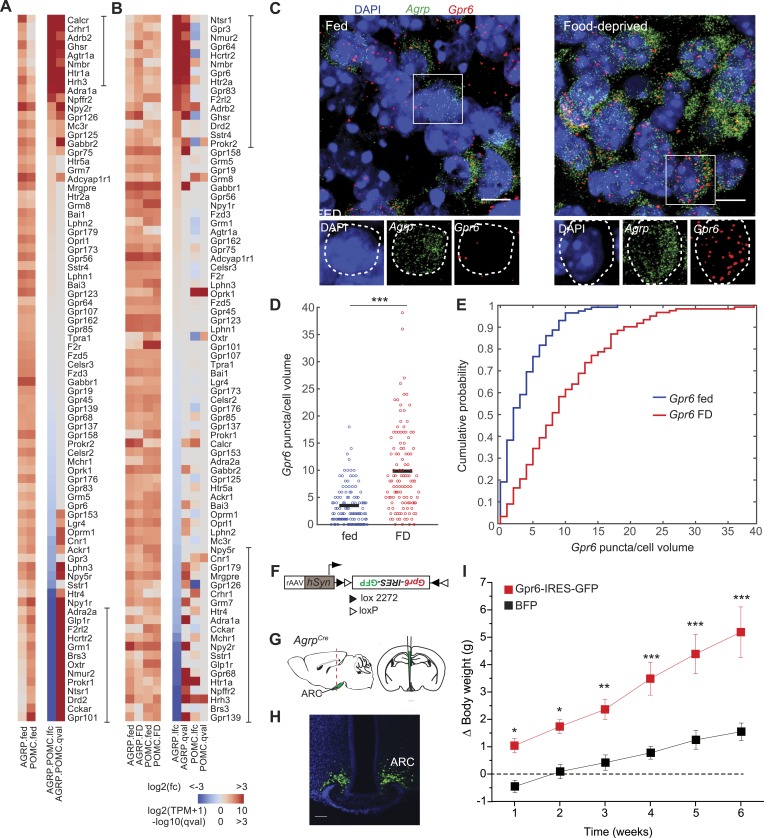
G-protein coupled receptors regulated by food-deprivation. (**A**, **B**) All GPCR genes expressed (TPM > 20) in at least one group, sorted by log2(fold-change) between AGRP and POMC neurons (**A**) or AGRP or POMC neurons FD/fed (**B**). Bars indicate genes with >10-fold change (**A**) or >twofold change (**B**). (**C**) Double smFISH for *Agrp* and *Gpr6*. Scale, 10 μm. (**D**, **E**) Population counts (bars: mean values) (**D**) and cumulative probability distributions (**E**) of *Gpr6* puncta per cell volume in AGRP neurons (p = 4.8e^−10^, ks-test). Fed, n = 115; FD, n = 122; 3 mice per condition. (**F**) Cre-dependent viral vector for cell type-specific *Gpr6* overexpression in AGRP neurons. hSyn: synapsin promoter. Black and white triangles denote heterotypic loxP sites for stable inversion of *Gpr6-IRES-GFP*. (**G**) Schematic for viral transduction and cell-type specific overexpression of *Gpr6* in *Agrp*^*Cre*^ mice. (**H**) Representative image showing *Gpr6-IRES-GFP*-transduced AGRP neurons. Scale, 100 µm. (**I**) Body weight change from pre-injection weight (starting age: 8 weeks) in *Agrp*^*Cre*^ mice expressing *Gpr6-IRES-GFP* or *BFP* (2-way ANOVA, one factor repeated measures, transgene: F_1,65_ = 19.6, p < 0.001; time: F_5,65_ = 30.1, p < 0.001; interaction: F_5,65_ = 4.2, p = 0.002). Holm-Sidak correction for multiple comparisons. AGRP^Gpr6^ n = 9 mice, AGRP^BFP^ n = 7 mice. Data is mean ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001. **DOI:** http://dx.doi.org/10.7554/eLife.09800.012

**Figure 5—figure supplement 1.**
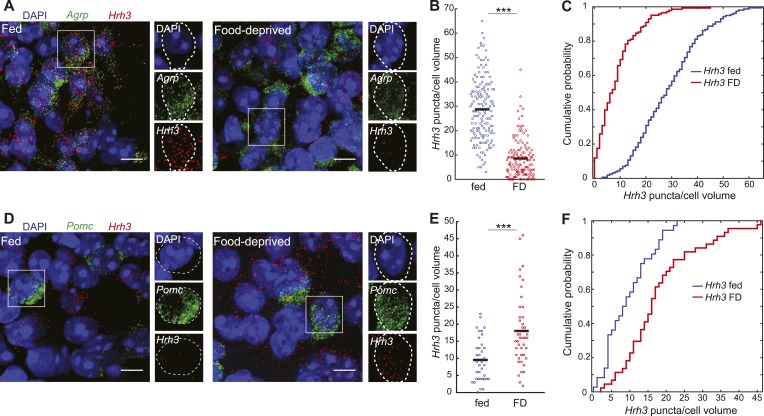
Opposite differential expression of *Hrh3* in AGRP and POMC neurons after food deprivation. (**A**–**F**) Representative images of double smFISH for *Hrh3* and *Agrp* (**A**) or *Pomc* (**B**). Scale, 10 μm. Population counts (bars, mean values) (**B**, **D**) and cumulative probability distributions (**C**, **E**) of *Hrh3* puncta per cell volume in AGRP and POMC neurons (p = 3.4e^−34^, p = 0.0037, respectively, ks-test). ***p < 0.05. AGRP fed, n = 159 cells; AGRP FD, n = 143 cells; POMC fed, n = 36 cells; POMC FD, n = 44 cells; 3 mice per condition. **DOI:** http://dx.doi.org/10.7554/eLife.09800.013

GPCR expression was significantly overrepresented in genes that were differentially expressed after food deprivation in AGRP and POMC neurons (AGRP: p = 0.0002, POMC: p = 3.3e^−5^, hypergeometric-test). 

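Among 8975 genes with a group mean over 20 TPM, 20 of 80 GPCR genes were among the 673 DEG in AGRP neurons (odds ratio 4.21, one-sided Fisher p = 1.16e-06). For POMC neurons 3 of them were among 44 DEG (odds ratio 8.41, one-sided Fisher p = 0.00695). ERCC scaling moved the AGRP result most, to 3 of 31 DEG (one-sided Fisher p = 0.00256), and left none of the POMC DEG a GPCR (one-sided Fisher p = 1). limma-voom gave 6 of 47 for POMC neurons (one-sided Fisher p = 3.33e-06).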

For AGRP neurons, 13 genes were >twofold upregulated and 11 genes were >twofold downregulated by food deprivation (Figure 5B). 

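Among the 80 GPCR genes, 13 were higher and 10 lower in FD AGRP neurons with q under 0.05 and a change of more than 2-fold. With the mean CPM criterion added the counts were 12 and 8. *Hrh1*, which is not among the 80, also met the q and 2-fold criteria (log2 fold change −2.40, q = 0.0113). At q under 0.05 alone 14 rose and 14 fell, and adjusted over the 80 genes alone 20 rose and 18 fell. Under ERCC scaling 2 rose and 2 fell.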

All significantly upregulated GPCRs were either G_q_-protein coupled (e.g., *Ghsr, Nmur2, Gpr83, Htr2a*, *Nmbr*, *Hcrtr2*) or G_s_-protein coupled receptors, several of which show high ligand-independent basal G_s_-protein activity (*Gpr3*, *Gpr6*, *Gpr64*). 

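*Nmur2* (ENSMUSG00000037393, chromosome 11, 56024987 to 56041010) rose from 1.29 ± 1.05 normalized CPM (SD, n = 5) in fed to 22.2 ± 19.8 (n = 6) in FD mice, a log2 fold change of 4.10 (standard error 0.63, q = 4.78e-05). *Nmur2* in AGRP FD replicate 2 stood apart at 60.8 normalized CPM, with the nearest library at 24.7. *Gpr83* (ENSMUSG00000031932, chromosome 9, 14860210 to 14870789) rose from 5.11 ± 2.85 normalized CPM (SD, n = 5) in fed to 32.6 ± 20.5 (n = 6) in FD mice, a log2 fold change of 2.67 (standard error 0.55, q = 0.00139). *Gpr83* in AGRP fed replicate 4 stood apart at 10.1 normalized CPM, with the nearest library at 4.98. *Htr2a* (ENSMUSG00000034997, chromosome 14, 74640840 to 74706859) rose from 6.54 ± 4.64 normalized CPM (SD, n = 5) in fed to 30.0 ± 8.49 (n = 6) in FD mice, a log2 fold change of 2.20 (standard error 0.63, q = 0.023). The q of *Htr2a* stayed under 0.05 in 8 of the 11 fits that each left out 1 library. *Hcrtr2* (ENSMUSG00000032360, chromosome 9, 76225880 to 76323856) rose from 2.69 ± 3.34 normalized CPM (SD, n = 5) in fed to 21.7 ± 10.7 (n = 6) in FD mice, a log2 fold change of 3.02 (standard error 0.61, q = 0.00131). *Gpr3* (ENSMUSG00000049649, chromosome 4, 133209340 to 133212536) rose with a log2 fold change of 3.18 (standard error 0.78, q = 0.00751), with 20.5 ± 11.2 normalized CPM in FD (SD, n = 6) and 2.26 ± 3.11 in fed mice (n = 5). *Gpr3* in AGRP fed replicate 5 stood apart at 7.72 normalized CPM, with the nearest library at 1.49. *Gpr6* (ENSMUSG00000046922, chromosome 10, 41069989 to 41072285) rose with a log2 fold change of 2.96 (standard error 0.59, q = 0.000974), with 24.5 ± 8.65 normalized CPM in FD (SD, n = 6) and 3.14 ± 0.898 in fed mice (n = 5). *Gpr64* (ENSMUSG00000031298, chromosome X, 160390690 to 160498070) rose with a log2 fold change of 4.08 (standard error 0.52, q = 3.85e-06), with 182 ± 88.0 normalized CPM in FD (SD, n = 6) and 10.8 ± 3.70 in fed mice (n = 5). The other GPCR genes more than 2-fold higher with q under 0.05, singled out after their values were seen, were *Gpr158*, *Prokr2* and *F2rl2* beside *Ghsr*, *Nmbr* and *Ntsr1*. Taken from the paper's lists, the interaction had q under 0.05 for 4 of 6 G_q_-coupled and 2 of 3 G_s_-coupled receptors.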

The most strongly downregulated genes were G_i_-protein coupled receptors (*Npy2r*, *Hrh1*, *Hrh3*, *Htr1a*). Conversely, POMC neurons showed the opposite pattern with six differentially regulated GPCR transcripts where all upregulated genes were G_i_-protein coupled (4/6) and the downregulated genes were G_q_- or G_s_-protein coupled (2/6). 

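*Npy2r* (ENSMUSG00000028004, chromosome 3, 82538383 to 82548084) fell from 539 ± 65.1 normalized CPM (SD, n = 5) in fed to 109 ± 47.2 (n = 6) in FD mice, a log2 fold change of −2.30 (standard error 0.23, q = 6.3e-08). *Npy2r* in AGRP fed replicate 4 stood apart at 651 normalized CPM, with the nearest library at 528. *Hrh1* (ENSMUSG00000053004, chromosome 6, 114397936 to 114483296) fell from 20.1 ± 13.8 normalized CPM (SD, n = 5) in fed to 3.84 ± 3.40 (n = 6) in FD mice, a log2 fold change of −2.40 (standard error 0.62, q = 0.0113). The q of *Hrh1* stayed under 0.05 in 10 of the 11 fits that each left out 1 library. *Htr1a* (ENSMUSG00000021721, chromosome 13, 105443693 to 105448133) fell from 49.3 ± 8.45 normalized CPM (SD, n = 5) in fed to 11.3 ± 9.64 (n = 6) in FD mice, a log2 fold change of −2.12 (standard error 0.63, q = 0.0259). The q of *Htr1a* stayed under 0.05 in 7 of the 11 fits that each left out 1 library. The lowest log2 fold changes among GPCR genes, singled out after their values were seen, were −6.17 (standard error 0.88, q = 1.67e-05) for *Gpr139* (ENSMUSG00000066197, chromosome 7, 119144323 to 119184374) and −3.94 (standard error 0.64, q = 9.51e-05) for *Brs3* (ENSMUSG00000031130, chromosome X, 57043074 to 57048758).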

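In FD POMC neurons 2 GPCR genes (*Hrh3* and *Oprk1*) were higher and 1 (*Prokr2*) lower with q under 0.05, and 19 of the 80 had an unadjusted edgeR p under 0.05. limma-voom gave 4 higher and 2 lower, and ERCC scaling 0 and 0. Adjusted over the 80 genes alone, 7 were higher and 4 lower.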

For example, two GPCRs were reciprocally regulated in AGRP and POMC neurons with food-deprivation, most strikingly G_i_-protein-coupled *Hrh3* (AGRP: −9.5-fold, q = 4.7e^−8^; POMC: +5.3-fold, q = 0.003; Figure 5—figure supplement 1). 

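*Hrh3* (ENSMUSG00000039059, chromosome 2, 180099465 to 180104488) fell from 122 ± 9.25 normalized CPM (SD, n = 5) in fed to 14.8 ± 4.93 (n = 6) in FD mice, a log2 fold change of −3.04 (standard error 0.30, q = 4.83e-08). In POMC neurons *Hrh3* averaged 61.8 ± 32.5 normalized CPM in FD (SD, n = 5) and 9.97 ± 1.71 in fed mice (n = 5), a log2 fold change of 2.63 (standard error 0.32, q = 1.31e-05). For *Hrh3*, the AGRP change less the POMC change was −5.67 log2 units (standard error 0.44, q = 1.03e-09). The other gene was *Prokr2*, with a log2 fold change of 1.28 (standard error 0.31, q = 0.0062) in AGRP neurons and an interaction of 3.18 (standard error 0.45, q = 3.3e-05).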

Taken together, these changes reveal an opposite response pattern during food deprivation for GPCR expression levels in AGRP and POMC neurons, highlighting the importance of cell type-specific transcriptional profiling for assessing gene expression regulation in the brain. Because G_q_-protein signaling increases AGRP and POMC neuron activity and G_i_-protein signaling reduces activity in these cell types (Krashes et al., 2011; Atasoy et al., 2012), the pattern of GPCR expression is consistent with elevated AGRP neuron activity and reduced POMC neuron activity during food deprivation.

In addition to G_q_- and G_i_-protein coupled signaling, elevated G_s_-protein coupled signaling was prominent in AGRP neurons, especially upregulation of *Gpr3*, *Gpr6*, and *Gpr64*, which are constitutively active G_s_-coupled receptors (Uhlenbrock et al., 2002). Moreover, the G_s_ subunit *Gnas* was upregulated selectively in AGRP neurons (AGRP: +1.8-fold, q = 0.0002, POMC: −1.1-fold, q = 0.73). However, the physiological consequences of G_s_-protein coupled signaling in AGRP neurons are not well understood. 

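*Gnas* (ENSMUSG00000027523, chromosome 2, 174284320 to 174346744) rose from 588 ± 74.2 normalized CPM (SD, n = 5) in fed to 1044 ± 269 (n = 6) in FD mice, a log2 fold change of 0.83 (standard error 0.16, q = 0.000918). In POMC neurons *Gnas* averaged 422 ± 66.3 normalized CPM in FD (SD, n = 5) and 481 ± 82.0 in fed mice (n = 5), a log2 fold change of −0.19 (standard error 0.17, q = 0.723). For *Gnas*, the AGRP change less the POMC change was 1.02 log2 units (standard error 0.23, q = 0.00672).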

We extended our RNA-Seq observations by examining *Gpr6* expression using quantitative smFISH, which showed a significant increase in the number of *Gpr6* transcripts in AGRP neurons after food deprivation (p = 4.8e^−10^, ks-test, Figure 5C–E). To test the functional consequence of elevated *Gpr6* expression in AGRP neurons, we transduced *Agrp*^*Cre*^ mice with a Cre-dependent virus co-expressing *Gpr6* and a fluorescent protein (AGRP^Gpr6^ mice; Figure 5F–H). AGRP^Gpr6^ mice showed significantly elevated body weight compared to mice expressing a fluorescent protein alone (Figure 5I). These experiments reveal a potential role for *Gpr6* and G_s_-coupled signaling in AGRP neurons for positive regulation of body weight.

### Secreted peptides

Neuropeptide expression is typically used to discriminate AGRP and POMC neurons. Transcriptional profiling shows that these two cell populations are distinguished by several additional secreted proteins (Figure 6A). 

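Of the 82 secreted protein genes that the paper lists as changed, 46 rose and 24 fell in FD AGRP neurons with q under 0.05, and ERCC scaling left 9 and 3. In POMC neurons 0 rose and 3 fell with q under 0.05.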

Neuropeptides were also among the most highly regulated genes in response to food-deprivation in AGRP neurons (Figure 6B). 

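*Vgf* rose with a log2 fold change of 4.76 (standard error 0.34, q = 1.02e-10), with 1517 ± 504 normalized CPM in FD (SD, n = 6) and 56.1 ± 29.7 in fed mice (n = 5). *Pdyn* (ENSMUSG00000027400, chromosome 2, 129686565 to 129699833) rose from 8.93 ± 4.42 normalized CPM (SD, n = 5) in fed to 75.3 ± 38.3 (n = 6) in FD mice, a log2 fold change of 3.08 (standard error 0.33, q = 1.71e-07).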

Several neuropeptide transcripts with increased expression in our dataset have been previously shown to increase appetite, for example, *Agrp*, *Npy*, *Vgf*, *Pdyn*. We also observed increased expression of peptides that are associated with reduced appetite, based on pharmacological experiments: *Nmb* (+8.0-fold, q = 6.0e^−5^), *Nts* (+107-fold, q = 0.0001), *Nucb2* (+2.3-fold, q = 0.0002). However, these neuropeptides may have a local signaling role that promotes appetite. 

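*Nmb* (ENSMUSG00000025723, chromosome 7, 80902228 to 80905076) rose with a log2 fold change of 2.87 (standard error 0.45, q = 5.54e-05), with 50.3 ± 24.7 normalized CPM in FD (SD, n = 6) and 6.87 ± 3.29 in fed mice (n = 5). *Nts* (ENSMUSG00000019890, chromosome 10, 102481760 to 102490418) rose from 1.94 ± 2.88 normalized CPM (SD, n = 5) in fed to 58.2 ± 33.5 (n = 6) in FD mice, a log2 fold change of 4.91 (standard error 1.19, q = 0.00626). *Nucb2* (ENSMUSG00000030659, chromosome 7, 116504369 to 116540554) rose with a log2 fold change of 1.22 (standard error 0.23, q = 0.000699), with 228 ± 41.8 normalized CPM in FD (SD, n = 6) and 98.0 ± 17.0 in fed mice (n = 5).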

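*Nmbr* (ENSMUSG00000019865, chromosome 10, 14705621 to 14770850) rose from 5.56 ± 4.62 normalized CPM (SD, n = 5) in fed to 42.8 ± 26.8 (n = 6) in FD mice, a log2 fold change of 2.94 (standard error 0.79, q = 0.0146). The q of *Nmbr* stayed under 0.05 in 10 of the 11 fits that each left out 1 library. *Ntsr1* (ENSMUSG00000027568, chromosome 2, 180499976 to 180544980) rose from 0.665 ± 1.11 normalized CPM (SD, n = 5) in fed to 11.0 ± 12.2 (n = 6) in FD mice, a log2 fold change of 4.06 (standard error 0.86, q = 0.002). *Ntsr1* in AGRP fed replicate 5 stood apart at 2.63 normalized CPM, with the nearest library at 0.426.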

For example, *Nmbr* (+8.8-fold, q = 0.0008) and *Ntsr1* (+41-fold, q = 0.005) were also strongly upregulated in AGRP neurons, are G_q_-coupled receptors, and *Nmb* has been previously demonstrated to increase AGRP neuron electrical activity (van den Pol et al., 2009).

**Figure 6.**
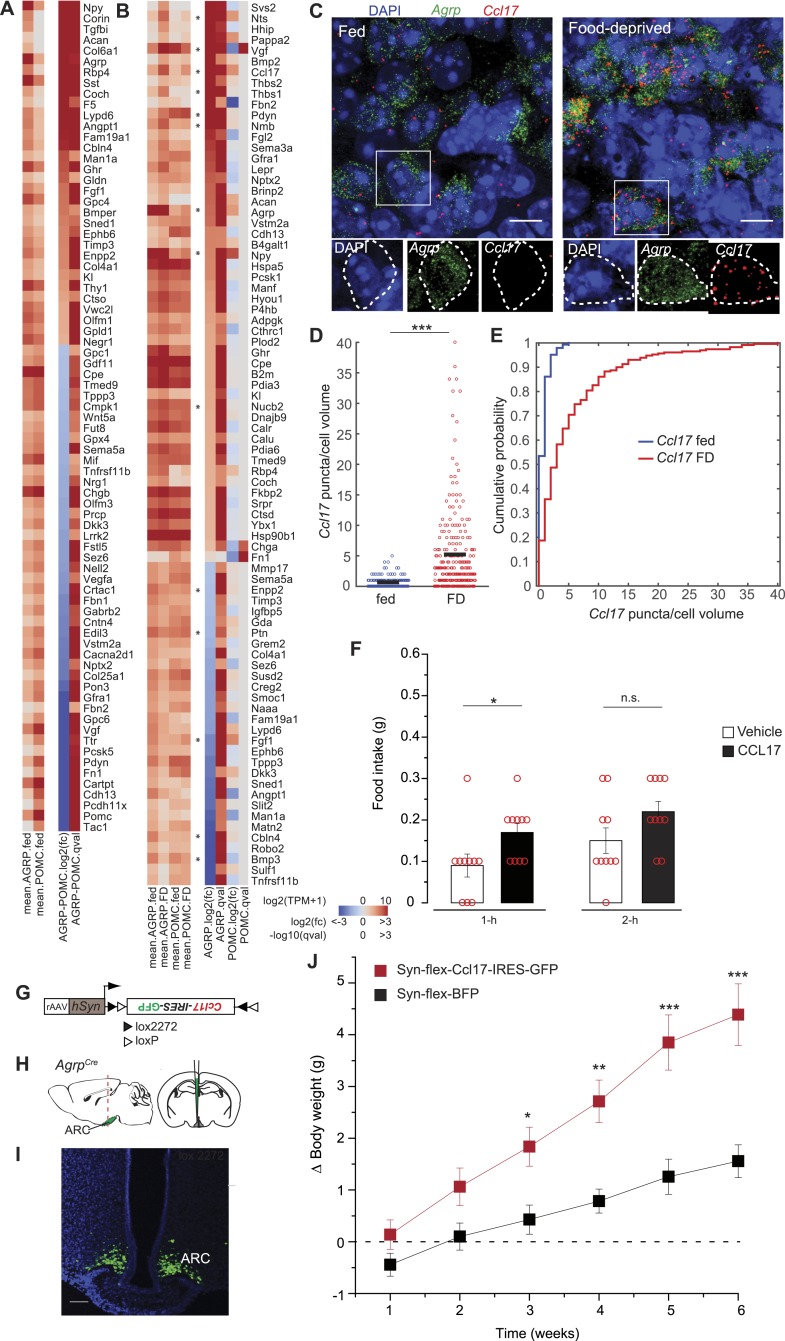
Secreted proteins regulated by food-deprivation. (**A**, **B**) Secreted protein genes differentially expressed between AGRP and POMC neurons (**A**) or AGRP or POMC neurons FD/fed (**B**). Genes mentioned in the text are labeled with an asterisk. (**C**) Double smFISH for *Agrp* and *Ccl17*. Scale, 10 μm. (**D**, **E**) Population counts (bars: mean values) (**D**) and cumulative probability distributions (**E**) of *Ccl17* puncta per cell volume in AGRP neurons (p = 1.5e^−20^, ks-test). Fed, n = 144; FD, n = 230; 3 mice per condition. (**F**) Food intake at start of light period 1-hr and 2-hr after intracerebroventricular injection of either saline or recombinant CCL17 (500 ng). Rank-sum test. (**G**) Cre-dependent viral vector for cell type-specific *Ccl17* overexpression in AGRP neurons. *hSyn*: synapsin promoter. Black and white triangles denote heterotypic loxP sites for stable inversion of *Ccl17-IRES-GFP*. (**H**) Schematic for viral transduction and cell-type specific overexpression of *Ccl17* in the brains of *Agrp*^*Cre*^ mice. (**I**) Representative image showing *Ccl17-IRES-GFP*-transduced AGRP neurons. Scale, 100 µm. (**J**) Body weight change from pre-injection weight (starting age: 8 weeks) in *Agrp*^*Cre*^ mice expressing *Ccl17-IRES-GFP* or *BFP* (2-way ANOVA, one factor repeated measures, transgene: F_1,65_ = 12.0, p = 0.004; time: F_5,65_ = 14.8, p < 0.001; interaction: F_5,65_ = 14.8, p < 0.001). *BFP* data is same as Figure 5I. Holm-Sidak correction for multiple comparisons. AGRP^Ccl17^ n = 9 mice, AGRP^BFP^ n = 7 mice. Data is mean ± s.e.m. n.s., p > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001. **DOI:** http://dx.doi.org/10.7554/eLife.09800.014

Other genes were upregulated by energy deficit that have not been previously associated with appetite regulation, for example *Ccl17* (+21.6-fold, q = 0.0012) and *Thbs1* (+12.4-fold, q = 0.0002). 

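*Ccl17* (ENSMUSG00000031780, chromosome 8, 94810453 to 94812035) rose from 2.44 ± 2.01 normalized CPM (SD, n = 5) in fed to 46.7 ± 26.5 (n = 6) in FD mice, a log2 fold change of 4.25 (standard error 0.89, q = 0.00169). *Thbs1* (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) rose with a log2 fold change of 3.79 (standard error 0.65, q = 0.000184), with 175 ± 101.4 normalized CPM in FD (SD, n = 6) and 12.6 ± 5.23 in fed mice (n = 5).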

We further investigated the chemokine CCL17, which was highly upregulated in AGRP neurons. CCL17 is a 103 aa member of the CC chemokine group with no previously reported functional characterization in the central nervous system. Assessment of *Ccl17* expression using double smFISH in AGRP neurons confirmed food deprivation-induced upregulation (p = 1.4e^−20^, ks-test, Figure 6C–E). Microinjection of recombinant CCL17 (500 ng) into the lateral cerebral ventricle elicited a small increase of food intake during the light period (1-hr: p = 0.02, 2-hr: p > 0.05; rank sum-test, Figure 6F). More strikingly, chronic viral overexpression of *Ccl17* and GFP in adult mice by selective expression in AGRP neurons (AGRP^Ccl17^ mice) resulted in a progressive elevation of weight gain compared to mice expressing a fluorescent protein alone (Figure 6J), providing preliminary evidence that CCL17 may play a role in regulating body weight.

Conversely, we considered the possibility that genes coding for secreted proteins with anorexigenic properties were selectively repressed in AGRP neurons after food-deprivation. For example, *Fgf1,* which has been shown to reduce appetite (Sasaki et al., 1991), was strongly downregulated (−4.1-fold, q = 0.0004). 

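*Fgf1* (ENSMUSG00000036585, chromosome 18, 38838673 to 38918771) fell from 68.6 ± 20.8 normalized CPM (SD, n = 5) in fed to 18.8 ± 7.61 (n = 6) in FD mice, a log2 fold change of −1.87 (standard error 0.40, q = 0.00194).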

To explore this idea, we tested a number of secreted proteins that were downregulated in AGRP neurons after food deprivation and previously had not been examined for regulation of food intake. Based on these criteria, we selected four peptides for further analysis: Pleiotrophin (*Ptn*, −2.3-fold, q = 0.005), a heparin-binding cytokine, which inhibits receptor protein tyrosine phosphatase β/ζ; autotaxin (*Enpp2*, −2.2-fold, q = 0.00013), a secreted enzyme that converts lysophosphatidylcholine into the lipid second messenger lysophosphatidic acid; cerebellin 4 (*Cbln4*, −7.6-fold, q = 2.9e^−5^), a transneuronal regulator of synaptic function; and bone morphogenic protein 3 (*Bmp3*, −17.7-fold, q = 2.0e^−5^), a member of the TGFβ superfamily (Figure 6B). 

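*Ptn* (ENSMUSG00000029838, chromosome 6, 36715663 to 36811361) fell from 86.2 ± 23.0 normalized CPM (SD, n = 5) in fed to 40.5 ± 15.5 (n = 6) in FD mice, a log2 fold change of −1.09 (standard error 0.29, q = 0.0143). *Enpp2* (ENSMUSG00000022425, chromosome 15, 54838898 to 54920146) fell with a log2 fold change of −1.13 (standard error 0.21, q = 0.000458), with 54.3 ± 13.4 normalized CPM in FD (SD, n = 6) and 119 ± 11.2 in fed mice (n = 5). *Cbln4* (ENSMUSG00000067578, chromosome 2, 172036233 to 172043466) fell from 54.2 ± 17.9 normalized CPM (SD, n = 5) in fed to 7.86 ± 4.50 (n = 6) in FD mice, a log2 fold change of −2.78 (standard error 0.46, q = 0.000131). *Cbln4* in AGRP fed replicate 4 stood apart at 85.2 normalized CPM, with the nearest library at 52. *Bmp3* (ENSMUSG00000029335, chromosome 5, 98854439 to 98880960) fell with a log2 fold change of −3.21 (standard error 0.52, q = 9.13e-05), with 6.25 ± 5.51 normalized CPM in FD (SD, n = 6) and 57.4 ± 22.7 in fed mice (n = 5).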

Based on smFISH, we confirmed that *Cbln4 and Bmp3 were* downregulated in AGRP neurons after food-deprivation (*Cbln4*: p = 6.8e^−17^, *Bmp3*: p = e −12, ks-test; Figure 7A–F). To test whether these proteins influence food intake, we delivered them by intracerebroventricular injection. All four proteins significantly reduced food intake over a 24-hr period (Figure 7G), consistent with reduction of their expression levels during food deprivation. Therefore, cell type-specific RNA-Seq is also effective for identifying new secreted proteins that regulate appetite.

**Figure 7.**
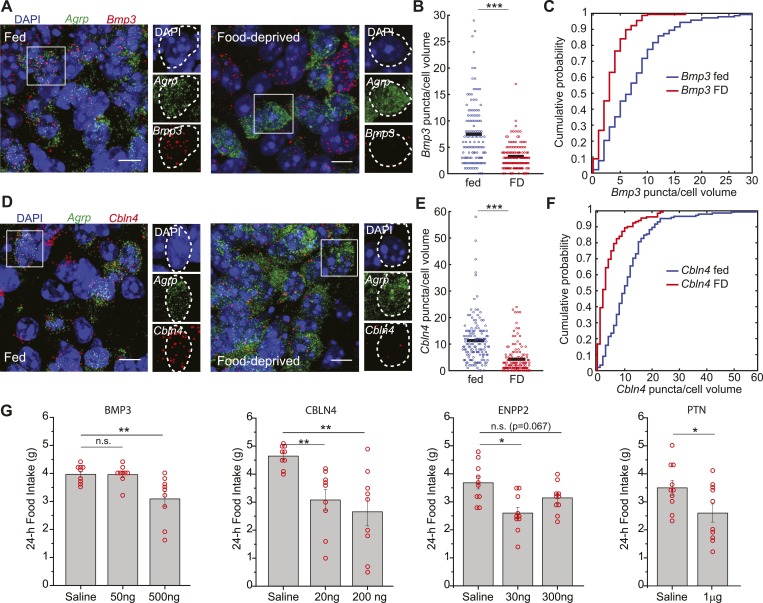
Secreted proteins that are downregulated in AGRP neurons with food-deprivation reduce food intake. (**A**–**F**) Double smFISH for *Agrp* and (**A**) *Bmp3* or (**D**) *Cbln4*. Scale, 10 μm. Population counts (**B**, **E**) and cumulative probability distributions (**C**, **F**) for *Bmp3* and *Cbln4* (p = 9e^−12^ and p = 6.8e^−17^, ks-test). *Bmp3* fed, n = 142; *Bmp3* FD, n = 157 cells; *Cbln4* fed, n = 145; *Cbln4* FD, n = 132; 3 mice per condition. (**G**) Mean food intake (24 hr) after intracerebroventricular injection of either saline or recombinant BMP3 (ANOVA, F_2,24_ = 7.5, p = 0.003), CBLN4 (ANOVA, F_2,24_ = 8.0, p = 0.002), ENPP2 (ANOVA, F_2,27_ = 7.3, p = 0.003), or Pleiotrophin (unpaired t-test). Holm-Sidak correction for multiple comparisons. Data is mean ± s.e.m. n.s., p > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001. **DOI:** http://dx.doi.org/10.7554/eLife.09800.015

## Discussion

The molecular processes governing the function of AGRP and POMC neurons have been a central focus for understanding energy homeostasis and for identifying new approaches to influence appetite and body weight in humans. This cell type-specific RNA-Seq resource from AGRP and POMC neurons reveals an extensive program of gene expression changes selectively in AGRP neurons during energy deficit associated with increased protein translation and folding, circadian gene expression, increased neuronal activity and synaptic release of neurotransmitter and neuropeptides, and alterations in secreted protein and cell surface receptor expression. POMC neurons show a much smaller number of changes, and some of these are associated with reduced activity, as would be expected from suppression of POMC neuron function under energy deficit conditions. Therefore, AGRP neurons are much more sensitive to energy deficit states than POMC neurons.

Differential gene expression in AGRP neurons after food deprivation is also considerably greater than has been observed in other cell types after various perturbations of brain state. Miller et al. (2011) compared gene expression in fast-spiking GABAergic interneurons from 48-hr muscimol-treated and saline-treated sides of motor cortex, which led to dramatic alteration in firing properties of these neurons but only 13 DEG (q < 0.05). 

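By q under 0.05 alone, 1700 genes changed in FD AGRP neurons, 969 higher and 731 lower, and limma-voom gave 2115. With ERCC scaling 97 genes had a q under 0.05, 52 higher and 45 lower.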

We observed >160-fold more DEG in AGRP neurons after food-deprivation using the analysis criteria as Miller et al. (2011). Another strong neuronal perturbation, genetic ablation of the important transcriptional repressor *Mecp2*, only resulted in 10–50% of the number of DEG in various cell types (Sugino et al., 2014) compared to AGRP neurons from FD mice using the same analysis criteria. Finally, RNA-Seq analysis of motor neurons in an amyotrophic lateral sclerosis mouse model showed only 62 genes differentially expressed (q < 0.05) relative to wildtype motor neurons (Bandyopadhyay et al., 2013), which is 34-fold fewer differentially expressed transcripts than from AGRP neurons under food deprivation using the same analysis criteria. The high number of DEG in our dataset is influenced by our study's greater statistical power, use of RNA-Seq (instead of microarrays), as well as high purity and more narrowly defined cell types. However, the relatively small number of DEG measured in POMC under similar experimental conditions indicates that the magnitude of changes in gene expression in AGRP neurons is also based on a selectively tuned response in these neurons to the energy deficit physiological state. Therefore, our results show that neuronal gene expression in vivo can have much greater dynamic changes from alteration of genetic, physiological, or behavioral state than previously reported.

Many DEG were consistent with ER-stress responses associated with the transition to elevated protein translation in AGRP neurons during periods of increased neuropeptide release. Indeed, secreted proteins are among the most abundant transcripts in AGRP neurons and their abundance increases further during energy deficit. We observed increased splicing of the UPR regulator Xbp1s, as well as multiple protein folding chaperones, transcripts encoding protein degradation machinery, and oxidative stress signaling molecules during food deprivation. This adaptive cellular response to food deprivation in AGRP neurons is different to what has been found using whole hypothalamus analysis, where UPR signaling has been primarily associated with overnutrition states (Ozcan et al., 2009). Interestingly, overexpression of Xbp1s in POMC neurons has been shown to facilitate the function of those neurons (Williams et al., 2014), and a similar effect may be operating in AGRP neurons. In addition, we found that anti-apoptotic pathways were also prominently increased in AGRP neurons during food-deprivation, which is also indicative of considerable cellular stress and the importance of protecting against cell death for this critical energy homeostasis neuron population.

We also found reduced expression of E-box-regulated circadian genes during energy deficit in AGRP neurons. AGRP neurons contribute to increased locomotor activity during scheduled feeding (Tan et al., 2014), which is associated with the food-entrained circadian rhythm. Moreover, E-box genes are expressed primarily during the light period (Rey et al., 2011), when mice normally eat little, and suppression of these genes is similar to the expression level of these genes at night, a time when mice consume the most food. The cause and downstream consequences of this ‘night-like’ pattern of circadian gene expression are an important area for further investigation into the circadian control of AGRP neurons, but transcriptional repression involving *Sfpq* (*Psf*) (Duong et al., 2011) is a candidate molecule for this pathway.

GPCR gene expression was also substantially altered by food-deprivation in both AGRP and POMC neurons. For AGRP neurons, this was largely associated with G_q_- and G_s_-coupled GPCR upregulation as well as reduced G_i_-coupled GPCRs. This is in line with activation of AGRP neurons by G_q_-protein-coupled signaling pathways through the G_q_-coupled DREADD hM3Dq (Krashes et al., 2011). In addition, overexpression of the constitutively active G_s_-protein-coupled *Gpr6* in AGRP neurons led to a significant increase in body weight. A similar role may extend to other constitutively active G_s_-protein-coupled receptors that are upregulated by energy deficit, such as *Gpr3* and *Gpr64*, and this effect is likely enhanced by the concomitant fall in G_i_-protein coupled receptor expression. Interestingly, we noted that *Hrh1* and *Hrh3* are sharply reduced in AGRP neurons during energy deficit, indicating reduced responsiveness to histamine. Because GPCRs are of considerable interest as targets for drug development, this resource of AGRP and POMC neuron-expressed GPCRs provides multiple possibilities for modulating the function of these key energy homeostasis-regulating neuron populations.

Neuropeptide genes were strongly differentially expressed in AGRP neurons. *Ccl17* has not been functionally investigated in the brain, but it was highly increased by food-deprivation as confirmed by RNA-Seq and smFISH, and overexpression in AGRP neurons increased body weight, consistent with a role in energy homeostasis. Notably, several neuropeptide genes that were strongly downregulated reduced appetite when injected in the lateral cerebral ventricle. For example, the neuropeptide CBLN4 strongly reduced food intake, and *Cbln4* has been implicated in regulating inhibitory synapse function and is thought to play a neuroprotective role (Chacon et al., 2015). In addition, PTN is an inhibitor of receptor tyrosine phosphatase β/ζ, and its reduction might reduce cytokine signaling through tyrosine kinase receptors, which include leptin and insulin receptors.

Another important application of cell type-specific RNA-Seq data is to investigate the electrical properties of neurons. A list of expressed ion channels and how they are altered with food-deprivation provides a molecular framework for electrical activity in these neurons. Ex vivo and in vivo recordings of AGRP neuron activity have shown elevated activity and indicated the importance of burst firing in AGRP neurons during energy deficit (Betley et al., 2015). Here, we show that an important contributor to AGRP neuron excitability and burst firing in FD mice is reduced expression of the SK3 channel transcript *Kcnn3*. In fed mice, this calcium-activated potassium channel reduces electrical activity during elevated firing, and we find that SK-channel blockade in AGRP neurons promotes burst firing in brain slices.

Taken together, the data described in this resource provide a framework for extensive analysis of energy homeostasis circuits as well as other cell type-specific circuit nodes in the brain. Transcriptomic profiling was performed only on male mice, and future work should examine gene expression in female mice. However, these data allow insights into the cell biology of energy deficit-responsive neurons and highlight the remarkable specificity of gene expression responses of AGRP and POMC neurons. Moreover, in light of the intensive focus on new therapies for obesity as well as undereating disorders (Gautron et al., 2015), this detailed resource of molecular components in key energy homeostasis neurons will be valuable to researchers aiming to devise small molecule and peptide modulators of these circuits. In addition, together with the rapid increase in known genetic variants associated with obesity (van der Klaauw and Farooqi, 2015), cell type-specific RNA-Seq data from these and numerous other populations essential for energy homeostasis may strengthen understanding of the cell type basis of obesity found in the human population.

## Materials and methods

All experimental protocols were conducted according to U.S. National Institutes of Health guidelines for animal research and approved by the Institutional Animal Care and Use Committee at Janelia Research Campus (protocol 13-92). Experiments conducted in the UK were licensed (PPL 70/7652) under the UK Animals (Scientific Procedures) Act of 1986 following local ethical approval. All surgery was performed under isoflurance anesthesia to minimize suffering.

### Mice

Mice were housed on a 06:00–18:00 light cycle with water and mouse chow ad libitum (PicoLab Rodent Diet 20, 5053 tablet, TestDiet, St. Louis, MO, United States) unless otherwise noted. The following mouse lines were used: *Agrp*^*Cre*^ (Jackson Labs Stock 012899, Agrp^tm1(cre)Lowl^/J)*, Ai9* (ROSA-loxPStoploxP-tdTomato, Jackson Labs Stock 007909), *Pomc*^*topazFP*^ (Jackson Labs Stock 008322), and *Npy*^*hrGFP*^ (Jackson Labs Stock 006417). Young adult male mice (>6.5 weeks old) were used for experiments. For tdtomato expression in AGRP neurons, *Agrp*^*Cre*^ mice were crossed to *Ai9* mice.

### Cell type sorting

AGRP and POMC neurons were obtained by sorting fluorescent neurons form the ARC of *Npy*^*hrGFP*^ mice and *Pomc*^*topazFP*^ mice, respectively. Male mice (age 6.5–8 weeks) were used for the experiments. Both control and experimental mice were separated into individual fresh cages a day before experiment around noon. For mice in the 24-hr food deprivation condition, only water was provided. On the next day, between 11:00 and 13:00, mice were sacrificed and labeled neurons were manually sorted as described previously (Hempel et al., 2007). Briefly, a horizontal hypothalamic slice (300 μm thick) containing the ARC was obtained using Leica Vibratome VT1200S. After digesting with 1 mg/ml Pronase (P5147, Sigma–Aldrich, St. Louis, MO, United States) for 1 hr at room temperature, the ARC was dissected from the slices and triturated using three Pasteur pipettes with decreasing tip sizes in artificial cerebrospinal fluid (ACSF) with 1% FBS (1 ml). Triturated cells were diluted (25 ml) and poured into a 100 mm Petri dish. After cells settled (5–10 min), labeled neurons were picked using a glass pipette (30–50 μm tip size) and transferred to a clean 35 mm dish containing ACSF with 1% FBS (2 ml). This manual sorting process was repeated two additional times and the final sorted neurons were transferred to a PCR tube containing extraction buffer XB (47 μl) from PicoPure Kit (KIT0204, Life Technologies, Carlsbad, CA, United States), incubated (42°C, 30 min), and the mixture was stored at −80°C until library preparation. The whole process was complete 3–3.5 hr after sacrifice.

### RNA-Seq

RNA was extracted according to PicoPure manufacturer's instructions. Either 1 μl of 10^−5^ dilution of External RNA Controls Consortium (ERCC) spike-in control (Life Technologies, #4456740) or (number of sorted cells/50) × (1 μl of 10^−5^ dilution of ERCC) was added to the purified RNA and speed-vacced down to 5 μl and immediately processed with reverse transcription by NuGEN Ovation RNA-Seq System V2 (#7102, NuGEN, San Carlos, CA, United States) which yielded 4–8 μg of amplified DNA. This amplified DNA was fragmented to average size of ∼200 bp using Covaris E220. Then, NuGEN Encore NGS Multiplex System I kit (NuGEN, 0314) was used to prepare for sequencing with Illumina HiSeq2500. Libraries were sequenced with either fourfold or eightfold multiplexing in one or two lanes. In total six lanes and four sequencing runs were used for the data collection, and lanes were mixed with samples from fed and FD mice as well as from AGRP and POMC neurons. On average 53 million of 100 bp single end reads were obtained per sample (range: 26–97 million reads). Of these, on average 68% mapped uniquely to University of California, Santa Cruz (UCSC) mm10 genome, 2.2% mapped non-uniquely, 4.6% were unmappable and 25% mapped to abundant sequences such as ribosomal RNA, mitochondrial or phiX sequences. RNA-Seq data is available at Gene Expression Omnibus (GEO) (accession number GSE68177).

### RNA-Seq analysis

Adaptor sequences (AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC for Illumina sequencing and CTTTGTGTTTGA for NuGEN SPIA) were removed from de-multiplexed FASTQ format data from Illumina HiSeq2500 using cutadapt v1.7.1 (http://dx.doi.org/10.14806/ej.17.1.200) with parameters ‘--overlap = 7 --minimum-length = 30’. Then abundant sequences (ribosomal RNA, mitochondrial, Illumina phiX and low complexity sequences) were detected using bowtie2 (Langmead and Salzberg, 2012) v2.1.0 with default parameters. The remaining reads were mapped to mm10 genome using STAR (Dobin et al., 2013) v2.4.0i with parameters ‘--chimSegmentMin 15 --outFilterMismatchNmax 3’. Uniquely mapped reads were then assigned to genes using HTSeq (Anders et al., 2015) v0.6.1p1 with parameters ‘-s no -m intersection-nonempty’. For genome annotation, we used GencodeVM4Basic downloaded from UCSC genome browser, which included 35,266 genes. Fragments per kilobase of transcript per million mapped reads (FPKM) for a gene was calculated by dividing counts of reads assigned to the gene by the sum of the length (in kb) of all the exons belonging to the gene and then normalized by library size (in millions). FPKM was then transformed to TPM by dividing by the sum of all FPKM values and multiplying with 1e6. Expression levels in figures are TPM.

ERCC analysis (similar to Zeisel et al., 2015) indicated we had 50% detection rate at 22 copy × kb of ERCC spike-ins in a tube. Because we had on average 102 cells in a tube (minimum 44), this suggests we had at least 50% detection rate of all the transcripts larger than 1 kb, even if there was only 1 transcript/cell. We also estimated that 1 TPM corresponded to 3.2 ± 1.9 copies of transcripts/cell from the ERCC data. This was done using a linear fit between log(ERCC TPM) and log(ERCC copy number), ratio of total reads between ERCC and all the genes and number of cells used.

### DEG

To detect DEG, we used limma-voom packages (Law et al., 2014; Ritchie et al., 2015). Raw read counts for genes with counts per million (CPM) value larger than 1 in at least three samples (16,513 genes) were used as inputs to limma-voom package. Trimmed mean of M-values (TMM) normalization method (Robinson and Oshlack, 2010) was used for normalization and the Benjamini and Hochberg method was used for adjusting for multiple tests. Adjusted p-values (q-values) are reported throughout the paper. The log-ratio (coefficients) outputs from limma package was used as adjusted log2(fold-change) [log2(fc)] and reported instead of simple log2(fold-change) calculated from raw TPM values (differences between coefficients and raw TPM fold-change values are due to weights assignment to each observation calculated by the voom package). Reported DEG were obtained by requiring q-value <0.05, abs[log2(fc) > 1] and mean CPM > 20 in at least 1 cell type/condition. Post-hoc power analysis using the ‘RNASeqPower’ package for R (Hart et al., 2013) indicates that for our sample size (5–6 mice per group), 80% of genes can be detected that have at least a twofold change in expression.

To evaluate this pipeline of DEG calculation, we randomly permuted assignment of four conditions (Agrp.FD, Agrp.fed, Pomc.FD, Pomc.fed) on 21 samples and recalculated DEG. With 1000 permutations, there were 1.7 ± 25 (mean ± sd) DEG for AGRP.fed vs AGRP.FD and 0.77 ± 16 for POMC.fed vs POMC.FD and 0.64 ± 14 for AGRP.fed vs POMC.fed, yielding empirical false discovery rate (FDR) of 0.2%, 1.6% and 0.1% respectively. The majority of permutations resulted in zero DEG with only biased permutations yielding any DEG.

### Non-neuronal data

To assess contamination of non-neuronal cell types, we used RNA-Seq data by Zhang et al. (2014a). Raw RNA-Seq data was downloaded from GEO (accession number GSE52564) and processed as for the current data. Four specifically and highly expressed genes from each of the previously described non-neuronal cell types (Zhang et al., 2014a) were used to assess potential contamination by these cell types.

### Analysis of oligodendrocyte markers in data from Ren et al. (2012)

All samples were processed together with apt-probeset-summarize in Affymetrix Power Tools version 1.17.0 with ‘–a rma-sketch’ option. Using ‘MoEx-1_0-st-v1.r2.dt1.mm9.core.mps’ provided by Affymetrix as meta-probesets (i.e., gene expression value summaries were obtained).

### MDS

MDS was used to visualize gene expression differences between samples. Pseudo-distance, 1 minus correlation coefficient, was used as an input for MDS. Only genes with CPM > 20 in at least 1 cell type/condition were used for this calculation (8198 genes met this criterion).

### Gene annotation enrichment analysis

The dataset with (adjusted) log-fold-change (lfc) and q-values were uploaded to the Ingenuity Pathway Analysis (IPA) server and genes with q < 0.05 and abs(lfc) > 1 (AGRP: 1276, POMC: 53 genes) were used to evaluate pathway enrichment using IPA core analysis option.

### E-box genes

Core circadian reference genes and E-box target genes shown in Figure 3 were described previously (Rey et al., 2011). E-box targets were selected with criteria: conservation score ≥0.9, cycling score (sum of ZT2-ZT22 score) ≥160 and number of associated E-boxes (either E1 or E1–E2) ≥1. Out of 16,513 genes that had read counts in AGRP neurons, 113 were associated with E-boxes, 1346 genes satisfied qval < 0.05 and abs[log2(fc)] > 1 and of these 20 were associated with E-box. From these numbers, overrepresentation probability of food deprivation affected E-box genes was calculated using the hypergeometric test. Even when we did not threshold E-box genes with conservation score and cycling score, E-box overrepresentation in AGRP food deprivation affected genes (qval < 0.05, abs[log2(fc)] > 1) was significant (p = 0.0006). If genes with smaller fold-changes (q < 0.05, abs[log2(fc)] > 0) were included, statistical significance was further improved (p = 1.5e^−6^).

### GPCRs and ion channels

IUPHAR database (Pawson et al., 2014) was used to obtain a list of GPCRs and ion channels. Ion channel classification is based on IUPHAR assignment.

### Secreted proteins

Secreted Protein Database (SPD) (Chen et al., 2005) and Gene ontology (GO) annotation were used to create a list of secreted proteins. Only genes with confidence level ≤2 from SPD that also intersected with genes which had GO annotation of ‘extracellular region’ (GO: 0005576) were used. Genes associated with GO: 0005576 were obtained using the QuickGO website.

### ER protein processing genes

KEGG PATHWAY mmu04141 was used to obtain a list of ER-associated genes.

### Synaptic components and transcription factors

QuickGO was used to obtain genes that encode proteins localized to ‘Synapse (GO: 0045202)’ and proteins with ‘Sequence-specific DNA binding transcription factor activity (GO: 0003700)’.

### Kinases and phosphatases

Previously reported lists of mouse kinases (Caenepeel et al., 2004) and phosphatases (Sacco et al., 2012) were used.

### Recombinant adeno-associated viral (rAAV) vectors

To assess intracellular localization of the UPR-related protein ATF6, the DNA encoding enhanced green fluorescent protein (EGFP):ATF6 (Addgene, Plasmid #32955) was inserted into a rAAV2-h*Synapsin*-FLEX (FLEX: flip-excision) vector in the inverted orientation to create the Cre-dependent viral expression vector (serotype 1) rAAV2/1-*hSyn*-FLEX-*rev-EGFP:Atf6* (6.4e12 Genomic Copies (GC)/ml). For experiments involving Cre-dependent overexpression of *Ccl17* or *Gpr6* in AGRP neurons, an Origene synthesized fragment containing either *Ccl17* or *Gpr6* cDNA from mouse was cloned into a rAAV2-h*Synapsin*-FLEX vector in an inverted orientation, yielding the Cre-dependent viral expression vectors rAAV2/1-*hSyn*-FLEX-rev-*Ccl17*-*IRES-EGFP* (3.3e12 GC/ml), and rAAV2/1-*hSyn*-FLEX-rev-*Gpr6*-*IRES-EGFP* (7.1e12 GC/ml). Cre-dependent expression of blue fluorescent protein (BFP) used rAAV2/1-*hSyn*-FLEX-rev-*BFP* (1.9e13 GC/ml). FLEX, Cre-dependent flip-excision switch (Atasoy et al., 2008). Viral vectors were produced by the Janelia Farm Molecular Biology Core Facility.

### Viral injections and cannula placement

For transgene expression in AGRP neurons, male mice 8 weeks of age or older were anaesthetized with isoflurane, and placed into a stereotaxic apparatus (David Kopf Instruments). After introducing a small incision to expose the skull surface, small holes were drilled in skull for immediate viral injections and/or cannula implantation. rAAV was delivered via a pulled glass pipette with diameter between 20 and 40 μm. For targeted rAAV delivery to the ARC, bilateral injections were made at two depths using the coordinates: bregma −1.3 mm; midline ±0.25 mm; dorsal brain surface −6.0 mm and −5.90 mm in *Agrp*^*Cre*^ mice. For experiments involving long term (6 weeks) monitoring of body weight small volume injections (50 nl total injected at each of the two sites) were performed to avoid potential long-term effects on body weight associated with large volume viral injections in this brain region. Mice injected with rAAV2/1-*hSyn*-FLEX-*rev-EGFP:Atf6* were used for experiments 7 days post-infection; transgene expression for significantly longer periods of time resulted in aberrant localization of the EGFP signal to the nucleus under baseline conditions.

For experiments involving acute administration of recombinant peptides into the brain, a craniotomy was drilled over the right lateral ventricle and a cannula was implanted at the coordinates: bregma −0.58 mm, midline +1.25 mm, skull surface −2.0 mm; Grip cement (DENTSPLY) was used to anchor the cannula to the skull. For all animal surgeries, postoperative analgesia was provided. Buprenorphine was administered intraperitoneally (0.1 mg/kg) along with ketoprofen administered subcutaneously (5 mg/kg).

### Antibodies

Rabbit anti-GRP78 (also called BiP; 1:4000, Novus Biologicals, San Diego, CA, United States), monoclonal mouse anti-TDP43 (1:32,000, Abcam, San Francisco, CA, United States), guinea pig anti-BMAL1 (1:15,000, Millipore, Billerica, MA, United States), and sheep anti-GFP (1:3,000, AbD Serotec, Raleigh, NC, United States) were used. Species appropriate, fluorophore-conjugated, minimally cross reactive secondary antibodies were obtained from Jackson Immuno (West Grove, PA, United States) and used at a concentration of 1:500. Specificity of anti-BiP antibody was previously verified via siRNA knockdown (Kitahara et al., 2011; Maddalo et al., 2012). Specificity of anti-TDP43 antibody was previously verified via shRNA knockdown (Lee et al., 2015). Specificity of anti-Bmal1 antibody was verified in *Bmal*^*−/−*^ tissue (LeSauter et al., 2012).

### Immunohistochemistry and imaging

Mice were transcardially perfused with 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer fixative (pH 7.4). Brains were postfixed in this solution (3–4 hr) and washed overnight in phosphate buffered saline (PBS) (pH 7.4). Brain sections (50 μm thick) were incubated (24–48 hr, 4°C) with primary antibodies diluted in PBS, supplemented with 1% bovine serum albumin (BSA) and 0.1% Triton X-100. Slices were washed three times and incubated with species appropriate secondary antibodies (2 hr, room temperature) and mounted using VECTASHIELD (Vector Laboratories, Burlingame, CA, United States) hard set mounting medium with DAPI (4′,6-diamidino-2-phenylindole). Images were collected by confocal microscopy (Zeiss 510, Zeiss 710, and Nikon A1R), using identical imaging conditions for each experimental group. Fed and FD groups used same conditions as for RNA-Seq data.

Analysis of BiP antibody staining intensity in somatic regions of AGRP and POMC neurons was performed using the software program FIJI on maximal intensity z-projected (10 μm) image stacks. Immunofluorescence intensity was calculated from the average pixel intensity value contained within a 80 pixel × 80 pixel circular region of interest placed over the somatic region of each cell.

TDP43-associated granule abundance in individual AGRP neurons (Figure 2F) was measured on 5 μm projections from confocal images acquired with a 63× objective, using the StarSeach analysis tool (http://rajlab.seas.upenn.edu/StarSearch/launch.html) with a threshold setting of 50.

Quantification of nuclear to cytoplasmic ratio of the GFP:ATF6 signal (Figure 2H) was performed using FIJI. Nuclear GFP fluorescence intensity was quantified on a per cell basis from a single optical section (as defined by a binarized mask created from the corresponding DAPI signal), then subtracted from the total somatic integrated intensity for each cell (as defined by a binarized mask created from the corresponding tdtomato signal) to yield the uniquely cytoplasmic intensity signal. Nuclear and cytoplasmic values were normalized by area before being used to calculate the relative ratio of nuclear to cytoplasmic fluorescence intensity ratio for each infected cell. To verify efficacy of reporter, rAAV2/1-*hSyn*-FLEX-*rev-EGFP:Atf6* injected mice were implanted with a cannula over the right lateral ventricle and allowed 1 week of post-surgical recovery time before intracerebroventricular injection with either DMSO or the UPR-inducing agent tunicamycin (40 mg/ml, 1 μl total volume). Mice were perfused 24-hr post injection to assess potential alterations in nucleus:cytoplasm GFP ratio.

Initial attempts to quantify somatic Arntl/Bmal immunofluorescence in z-projected confocal stacks or single optical sections produced considerable variability under baseline conditions that was likely due to differences in fixation quality. To ameliorate this issue, we acutely sliced brain sections of 250 µm thickness (using standard brain slicing procedures [Atasoy et al., 2012] for electrophysiological recordings), and these were fixed via submersion in 4% PFA in 0.1 M phosphate buffer fixative (pH 7.4) for 1-hr at room temperature. These slices were then washed and subjected to immunofluorescence staining procedures similar to those described earlier. We restricted analysis to the top 20 µm of the slice. Analysis of Arntl/Bmal immunofluorescence intensity in somatic regions of AGRP neurons (identified from *Npy*^*hrGFP*^ mice), was performed using custom MATLAB scripts (Source code 1) to automatically detect the optical section of maximal intensity in the EGFP fluorescence channel for a given neuron, then to return the average pixel value of the Arntl/Bmal immunofluorescence channel within a 60 pixel × 60 pixel ROI placed over the somatic region of the each cell.

### Electrophysiology

Acute coronal slices (200 μm) were prepared from the ARC of fed and fasted male *Npy*^*hrGFP*^ mice (8 weeks old) and incubated at 37°C for 1 hr before being kept at room temperature prior to experiments, in ACSF containing (in mM): NaCl_2_ 125, KCl 2.5, NaHCO_3_ 26, NaH_2_PO_4_ 1.25, glucose 25, CaCl_2_ 2, MgCl_2_ 1 (pH 7.3 when bubbled with 95% O_2_ and 5% CO_2_). Fluorescent cells were visualized on an upright Slicescope (Scientifica, UK) using a 60× objective, and whole-cell patch clamp recordings (R_series_ < 30 MΩ) were performed at 35–37°C using a HEKA 800 Amplifier (HEKA, Germany) and borosilicate glass micropipettes with a 3–6 MΩ resistance (Harvard Apparatus, UK) filled with (in mM): K-Gluconate 130, KCl 10, HEPES 10, EGTA 1, Na_2_ATP 2, Mg_2_ATP 2, Na_2_GTP 0.3. Apamin-sensitive tail currents were recorded in the presence of Kynurenic Acid (2 mM, Sigma), Picrotoxin (50 μM, Sigma), TTX (1 μM, Tocris, Minneapolis, MN, United States), ±Apamin (100 nM, Tocris). Current clamp recordings did not contain TTX. Slices were perfused in blockers at least 10 min prior to obtaining recordings, and all comparisons are between populations of cell recorded in the different conditions. Data was analyzed in Python 2.7 using custom written routines.

### Food intake studies

To assess the effect of intracerebroventricular peptide injection on feeding behavior, adult (8–9 weeks) male mice were implanted with a cannula over the right lateral ventricle, and were allowed to recover for 1 week prior to further manipulation. All animals were singly housed for at least 5 days following surgery. Assessment of food intake over 24-hr was performed in home cages with ad libitum access to standard mouse chow. Saline or peptide-containing solution (1 μl total volume) was delivered via a micromanipulator (Narishige) at a speed at 30 nl/min under isoflurane anesthesia. Injections were performed at 17:00. The following commercially available peptides were used for assessment of food intake alterations during the dark cycle: recombinant mouse PTN (R&D Systems, #6580-PL-050, Minneapolis, MN, United States), recombinant mouse ENPP-2/Autotaxin (R&D Systems, #6187-EN-010), recombinant human BMP-3 (R&D Systems, #113-BP-100/CF), and recombinant human CBLN4 (Abnova, #H00140689-PO1). Cohorts of experimental animals were randomly assigned into saline or peptide groups. Mice were given at least 1 day post injection before performing additional manipulations.

Experiments involving acute alterations in food intake were in the early light period and used a similar procedure for dark cycle experiments. Singly housed, cannulated adult male mice (8–9 weeks of age) were injected intracerebroventricularly with either saline or recombinant mouse (R&D Systems, #529-TR-025/CF) at 09:00 and food intake was monitored in the home cage 1 and 2 hr post-injection. Mice received 1 day between experimental sessions before the subsequent injection.

### Long term body weight monitoring studies

To measure the effects of cell-type specific overexpression of *Ccl17*, *Gpr6* and *Bfp*, adult male mice (8–9 weeks of age at start of experiment) were injected with a Cre-dependent rAAV as described above. Body weight was assessed between 11:00 and 13:00 for 6 weeks.

### Fluorescent in situ hybridization

Two-color smFISH was performed on hypothalamus containing fixed frozen sections from male *Agrp*^*Cre*^ mice (8–9 weeks old), using the proprietary probes and methods of Advanced Cell Diagnostics (Hayward, CA, United States) (ACD Technical notes #320535 for tissue prep, and #320293 for Multiplex labeling, http://www.acdbio.com/technical-support/downloads). Fed and FD groups were same conditions as for RNA-Seq data. Briefly animals were anesthetized and sequentially perfused with RNase free solutions of PBS and 4% PFA in PBS. The brains were removed and post-fixed (24 hr, 4°C) in 4% PFA in PBS, incubated in 30% sucrose (12 hr), and the blocked brain was mounted in cryo-embedding media (OCT, Ted Pella, Redding, CA, United States) on a cryostat for sectioning. Frozen sections (15 μm) were mounted on slides, which were air dried (20 min at −20°C) or stored at −80°C for later use. The OCT was washed off with PBS before pretreatment with ACD proprietary reagents PT2 and PT4. After boiling for 5 min in PT2, sections were rinsed in distilled water then ethanol, air dried, and then incubated with ACD proprietary reagent PT4 (30 min, 40°C) in a HybEZ sealed humidified incubator (ACD). We performed dual probe labeling, using probes for *Bmp3* (Mm-Bmp3-C1, #428461-C1), *Cbln4* (Mm-Cbln4-C1, #428471-C1), *Ptn* (Mm-Ptn, custom order), *Hrh3* (Mm-Hrh3-C1, #428481-C1), *Ccl17* (Mm-Ccl17-C1, #428491-C1), and *Gpr6* (Mm-Gpr6-C2, #318251-C2) in one channel and either *Agrp* (Mm-Agrp-C1, #400711-C1; Mm-Agrp-C2, #400711-C2) or *Pomc* (Mm-Pomc-C1, # 314081-C1; Mm-Pomc-C2, #314081-C2) in the complementary channel. Probes were mixed at a 1:50 ratio of Channel 2 and Channel 1 probes. Wax-outlined tissue sections were immersed in Probe mix and incubated (2 hr, 40°C) in the HybEZ humidified incubator, rinsed in ACD Wash Buffer (2 × 2′) then sequentially incubated in ACD proprietary reagents alternating AMP1-FL and AMP3-FL (30 min) with AMP2-FL and AMP4-FL (15 min) with two washes (2 min) between each step. Brain sections were then labeled with DAPI and coverslips were applied. Slides were stored at 4°C before image acquisition at 63× using a Zeiss 710 confocal on an Axio Examiner Z1 upright microscope. Quantification of mRNA particles was performed on cell volumes obtained by maximal intensity projection of 5 mm of tissue acquired with a 63× objective, using the StarSeach Java applet (http://rajlab.seas.upenn.edu/StarSearch/launch.html) with a threshold setting of 50.

### Statistics

For statistical analyses of RNA-Seq data see above. For other experimental data, comparisons were calculated by unpaired or paired two-tail Student's *t*-test, rank sum test, or analysis of variance (ANOVA). Post hoc multiple comparisons used Holm-Sidak correction. Statistical analyses were performed using Origin, Matlab, or SigmaPlot. Values are means ± s.e.m, unless otherwise noted. n.s., p > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

### Accession number

RNA-Seq data is available at GEO, accession number GSE68177.

How the deposited data were processed for this re-analysis (not part of the article)

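The data are RNA-Seq libraries of AGRP and POMC neurons sorted by hand from the arcuate nucleus of 21 mice, each library from 1 mouse. There were 5 fed and 6 food-deprived mice for AGRP neurons and 5 and 5 for POMC neurons, with 24 hours of deprivation. Groups were taken from the sample labels, and each column of the tables was matched to its sample by name.

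The authors removed adaptors with cutadapt, removed ribosomal, mitochondrial, phiX and low-complexity reads with bowtie2, mapped the rest to mm10 with STAR, and made the deposited counts by assigning uniquely mapped reads to 35266 Gencode genes with HTSeq, without strand and without normalization. The authors made the deposited TPM from these counts by dividing by the summed exon length of each gene and scaling each sample to the same total. The count table also holds 92 spike-in entries and 5 summary entries of the counting program, which were kept apart from the genes. Counting without strand means that reads of overlapping and antisense genes, and of near-identical paralogs and pseudogenes that share unique stretches, are uncertain.

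The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with CPM over 1 in at least 3 samples were kept (16513 genes), counts were scaled by TMM, and 1 edgeR quasi-likelihood model with 4 groups was fitted to all samples. The filter, the scaling, the adjustment and the criteria for differential expression are those of the paper's methods, and the quasi-likelihood test takes the place of its limma-voom test, which was run as an alternative. Tests were two-sided with Benjamini-Hochberg adjustment, for FD against fed in each cell type, for AGRP against POMC neurons in fed mice, and for the interaction of cell type and deprivation. A gene was called differentially expressed at an adjusted p under 0.05, an absolute log2 fold change over 1 and a mean CPM over 20 in at least 1 of the 4 groups. Sample separation was tested by exact one-sided permutation, over-representation by the one-sided Fisher's exact test, and other comparisons of single values by two-sided exact permutation. Deposited TPM were used for the number of expressed GPCR genes and for expression levels stated in TPM.

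Depth ranged from 9822298 to 37663979 gene counts per library (median 19189780). Values at or under 3 counts were treated as the floor, which is 0.0797 to 0.305 CPM, and a fold change against a group at the floor is given as a lower bound. Amplified reads are not independent molecules, since no molecular identifiers were used, so counting error understates the error of a single library, and the spread between mice was used throughout.

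The scripts were tested on simulated data drawn from the means, dispersions and library sizes of the real samples, with 200 genes changed by known amounts. The quasi-likelihood test called 133 of them and 8 unchanged genes (5.67% of its calls), limma-voom 120 and 8, and DESeq2 148 and 49.

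The alternatives were limma-voom, DESeq2, RLE normalization, no count filter, the 2 compared groups alone, the replicate number as a block, the age cohort as a block, the number of sorted cells as a covariate, scaling by ERCC counts, other criteria for differential expression, and each library left out in turn. The replicate numbers come from the sample labels, and same-numbered samples are different mice. For sample separation the correlation, the scale, the pseudocount and the genes were varied, and for expressed GPCR genes the TPM criterion. Added after the values were seen were the spike-in set as a block, offsets for GC content and gene span over 20 bins, counts thinned to the depth of the smallest library and, for POMC sample separation, the 1 µl spike-in set alone. GC content came from the longest transcript of each gene in GENCODE M21, which covered 95.8% of the tested genes, and the span from the gene positions in the authors' supplementary table.

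Single genes were named by a rule: every gene that the paper's text names with a value, a direction or a statement of expression in these data, in the paper's contrast, and in each contrast the 5 differentially expressed genes with the largest increase and the 5 with the largest decrease among those whose values do not overlap between groups. Genes outside it are marked where they occur as chosen after their values were seen. The values of 1 gene that the rule covers are not reported here.

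The reads, splice isoforms of Xbp1, the annotation databases behind the paper's enrichment tests, the full E-box and kinase lists, the purified cell types the paper compares with, and the in situ, imaging, electrophysiology and behaviour data were not analysed here.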

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

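The tests in this part on *Xist*, on RNA of the other cell type and on other splits of the libraries were chosen only after the result was seen.

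Among the named genes, 29 of 270 groups of libraries had a library far from the others. The measure was the gap to its nearest neighbour against the range of the group, on untransformed normalized CPM. A rate of 1 in 20 would give 13.5. The values are normalized CPM, with the nearest library in parentheses. In AGRP fed replicate 5 they were 19.4 for *Cdkn1a* (nearest 2.13), 271 for *Ghsr* (nearest 146), 9.97 for *Atf3* (nearest 1.94), 2.63 for *Ntsr1* (nearest 0.426), 7.72 for *Gpr3* (nearest 1.49), 0.750 for *Svs2* (nearest 0.0609) and 142 for *Corin* (nearest 83.3). In AGRP FD replicate 2 they were 740.4 for *Ghsr* (nearest 553), 36.1 for *Keap1* (nearest 16.6), 249 for *Clock* (nearest 186), 425 for *Kcnq3* (nearest 116) and 60.8 for *Nmur2* (nearest 24.7). In the other FD AGRP libraries the high values were 39.2 for *Kcnn3* in AGRP FD replicate 3 (nearest 14.6), 389 for *Fos* in AGRP FD replicate 4 (nearest 212), 61.1 for *Per2* in AGRP FD replicate 6 (nearest 17.4), 18.6 for *Per3* in AGRP FD replicate 6 (nearest 8.12), 3.60 for *Gbp6* in AGRP FD replicate 5 (nearest 1.15), 4.39 for *Rgs6* in AGRP FD replicate 6 (nearest 1.21) and 2.23 for *Tnfrsf11b* in AGRP FD replicate 6 (nearest 0.486). In the other fed libraries the high values were 9.45 for *Agrp* in POMC fed replicate 5 (nearest 3.04), 34.1 for *Grik3* in AGRP fed replicate 3 (nearest 12.3), 85.2 for *Cbln4* in AGRP fed replicate 4 (nearest 52), 10.1 for *Gpr83* in AGRP fed replicate 4 (nearest 4.98), 651 for *Npy2r* in AGRP fed replicate 4 (nearest 528), 0.220 for *Layn* in AGRP fed replicate 2 (nearest 0.0609), 33.6 for *Oprk1* in POMC fed replicate 5 (nearest 15.3) and 0.0393 for *Acan* in POMC fed replicate 3 (nearest 0). The *Acan* value is 1 count, under the floor, with all other libraries of the group at 0, so the distance has no meaning there. Among the groups with a library over 3 counts 28 had a library far from the others, where the same rate would give 13.3. The 2 low values were 4.14 for *Cdkn1a* in POMC fed replicate 4 (nearest 21.4) and 769 for *Acvr1c* in AGRP FD replicate 1 (nearest 1169). A single library behind the pattern was tested: AGRP fed replicate 5 held 7 of them (24.1%), the most of any library, where an even spread would give 1.38 each. The share had been set beforehand to point to a single library when over 25%, and without *Acan* it was 25.0%, so a part played by this library is not excluded. In all, 13 libraries held at least 1. The number exceeds that rate, but all but 2 of the values were high. On untransformed CPM, values skewed toward high ones can pass the measure without an odd library, so the excess over chance is not established. No biological explanation was tested, because the design gives none for single mice. How far a single mouse decides a result was examined by leaving it out.

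For 18 genes the change with food deprivation differed between AGRP and POMC neurons, tested by the interaction of cell type and deprivation in edgeR. The AGRP change less the POMC change in log2 units was 6.76 for *Cdkn1a* (q = 4.44e-06), 2.42 for *Asb4* (q = 8.6e-07), 3.09 for *Lepr* (q = 3.18e-08), 2.02 for *Hspa5* (q = 8.6e-07), 1.11 for *Sfpq* (q = 0.0196), −5.67 for *Hrh3* (q = 1.03e-09), 1.02 for *Gnas* (q = 0.00672), −2.35 for *Nr1d2* (q = 0.00011), 1.59 for *Fos* (q = 0.0135) and 1.89 for *Ern1* (q = 0.011). The genes that were DEG in both cell types with opposite directions, singled out after their values were seen, had 5.96 for *Arap2* (q = 5.48e-05), 3.50 for *Cd24a* (q = 3.64e-06), 3.91 for *Etv5* (q = 0.000177), 3.18 for *Prokr2* (q = 3.3e-05), 2.60 for *Spred2* (q = 3.96e-05), 4.42 for *Spred3* (q = 7.82e-09), 6.86 for *Vgf* (q = 2.63e-11) and 2.74 for *Zfhx2* (q = 3.64e-06). For these 8 genes the choice by opposite directions already fixes the difference, so the alternatives are given for the 10 others alone. Of the 10, *Hrh3* was also a DEG in both cell types with opposite directions. *Nr1d2* had opposite directions with q under 0.05 in both. For *Hrh3* and *Nr1d2*, which the paper names, opposite directions fix the difference in the same way, so the alternatives show no stability. All 10 had the same sign and a q under 0.05 with limma-voom, DESeq2, RLE normalization, no count filter, the age cohort block, the sorted cells covariate, the spike-in set as a block, GC and gene span offsets and thinned counts (highest q 0.0446). With ERCC scaling all 10 had the same sign and 2, *Cdkn1a* and *Hrh3*, had a q under 0.05. The exceptions under ERCC scaling were *Asb4*, *Lepr*, *Hspa5*, *Sfpq*, *Gnas*, *Nr1d2*, *Fos* and *Ern1* (highest q 0.714).

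Over all tested genes, 1 of 32 splits of the AGRP libraries that part as many same-numbered libraries, the real one, gave as many genes with an interaction. The spike-in sets are divided unevenly between fed and FD mice in POMC neurons, and with the set as a block 67.7% of the genes changed in both cell types still had opposite directions. With offsets for GC content and gene span the share was 74.4%. A change in the mixing of RNA between the cell types would move only genes whose level differs between them, and among the 15 genes within 1 log2 unit between fed AGRP and POMC neurons the share was 86.7%. Without any correction it was 73.3%. Across the alternatives it ran from 67.7% to 79.4%, apart from ERCC scaling, which left 0 genes changed in both at an adjusted p under 0.05 (1103 in AGRP and 2308 in POMC neurons at an unadjusted p under 0.05). These tests go against the 3 technical explanations, and a candidate explanation is a response to deprivation that differs between the cell types. It is a hypothesis, found and tested on the same data, and 2 of the 3 spike-in sets hold 1 condition alone in POMC neurons, so that the block alone separates the POMC changes from the set.

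*Xist*, which the paper does not report, had up to 437 counts in libraries of male mice, where 8 libraries had 103 or more and the others at most 30. It was singled out as a signal in data the paper did not analyse. The 8 libraries were 2 in each of the 4 groups. The spike-in set was tested as a source. All libraries of the 10 µl set had 103 or more and those of the 1 µl set at most 30, but the set with a volume by cell number held both: its 2 POMC libraries had 172 and 325 counts, and its AGRP libraries at most 4. The set alone thus does not account for the counts. Mice of the other sex were tested through Y-linked genes, which had at least 3275 counts in every library. The source was not found, and no biological explanation was tested.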

How the results depend on the processing

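The 4 alternatives described as added were chosen only after the result was seen, and all other alternatives and the choice of the groups, filters and tests were made before the data were examined.

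The number of DEG in AGRP neurons (736) was 705 to 828 with limma-voom, DESeq2, RLE normalization, no count filter, the 2 groups alone, the age cohort block and the sorted cells covariate, and 623 to 858 across the 11 fits that each left out 1 library. In POMC neurons (44 DEG) the same alternatives apart from DESeq2 and no count filter gave 37 to 56. DESeq2 gave 138 DEG in POMC neurons and 41 in both cell types (15 in the fit reported), and dropping the count filter gave 68 and 24. Leaving out 1 library gave 33 to 76 in POMC neurons and 10 to 25 in both, the lowest without POMC FD replicate 3 and the highest without POMC fed replicate 3. Between fed AGRP and POMC neurons (663 DEG) the alternatives other than ERCC scaling gave 602 to 724, and leaving out 1 library 586 to 712. An adjusted p under 0.05 alone gave 1700 in AGRP, 1250 between fed groups and 30 in both. The cause was not tested.

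ERCC scaling moved most results: 41 DEG in AGRP, 5 in POMC (0 higher and 5 lower, against 21 and 23), 156 between fed groups and 0 in both (at an unadjusted p under 0.05, 1103 genes in AGRP and 2308 in POMC), 119 genes with an interaction, and 3 core circadian genes (0 higher, 3 lower). The median log2 fold change of all genes was −1.10 in POMC neurons (−0.0064 in the fit reported) and 0.018 in AGRP neurons (0.086 in the fit reported). The GPCR over-representation among POMC DEG went to a one-sided Fisher p of 1.0. The spread of the ERCC factors follows the spike-in set, as given under other observations.

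Sample separation held its side of 0.05 under every alternative and every library left out for AGRP against POMC fed and for AGRP FD against fed. In POMC FD against fed the difference fell to 0.0100 on untransformed CPM (exact permutation p = 0.0635), and ran from 0.0111 to 0.0214 with 1 library left out, the lowest without POMC FD replicate 1 (exact permutation p = 0.0714). Without POMC FD replicate 5 it was 0.0140 (exact permutation p = 0.0556). Within the 1 µl spike-in set alone, an added alternative, it was 0.0120, and 20 splits allow no exact permutation p under 0.1. The cause was not tested. Among the results that answer a comparison, 110 values under alternatives set beforehand, 30 under added ones and 175 with 1 library left out stayed the same or within 1.5 times. Of the others under alternatives set beforehand 15 moved, 1 was weaker and 1 reversed, under added ones 1 was weaker, and with 1 library left out 2 moved and 2 were weaker.

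Named genes reversed as follows, and the cause was not tested. With ERCC scaling *Ddit3* went to −0.60. With limma-voom the interaction of *Npy* went to −0.71. With GC and gene span offsets, an added alternative, *Sfpq* in POMC neurons went to 0.013. With 1 library left out, *Sfpq* in POMC neurons ran from −0.22 to 0.050, *Asb4* in AGRP neurons from −0.18 to 0.0056, *Arntl* from −0.092 to 0.49, the interaction of *Npy* from −0.26 to 0.94 and that of *Agrp* from −0.025 to 0.81. *Arntl* was also negative without AGRP FD replicate 1 (−0.017) and AGRP fed replicate 3 (−0.026). None of these comparisons had an adjusted p under 0.05 in the fit reported.

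Of 149 comparisons of single genes 52 kept direction and side of 0.05 in every alternative set beforehand and 127 in every fit with 1 library left out. The alternatives set beforehand made 94 values weaker and 25 stronger, the added ones 4 and 4, and leaving out a library 48 and 8. Counts in gene lists moved in 83 of the values under alternatives set beforehand, 10 under added ones and 50 with a library left out.

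Same-numbered replicates are different mice, and their deviations from the group means had a mean r of −0.0758 (AGRP FD and fed), −0.0615 (POMC FD and fed) and −0.003 (AGRP and POMC fed), so the numbers do not pair the samples. With the replicate block there were 769 DEG in AGRP, 38 in POMC and 634 between fed groups.

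The 2 groups alone give no value for DEG in both cell types or the interaction, which need all 4. Depth limits genes under a mean of 20 CPM, which the criteria leave out, and the absent genes, for which only a floor is given.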

Differences from the paper's values

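The paper's values were compared for 61 gene fold changes, 29 other values and 58 calls of single genes with a printed adjusted p, and 6, 4 and 3 of these differ. The limma-voom alternative is the test that the paper's methods name. A gap is called closed where the value came within 1.5 times of the paper's or, for a fold change, within the standard error of that fit.

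The number of GPCR genes over 2-fold higher in FD POMC neurons was 2 against the paper's 4. For the higher genes the gap was closed by limma-voom (4), DESeq2 (4), the 2 groups alone (3) and the replicate block, of the alternatives set before the data were examined, and not by RLE normalization, no count filter, the age cohort block, the sorted cells covariate and ERCC scaling. Without POMC fed replicate 3 (4) and without POMC fed replicate 4 (4) it closed too. The number over 2-fold lower was 1 against the paper's 2. For the lower genes the gap was closed by limma-voom (2) and no count filter (2), of the alternatives set before the data were examined, and not by DESeq2, RLE normalization, the 2 groups alone, the replicate block, the age cohort block, the sorted cells covariate and ERCC scaling. Without POMC FD replicate 5 (3) and without POMC fed replicate 1 (2) it closed too.

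For GPCR over-representation among AGRP DEG the one-sided Fisher p was 1.16e-06 against the paper's 0.0002. None of the alternatives set before the data were examined closed this gap (5.97e-08 to 0.00256), and no library left out did. Among POMC DEG the one-sided Fisher p was 0.00695 against the paper's 3.3e-5. None of the alternatives set before the data were examined closed it (3.33e-06 to 1.0), and without POMC FD replicate 5 the Fisher p of 4.24e-05 did. The lowest, 3.33e-06, came from limma-voom. With limma-voom the one-sided Fisher p among AGRP DEG was 3.22e-07, also not the paper's. The paper took its GPCR list from IUPHAR and does not state the background of its test. Here the 80 genes of its figure were set against genes over 20 TPM, so the p-values need not match.

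The *Cdkn1a* fold change in AGRP neurons was 82.1 against the paper's 166. With 1 library left out its log2 fold change ran from 6.08 to 8.09 (6.36 in the fit reported), and no such fit closed the gap. For *Cdkn1a* the gap was closed by limma-voom (166), the replicate block, the age cohort block (108) within its standard error alone and the sorted cells covariate (109) within its standard error alone, of the alternatives set before the data were examined, and not by DESeq2, RLE normalization, no count filter, the 2 groups alone and ERCC scaling. The *Asb4* fold change in AGRP neurons was −1.08 against the paper's 1.1. For *Asb4* none of the alternatives set before the data were examined closed the gap. Without AGRP FD replicate 5 (1.00) it closed.

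The *Kcnn3* fold change in AGRP neurons was −2.86 against the paper's −5.4. For *Kcnn3* the gap was closed by limma-voom (−5.35) and the age cohort block (−3.82), of the alternatives set before the data were examined, and not by DESeq2, RLE normalization, no count filter, the 2 groups alone, the replicate block, the sorted cells covariate and ERCC scaling. Without AGRP FD replicate 3 (−4.99) it closed too. The *Nts* fold change in AGRP neurons was 30.1 against the paper's 107. For *Nts* the gap was closed by limma-voom (107) and the replicate block, of the alternatives set before the data were examined, and not by DESeq2, RLE normalization, no count filter, the 2 groups alone, the age cohort block, the sorted cells covariate and ERCC scaling. Without AGRP fed replicate 2 (77.1) it closed too. The *Ntsr1* fold change in AGRP neurons was 16.7 against the paper's 41. For *Ntsr1* the gap was closed by limma-voom (41.0) and the replicate block within its standard error alone, of the alternatives set before the data were examined, and not by DESeq2, RLE normalization, no count filter, the 2 groups alone, the age cohort block, the sorted cells covariate and ERCC scaling. Without AGRP fed replicate 5 (65.1) within its standard error alone it closed too. The *Bmp3* fold change in AGRP neurons was −9.27 against the paper's −17.7. For *Bmp3* the gap was closed by limma-voom (−17.7) and the replicate block, of the alternatives set before the data were examined, and not by DESeq2, RLE normalization, no count filter, the 2 groups alone, the age cohort block, the sorted cells covariate and ERCC scaling. Without AGRP FD replicate 6 (−11.8) it closed too.

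The paper calls the following genes changed with deprivation, and here their adjusted p in edgeR was over 0.05, *Pomc* in POMC neurons and the others in AGRP neurons. The first 3 are the calls counted above, and for the others the paper prints no adjusted p or, for *Keap1*, 0.05. *Npy* (q = 0.0558) was under 0.05 with limma-voom, no count filter, the 2 groups alone and the age cohort block, and with the spike-in set as a block and thinned counts, chosen after seeing the values, and without AGRP FD replicate 1 (range over the alternatives 1.47e-07 to 0.678). *Pomc* (q = 0.473) was under 0.05 with limma-voom (range over the alternatives 0.0377 to 0.603). *Grik1* (q = 0.108) was under 0.05 with limma-voom and the 2 groups alone (range over the alternatives 0.0314 to 0.758). *Socs3* (q = 0.0576) was under 0.05 with limma-voom, DESeq2 and the replicate block, and without AGRP FD replicate 3 (range over the alternatives 0.00335 to 0.886). *Atf5* (q = 0.0645) was under 0.05 with limma-voom, DESeq2 and the 2 groups alone (range over the alternatives 0.0235 to 1). *Syt10* (q = 0.0953) was under 0.05 with limma-voom, DESeq2 and the 2 groups alone (range over the alternatives 0.0189 to 0.997). *Keap1* (q = 0.108) was under 0.05 with the replicate block, and without AGRP FD replicate 2 (range over the alternatives 0.0418 to 1). *Nr1d1* (q = 0.0606) was under 0.05 with limma-voom, DESeq2, no count filter, the replicate block and the sorted cells covariate, and with the spike-in set as a block, chosen after seeing the values, and without AGRP FD replicate 2 and without AGRP FD replicate 6 (range over the alternatives 0.00288 to 1). *Per2* (q = 0.257) was under 0.05 with limma-voom and the replicate block, and without AGRP FD replicate 6 (range over the alternatives 0.0205 to 0.689). *Ube2g2* (q = 0.0577) was under 0.05 with limma-voom, DESeq2 and the replicate block, and with the spike-in set as a block, chosen after seeing the values, and without AGRP FD replicate 1, without AGRP FD replicate 6 and without AGRP fed replicate 5 (range over the alternatives 0.0251 to 1). *Ube4b* (q = 0.106) was under 0.05 with limma-voom, and without AGRP fed replicate 2 (range over the alternatives 0.0404 to 1). *Pdia5* (q = 0.053) was under 0.05 with limma-voom, DESeq2, no count filter, the 2 groups alone, the replicate block and the sorted cells covariate, and with GC and gene span offsets and thinned counts, chosen after seeing the values, and without AGRP FD replicate 1 and without AGRP fed replicate 5 (range over the alternatives 0.00887 to 1).

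Of the genes in the paper's figures of changed genes, an adjusted p under 0.05 was found in AGRP neurons for 53 of the 60 ER genes (60 with limma-voom, 46 to 55 with the others apart from the replicate block), 13 of the 20 E-box genes (20 with limma-voom, 13 to 15 with the others apart from the replicate block), 51 of the 63 synapse genes (63 with limma-voom, 47 to 57 with the others apart from the replicate block), 43 of the 53 transcription factors (51 with limma-voom, 40 to 46 with the others apart from the replicate block), 30 of the 33 kinases (33 with limma-voom, 30 to 31 with the others apart from the replicate block), 8 of the 11 phosphatases (10 with limma-voom, 7 to 9 with the others apart from the replicate block) and 70 of the 82 genes of secreted proteins (81 with limma-voom, 70 to 75 with the others apart from the replicate block), and in POMC neurons for 32 of the 47 POMC DEG (47 with limma-voom, 31 to 42 with the others apart from the replicate block). With ERCC scaling these counts were 0 to 12 (1103 genes of all tested in AGRP and 2308 in POMC neurons had an unadjusted p under 0.05). The paper counts more core circadian genes as lower in FD AGRP neurons than the 7 found here, and its count was reached with limma-voom, with the replicate block and without AGRP FD replicate 6.

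The paper finds that multidimensional scaling does not set FD apart from fed POMC neurons, whereas the distance between groups exceeded that within groups here by 0.0156 (one-sided exact permutation p = 0.00794). On untransformed CPM, without POMC FD replicate 1 and without POMC FD replicate 5 the exact permutation p was over 0.05. The spike-in set goes with the condition in the POMC libraries outside the 1 µl set. Within the 1 µl set the difference was 0.0120 (one-sided exact permutation p = 0.1, the lowest that 20 splits allow). The POMC difference therefore cannot be told apart from the set.

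The paper ranks *Cdkn1a* as second among the genes that rise in FD AGRP neurons, and here it ranked 5 among the DEG, and 2 with limma-voom alone among all settings run. The paper names 4 receptors coupled to Gi as those that fall most, and here *Brs3* (−3.94 log2 units) and *Gpr139* (−6.17), both singled out after their values were seen, fell more than the lowest of them, *Hrh3* (−3.04). *Gpr139* was not a DEG in the fit reported, because it did not meet the mean CPM criterion. Among GPCR DEG alone the largest fall was that of *Brs3* in the fit reported and that of *Hrh3* with limma-voom.

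The paper describes changes in these genes as selective to AGRP neurons, and the interaction of cell type and deprivation had an adjusted p over 0.05. In log2 units it was 0.47 for *Foxo1* (q = 0.555, 0.539 to 0.785 over the alternatives), 0.87 for *Dnajb9* (q = 0.0764, 0.0492 to 0.621 over the alternatives, under 0.05 with DESeq2 and the sorted cells covariate), 1.42 for *Grik1* (q = 0.363, 0.322 to 0.437 over the alternatives) and 1.38 for *Grik3* (q = 0.102, 0.0431 to 0.284 over the alternatives, under 0.05 with limma-voom, the replicate block and without AGRP fed replicate 3).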

Other observations

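Chosen only after the result was seen were the tests on other splits, the spread in each cell type, thinned counts, the spike-in set as a block, GC content of the AGRP DEG, the share of the highest genes, reads outside genes, depth, RNA per cell, *Npy*, ERCC factors and the difference between the cell types in glucocorticoid targets.

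In 1 of 32 splits of the AGRP libraries that part as many same-numbered libraries, the real one, there were as many AGRP DEG. The next had 494, in a split that exchanged 10 of the 11 libraries and so comes close to the real one with the names of the groups swapped, and the one after it 155. Among 60 drawn splits that part another number of pairs the most were 654, again with 10 exchanged, and then 2. As many DEG in both cell types came from 1 of 32 splits, and as low a p for GPCR over-representation among AGRP DEG from 1 of 32. Of the drawn splits 1 gave a lower p for it (7.3e-07), again with 10 exchanged. For the core circadian genes 2 of 32 splits gave as many, the other being the one that exchanged 10 libraries (11 genes), which is close to the real one as above, and the next split gave 1. That split alone keeps the share over 0.05.

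With 16 splits that part as many same-numbered libraries, no share under 0.05 is possible for the POMC libraries or for the fed libraries, and by these splits alone the results cannot be told apart from chance in the grouping. The real split was the 1 of 16 with as many POMC DEG (the next had 5), the 1 of 16 with as many DEG between fed AGRP and POMC neurons (the others had 0, and 3128 genes had an unadjusted p under 0.05 in the real one), and the 1 of 16 with as low a p for GPCR genes among POMC DEG. Among 60 drawn splits of each kind that part another number of pairs, none gave as many, the most being 7 POMC DEG and 2 DEG between the fed groups. Since the replicate numbers do not pair the samples, the drawn splits argue against chance in the grouping for these DEG counts. A lower p for GPCR genes among POMC DEG (0.000217) came from 1 of the drawn splits, which exchanged 2 of the 10 libraries.

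POMC neurons had fewer DEG than AGRP neurons. A larger spread between POMC mice was tested by fitting each cell type alone, where the biological coefficient of variation was 0.788 in POMC and 0.724 in AGRP neurons, a ratio of 1.09. Depth was tested by thinning all libraries to the smallest, after which AGRP neurons had 13.2 times as many DEG. The additional FD mouse was tested by leaving out each AGRP FD mouse, and the fewest AGRP DEG were 623. With the spike-in set as a block the ratio was 18.0. The tests go against these 4 explanations, and a smaller response of POMC neurons to deprivation is a candidate explanation, as a hypothesis. Which genes changed in POMC neurons is less certain: all 44 POMC DEG had the same direction within the 1 µl set, the single set with both conditions, but they were chosen with these libraries, so that by this test the POMC DEG cannot be told apart from the set. With the set as a block 42 genes were DEG, 33 of them among the 44.

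For the number of AGRP DEG, 686 of 736 were DEG with GC and gene span offsets. Gene counts did not differ between FD and fed AGRP libraries (two-sided exact permutation p = 0.61), nor did the share of reads outside genes (two-sided exact permutation p = 0.24). The share of the 10 highest genes did (two-sided exact permutation p = 0.00433), at a mean of 4.93% in FD and 3.79% in fed mice, which by itself lowers all other genes by 0.0171 log2 units. RLE normalization, which handles such a shift in another way, gave 742 DEG, of which 724 were among the 736.

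Gene counts per spike-in count and sorted cell in AGRP neurons differed by −0.29 log2 units between FD and fed mice within spike-in sets (two-sided exact permutation p = 0.417, 120 splits), so a change of RNA per cell was not found.

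ERCC scaling gave fewer DEG than TMM normalization. The log2 ratio of the 2 scale factors had an SD of 1.21, which fell by 68.2% once each spike-in set was centred, with set means of −0.95 (1 µl), 0.47 (10 µl) and −2.37 (volume by cell number). Volumes that differ from those in the labels may be the source. No biological explanation was tested.

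In POMC fed neurons the 2 libraries of the set with a volume by cell number had at most 4 *Npy* counts, and the other POMC libraries 81 to 348 (two-sided exact permutation p within POMC fed = 0.2, 10 splits, too few to go under 0.05). AGRP fed libraries had at least 33500. A batch in the preparation that goes with the spike-in set may be behind this difference, but the comparison is the one in which it was noticed. No biological explanation was tested.

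A hypothesis was that ERK signalling rises in AGRP and falls in POMC neurons, from the opposite changes of *Spred2*, *Spred3* and *Etv5*. For a list of 14 other ERK targets the median of the AGRP change less the POMC change was 0.78 log2 units, at percentile 99.3 of 10000 random lists matched on expression (99.3 to 99.7 with limma-voom, DESeq2, RLE normalization, ERCC scaling, the spike-in set as a block and GC and gene span offsets). The median was at percentile 99.8 in AGRP and 8.26 in POMC neurons. The interaction had q under 0.05 for 1 of these targets, and in AGRP neurons 3 were higher and 2 lower with q under 0.05. A difference in ERK signalling may lie behind part of the opposite changes, and the POMC part was not under percentile 5.

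A second hypothesis was that glucocorticoids act on both cell types in FD mice. For 15 glucocorticoid targets the median change was 1.16 log2 units in AGRP neurons (percentile 100.0, 100.0 to 100.0 over the same alternatives) and 0.28 in POMC neurons (percentile 96.2, 95.6 to 99.7), where with ERCC scaling it was −0.71, a reversal of sign under a shift of all genes. With the spike-in set as a block the POMC percentile was 95.6. With q under 0.05, 4 targets were higher in AGRP neurons and 0 in POMC neurons (3 higher and 2 lower at an unadjusted p under 0.05). A rise of glucocorticoid targets may be part of the response. The AGRP change less the POMC change had a median of 0.71 (percentile 98.8) and a q under 0.05 for 2 targets, both larger in AGRP neurons.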
